# Sonic Hedgehog signaling limits atopic dermatitis via Gli2-driven immune regulation

**DOI:** 10.1172/JCI125170

**Published:** 2019-07-02

**Authors:** Eleftheria Papaioannou, Diana C. Yánez, Susan Ross, Ching-In Lau, Anisha Solanki, Mira Manilal Chawda, Alex Virasami, Ismael Ranz, Masahiro Ono, Ryan F. L. O’Shaughnessy, Tessa Crompton

**Keywords:** Immunology, Inflammation, Adaptive immunity, Skin, T cells

## Abstract

Hedgehog (Hh) proteins regulate development and tissue homeostasis, but their role in atopic dermatitis (AD) remains unknown. We found that on induction of mouse AD, Sonic Hedgehog (Shh) expression in skin and Hh pathway action in skin T cells were increased. Shh signaling reduced AD pathology and the levels of Shh expression determined disease severity. Hh-mediated transcription in skin T cells in AD-induced mice increased Treg populations and their suppressive function through increased active transforming growth factor–β (TGF-β) in Treg signaling to skin T effector populations to reduce disease progression and pathology. RNA sequencing of skin CD4^+^ T cells from AD-induced mice demonstrated that Hh signaling increased expression of immunoregulatory genes and reduced expression of inflammatory and chemokine genes. Addition of recombinant Shh to cultures of naive human CD4^+^ T cells in iTreg culture conditions increased FOXP3 expression. Our findings establish an important role for Shh upregulation in preventing AD, by increased Gli-driven, Treg cell–mediated immune suppression, paving the way for a potential new therapeutic strategy.

## Introduction

Skin is in direct contact with the environment and acts as protective barrier from mechanical injuries and infections. Disruption of skin homeostasis and barrier function together with immune dysregulation result in inflammatory diseases of the skin, such as atopic dermatitis (AD), a chronic inflammatory disease with complex etiology characterized by dry scaly skin lesions and pruritus (1). The mechanisms that cause AD remain controversial, but Filaggrin, a terminal differentiation marker of keratinocytes, is important for skin barrier formation, and its deficiency promotes immune alterations which contribute to AD (2). Skin inflammation in AD changes through time, with expanded T helper 2 (Th2) and Th17 responses at early stages, and a partial switch to a Th1 response during chronic stages (1–3). CD4^+^CD25^+^Foxp3^+^ Tregs are abundant in skin, and in inflammation they infiltrate the dermis but lose their immunoregulatory function, further enhancing the inflammatory response (1, 4–8). The reasons why the CD4^+^CD25^+^Foxp3^+^ population in skin fails to suppress the immune response in AD is unclear, so identification of skin factors that promote immune regulation is important to preventing AD.

Here we investigate Hh signaling in chronic AD using a mouse model of hapten-induced dermatitis, with all characteristics of the disease. The Hh proteins Sonic (Shh), Dessert (Dhh), and Indian (Ihh) are morphogens that share a common signaling pathway and regulate development and tissue homeostasis (9–11). Binding to their receptor Patched1 (Ptch1) initiates the pathway by relieving Smoothened (Smo) inhibition. At the end of the pathway are the Gli transcription factors (Gli1, Gli2, and Gli3), which bind DNA at consensus Gli-binding sites. Gli1 acts only as a transcriptional activator, whereas Gli2 and Gli3 function as activators of transcription in the presence of Hh signaling or repressors in its absence, with some redundant or partially overlapping functions.

Shh is expressed in hair follicles and dysregulated Hh signaling in skin leads to basal cell carcinoma (BCC) (12, 13). Hh signaling regulates T cell development and T cell receptor (TCR) repertoire selection (14–21). Gli1 and Gli2 are expressed in peripheral T cells and Hh signaling can impair T cell activation (15, 17, 18, 22–25).

Here we use constitutive and conditional mutant mice to investigate epithelium-lymphocyte cross-talk in AD. We show that Shh upregulation and increased Hh signaling to T cells in skin play a critical role in preventing skin inflammation on induction of chronic AD. Thus, our study dissects a previously unknown signaling mechanism, mediated by the skin-derived morphogen Shh, which is required for and promotes Treg-dependent skin homeostasis.

## Results

### Induction of AD upregulates Shh in skin and increases Hh pathway activation in skin T cells.

We used an oxazolone-induced (Oxa-induced) model of extrinsic AD in mice (Figure 1A), which generates T cell–driven skin inflammation in the ears, with all the features of chronic human AD, including swelling, T cell infiltration, and IgE and cytokine production (Supplemental Figure 1, A–E) (26). We examined expression of Hh pathway components in inflamed skin from Oxa-treated WT mice and in skin from control WT mice. *Shh* mRNA was significantly elevated in Oxa-treated compared with untreated skin, whereas there was no significant change in *Dhh* and *Ihh* transcripts (Figure 1B). *Ptch1* and *Gli1*, which are both Hh pathway components and target genes (9), were also upregulated in Oxa-treated skin compared with control (Figure 1B). Immunofluorescence staining of ear skin revealed increasing expression of Shh in dermis and epidermis of mice with AD, from day 8 of the protocol (Figure 1C). In contrast to Oxa treatment of WT mice, Oxa treatment of lymphocyte-deficient Rag1-KO mice failed to induce ear swelling (Figure 1D), downregulation of *Filaggrin*, or upregulation of *Ifng* and *Il4*, confirming the lymphocyte dependence of disease induction (Supplemental Figure 1F). Shh was not upregulated in the skin of the Rag1-KO mice, indicating that the increased expression of Shh on hapten treatment is dependent on lymphocyte-driven inflammation (Figure 1E).

To test if the Hh signaling pathway is active in skin T cells after AD induction, we used Gli binding site (GBS)–GFP reporter transgenic mice (27) to measure the proportion of T cells that show active Gli-mediated transcription. The percentage of CD3^+^ T cells that expressed GFP was higher in Oxa-treated skin compared with control (Figure 1F). There were significantly more GFP^+^CD8^+^ and GFP^+^CD4^+^ T cells, with elevated MFI of GFP in CD4^+^ T cells in Oxa-treated skin (Figure 1, F–G), indicating that not only did more skin CD4^+^ T cells undergo active Hh signaling after disease induction, but also that the level of Hh pathway activation was higher in individual CD4^+^ T cells. There was therefore an increase in both Shh expression in skin and in Gli-mediated transcription in skin T cells from Oxa-treated mice, suggesting that Hh signaling might be involved in AD.

### Shh mutation increases severity of AD whereas Gli3 mutation ameliorates chronic AD.

Given that *Shh* was upregulated and Hh signaling was increased after AD induction, we examined directly the impact of Shh in AD, using constitutive Shh^+/–^ mice. On induction of disease, their skin showed significantly lower *Shh* expression than WT mice (Figure 2A). The Shh^+/–^ mice developed aggravated disease compared with WT, with increased epidermal thickness and aggravated hyperkeratosis and parakeratosis (Figure 2B). The Oxa-treated Shh^+/–^ mice showed higher serum IgE, increased *Il4* expression in skin, and increased skin infiltration of CD4^+^ T cells compared with Oxa-treated WT mice (Figure 2, C–E). A greater proportion of skin CD4^+^ T cells expressed IFN-γ and IL-13 in the Shh^+/–^, whereas the proportion of cells that expressed IL-17 was decreased, consistent with faster disease progression (Figure 2F). Thus, the lower level of Shh expression in the skin of Shh^+/–^ mice led to more severe disease.

To confirm the theory that the level of Shh in the skin determines severity of AD, we wanted to induce AD in mice with higher expression of Shh in skin than WT. As Gli3 can reduce *Shh* expression and Shh-signaling (20, 28) we tested if *Shh* expression is increased in skin in constitutive Gli3^+/–^ compared with WT. *Shh* expression was significantly higher in untreated Gli3^+/–^ compared with WT skin (Figure 2G), confirming that this was a suitable mutant to test the impact of elevated levels of Shh on induction of AD. After Oxa treatment, Gli3^+/–^ mice had attenuated epidermal and dermal thickening with decreased hyperkeratosis and parakeratosis compared with WT mice (Figure 2H), and serum IgE levels were significantly decreased (Figure 2I). Significantly lower *Il4* and *Il13* expression and higher *Shh* expression were observed in the Oxa-treated ears of the Gli3^+/–^ group compared with those of the WT mice (Figure 2J). Although we did not detect differences in numbers of skin CD4^+^ and CD8^+^ T cells (Figure 2K), analysis of intracellular cytokine expression showed that the proportion of T cells that expressed the Th2 cytokines IL-4 and IL-13 was decreased in Oxa-treated Gli3^+/–^ compared with Oxa-treated WT mice (Figure 2L). These experiments therefore showed that constitutive Gli3 mutation led to increased *Shh* expression in skin and was protective against induction of AD.

### Pharmacologic blockade of Smoothened caused exacerbation of Oxa-induced AD and Shh downregulation.

Given that altering levels of Shh in skin by constitutive genetic mutation changed disease outcome on AD induction, we next investigated in WT mice, whether systemic inhibition of the Hh signaling pathway would also have a detrimental effect on skin pathology on AD induction, using the PF-04449913 Smo-inhibitor (Smo-inh) (29, 30). WT mice received i.p. injections of either Smo-inh or DMSO (vehicle-control) daily throughout the Oxa protocol (Figure 3A). Administration of Smo-inh to Oxa-treated mice caused a significant increase in ear and dermal thickness (Figure 3, B–C) compared with Oxa-treated controls, whereas untreated skin of Smo-inh- and DMSO-injected mice were indistinguishable and contained similar proportions and numbers of skin immune cells (Supplemental Figure 2, A and B). Serum IgE was increased in Oxa-treated Smo-inh–injected mice compared with control mice (Figure 3D), consistent with increased atopic disease. *Shh* transcript levels from Oxa-treated ear tissue were lower in Smo-inh–injected mice compared with control, whereas in the absence of Oxa treatment there was no difference in *Shh* expression in skin of Smo-inh– and DMSO-injected mice (Figure 3E). Smo inhibition significantly increased innate immune cell populations in skin of Oxa-treated mice (Figure 3F). We did not observe significant differences in proportion or numbers of CD4^+^ and CD8^+^ T cells or in their expression of IL-4 and IL-13 (Supplemental Figure 2, C and D), although a significantly greater proportion of CD4^+^ expressed IFN-γ and IL-17 and CD8^+^ T cells expressed IFN-γ (Figure 3, G–H) after Smo-inh administration compared with control. Smo-inh administration led to a significant reduction in the skin CD4^+^CD25^+^Foxp3^+^ Treg population in the Oxa-treated mice (Figure 3I).

Thus, systemic Smo inhibition in WT mice caused increased skin inflammation on induction of AD in vivo and led to reduced *Shh* upregulation in skin tissue, confirming that Shh signaling is important in protecting against AD in WT animals.

### Constitutive inhibition of Hh-mediated transcription in T cells promotes induction of skin inflammation.

To investigate the cellular mechanism of the protective role of Hh signaling in AD, we used T cell–specific mutants to test if Shh was signaling directly or indirectly to T cells, since AD is a T cell–dependent disease. We induced AD in mice in which Gli2-mediated transcription is constitutively inhibited in T cells only: lck-Gli2ΔC2 transgenic mice express a truncated form of Gli2 that can function only as a transcriptional repressor, and by binding consensus GBSs inhibits normal Hh-mediated transcription, rendering T cells refractory to upregulation of *Ptch1* on Shh treatment (18). After Oxa treatment, Gli2ΔC2 mice showed significantly increased ear thickness compared with WT mice (Figure 4A). Although nontreated controls of both groups were similar, Oxa-treated Gli2ΔC2 mice had increased dermal and epidermal thickness compared with their Oxa-treated WT littermates (Figure 4B). *Shh* expression in skin was not significantly different, consistent with the fact that the genetic modification in these animals is limited to T cells only, which have not been shown to express Shh (20, 23). In contrast, *Filaggrin* expression was decreased, whereas *Il13* and *Il4* expression were increased in skin from Oxa-treated Gli2ΔC2 mice compared with skin from Oxa-treated WT mice (Figure 4C). Protein levels of IFN-γ, TNF-α, and IL-6, a proinflammatory cytokine secreted by keratinocytes that contributes to AD (31), were higher in Oxa-treated Gli2ΔC2 skin compared with skin from Oxa-treated WT (Figure 4D).

We found significantly higher proportions of CD4 and CD8 T cells and numbers of CD8^+^ T cells in ears from Oxa-treated Gli2ΔC2 mice compared with ears from Oxa-treated WT mice (Figure 4E). In draining lymph nodes (dLNs) there was a significant increase in the proportion of CD8^+^ T cells, and the percentage of CD69^+^ cells was higher in both CD4^+^ and CD8^+^ populations in Oxa-treated Gli2ΔC2 mice compared with Oxa-treated WT mice (Supplemental Figure 3, A and B). Analysis of cytokine production by intracellular staining showed that IFN-γ production was significantly elevated in both Gli2ΔC2 CD4^+^ and CD8^+^ skin populations, and a significantly higher proportion of skin CD4^+^ T cells produced IL-5 and IL-17 compared with WT (Figure 4, F–G). Thus, T cell autonomous inhibition of Hh pathway activation promoted induction of skin inflammation and chronic AD, showing that in normal WT skin, Hh pathway activation in T cells protects against disease induction and severity.

### Gli2-mediated transcription in T cells protects against induction of AD.

To test if elevated Hh pathway activation in T cells can protect against AD, we induced AD in mice in which Gli2-mediated transcription is constitutively activated in T cells only: lck-Gli2ΔN2 transgenic mice express a truncated form of Gli2 that can function only as an activator of transcription, causing constitutive Hh-mediated transcription in all T cells (17). While untreated ears were indistinguishable, Oxa treatment resulted in significantly lower ear thickness from day 7 onward in Gli2ΔN2 mice compared with WT mice, and skin pathology was ameliorated, with diminished dermal and epidermal thickening (Figure 5, A and B). Expression of *Il4* was lower and *Filaggrin* was higher in Oxa-treated Gli2ΔN2 ears compared with WT ears, indicative of better barrier function and lower skin pathology, and we did not detect a difference in *Shh* expression between WT and Gli2ΔN2 groups (Figure 5C). Oxa-treated Gli2ΔN2 ears showed significantly decreased IL-13 protein levels compared with WT ears (Figure 5D). In AD, Th1 cytokines stimulate keratinocytes to produce the proinflammatory cytokines IL-1β and TNF-α, and TNF-α drives IL-1β production by mast cells (32). These proteins were increased in Oxa-treated skin compared with untreated experimental controls, but the Gli2ΔN2 Oxa-treated mice showed significantly lower expression of both cytokines compared with WT mice (Figure 5D). Analysis of T cell skin infiltration did not reveal differences in number of skin CD4^+^ T cells, but there was a significant reduction in skin CD8^+^ T cells in the Oxa-treated Gli2ΔN2 group compared with the WT group (Figure 5E).

Analysis of T cells from dLNs showed significantly reduced CD4^+^ and CD8^+^ populations in Oxa-treated Gli2ΔN2 compared with Oxa-treated WT mice (Supplemental Figure 4A). The proportion of naive (CD62L^+^CD44^–^) CD4^+^ T cells was elevated, whereas the T effector memory (Teff) (CD62L^–^CD44^+^) and T central memory (Tcm) (CD62L^+^CD44^+^) cells were decreased in both CD4^+^ and CD8^+^ populations in dLNs from Oxa-treated Gli2ΔN2 compared with Oxa-treated WT mice (Supplemental Figure 4B), consistent with the fact that Teff and Tcm populations are increased in AD patients (33). Intracellular cytokine analysis showed that in Oxa-treated Gli2ΔN2 skin, a lower proportion of CD4^+^ T cells expressed IFN-γ and IL-13 and a lower proportion of CD8^+^ T cells expressed IFN-γ compared with WT skin, whereas differences in the proportion of cells that expressed IL-4, IL-5, or IL-17 were not statistically significant (Figure 5, F–G).

Thus, conditional Gli2-mediated transcription in T cells impaired induction of AD and rescued skin pathology, showing that elevated T cell autonomous Hh pathway activation can, and is sufficient, to protect against skin inflammation in AD.

### Gli2 controls transcription of inflammation- and immune regulation–related genes.

As the antiinflammatory action of Shh in AD is T cell dependent, we investigated the mechanisms of Shh’s protective role in AD by RNA-sequencing (RNA-seq) FACS-sorted CD4^+^ T cells isolated from the skin of Oxa-treated WT, Gli2ΔN2, and Gli2ΔC2 mice.

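Each library was made from skin T cells pooled from 3 mice on day 14 of the Oxa (oxazolone) protocol, and 2 pools were sequenced per genotype. Gli2ΔN2 mice carry a truncated Gli2 that activates Hh target genes in T cells, and Gli2ΔC2 mice carry a truncated Gli2 that represses them. The authors deposited RPKM for 24421 gene symbols, of which 16894 were above 0 in at least 1 library and 7527 were 0 in every library. The deposited RPKM corresponded to whole numbers of reads, as checked in 200 genes above 0 in all 12 libraries. This gave between 14.78e6 and 22.55e6 reads per CD4+ library. The 10 highest genes held at most 4.55% of the reads of a CD4+ library. RPKM were log2-transformed after adding 1, and the 10682 genes with a mean of at least 1 RPKM over the 6 CD4+ libraries were tested with limma in a single fit of the 3 genotypes. With 2 libraries per genotype, an exact two-sided permutation test of a single gene cannot give p below 0.333. The libraries of 2 genotypes fail to overlap in 33.3% of genes by chance. *Gli2*, the gene altered by the transgenes, was 0.0738 and 0.0077 RPKM in the WT libraries, 27.1 and 19.7 RPKM in the Gli2ΔN2 libraries, and 0.224 and 0.602 RPKM in the Gli2ΔC2 libraries. *Cd4* was 249 ± 2.14 RPKM in WT, 250 ± 18.3 RPKM in Gli2ΔN2 and 267 ± 21.9 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2 libraries). *Cd8a* was at most 0.906 RPKM in any CD4+ library.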

First, to evaluate the RNA-seq data sets in an unbiased way, we carried out principal component analysis (PCA), a multivariate analysis, which can be used to segregate genome-wide transcription data sets according to variability in transcript expression values and cluster data sets to detect dominant patterns of gene expression, represented by the principal components (PC). PCA segregated our data sets by genotype on PC1 and PC2. PC1 accounted for 33% of variability and separated WT from Gli2ΔN2, whereas PC2 accounted for 20% of variability and separated WT from Gli2ΔC2 (Figure 6A). 

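In PCA of the 6 CD4+ libraries, with each gene centered and scaled, PC1 held 40.8% of the variance. The mean PC1 score was 84.9 in Gli2ΔN2, -42.9 in WT and -42.0 in Gli2ΔC2 libraries, with a within-genotype SD of 7.5. PC2 held 21.7% of the variance. Its scores were 77.5 and -72.0 in the Gli2ΔN2 libraries, 8.3 and 7.6 in the WT libraries, and -15.3 and -6.1 in the Gli2ΔC2 libraries. Differences between genotypes made up 3.2% of the variance along PC2, and the widest gap on this axis lay between the 2 Gli2ΔN2 libraries, although the WT and Gli2ΔC2 libraries did not overlap on it. PC3 held 16.7% of the variance, with mean scores of 44.1 in WT and -43.5 in Gli2ΔC2 libraries, and differences between genotypes made up 85.9% of the variance along it. Centering the genes without scaling moved the share of PC1 most, to 64.9%. When either Gli2ΔN2 library was left out, PC2 held 23.7% or 24.2% of the variance, and the WT and Gli2ΔC2 means lay 93.6 or 96.0 apart on it.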

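*Stat4* was 55.3 ± 2.59 RPKM in WT, 33.9 ± 4.96 RPKM in Gli2ΔN2 and 67.6 ± 1.08 RPKM in Gli2ΔC2 skin CD4+ T cells (mean ± SD, n = 2 libraries). Its log2 fold change was -0.70 in Gli2ΔN2 against WT (SE 0.16, adjusted p = 0.0549 from limma with Benjamini-Hochberg adjustment) and 0.29 in Gli2ΔC2 against WT (SE 0.16, adjusted p = 0.847). *Tbx21* had log2 fold changes of -0.54 in Gli2ΔN2 (SE 0.17, adjusted p = 0.111) and 0.36 in Gli2ΔC2 (SE 0.17, adjusted p = 0.811). *Ifngr1* had log2 fold changes of -0.57 in Gli2ΔN2 (SE 0.16, adjusted p = 0.0888) and 0.30 in Gli2ΔC2 (SE 0.16, adjusted p = 0.845). All 3 genes passed the paper's unadjusted threshold of 0.05 in Gli2ΔN2 against WT, and none passed it in Gli2ΔC2 against WT. The T cell marker list, a set of 12 T cell genes, had a median log2 fold change of -0.03 in Gli2ΔN2 against WT and 0.19 in Gli2ΔC2 against WT, where it lay outside the central 95% of random lists. By absolute loading on PC1, *Stat4* ranked 984, *Ifngr1* 1443 and *Tbx21* 2225 of 10682 genes. On PC2 they ranked 6250, 5677 and 6906.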

Genes that contributed strongly to these axes included *Stat4*, *Tbx21*, and *Ifngr1*, which were upregulated in samples from Gli2ΔC2 mice (represented by negative scores in PC2 axis) and downregulated in samples from Gli2ΔN2 mice (negative scores in PC1 axis). 

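*Foxp3* was 176 ± 5.48 RPKM in WT, 252 ± 39.0 RPKM in Gli2ΔN2 and 185 ± 0.167 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2). The log2 fold change of *Foxp3* was 0.50 in Gli2ΔN2 against WT (SE 0.16, adjusted p = 0.117 from limma). In Gli2ΔC2 against WT it was 0.07 (SE 0.16, adjusted p = 0.978), and quantile normalization turned it to -0.02. *Il10ra* fell by 0.21 on the log2 scale in Gli2ΔN2 (SE 0.23, adjusted p = 0.622) and fell by 0.20 in Gli2ΔC2 (SE 0.23, adjusted p = 0.943), and its Gli2ΔN2 and WT libraries overlapped. When one Gli2ΔN2 or WT library was left out, the *Il10ra* change in Gli2ΔN2 ranged from -0.53 to 0.12. *Plcb3* rose in Gli2ΔN2 by 0.61 (SE 0.15, adjusted p = 0.0725) and had a log2 fold change of -0.55 in Gli2ΔC2 (SE 0.15, adjusted p = 0.63). *Foxp3* and *Plcb3* passed an unadjusted threshold of 0.05 in Gli2ΔN2, and *Plcb3* passed it in Gli2ΔC2. By loading, *Foxp3* ranked 877 on PC1 and 5378 on PC2, *Il10ra* 8465 and 211, and *Plcb3* 1858 and 10528.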

Additionally, *Foxp3*, *Il10ra*, and *Plcb3* contributed strongly to PC1 and PC2, and showed increased transcription in Gli2ΔN2 mice compared with WT mice, and decreased transcription in Gli2ΔC2 mice compared with WT mice. Thus, PCA highlighted differences in expression of genes involved in inflammatory T cell responses and immune regulation.

To further investigate the genes that are implicated in functional differences between genotypes in chronic AD, we intersected differentially expressed genes (DEGs) identified by Ebayes statistics between WT and each transgenic sample with genes that contributed to the relevant PC axis for that transgenic sample. 

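Between Gli2ΔC2 and WT CD4+ libraries, 676 of 10682 genes had an unadjusted p under 0.05, against 534 expected by chance. Of these, 329 were higher and 347 were lower in Gli2ΔC2. No gene had an adjusted p under 0.05, and the smallest adjusted p from limma was 0.061. The libraries of both genotypes did not overlap in 42.8% of genes, where chance gives 33.3%. Leaving out Gli2ΔN2 replicate 2 moved this count most, to 1103 genes. The 3000 genes with the largest loading on PC2 and the 1500 genes with the smallest p shared 128 genes, 61 higher and 67 lower in Gli2ΔC2, where chance gives 421. That chance value takes loading and p as independent, but both come from the same libraries. PC2 mainly held the spread between the Gli2ΔN2 libraries, which also enters the spread behind p. A deficit is therefore partly built in. Among the genes of Supplemental Table 1, 775 were found in the deposited values and 632 reached the mean of 1 RPKM. Of these 632, 282 (44.6%) had an unadjusted p under 0.05, and 61 were among the 128. Adjusted over this list alone, which holds the paper's own calls on these libraries, 46 genes had an adjusted p under 0.05. Among genes that passed the unadjusted threshold and whose libraries did not overlap, *Ly6d* (log2 fold change 4.17), *Siglech* (3.69) and *C1qb* (3.63) rose most, and *Snora3* (-1.71), *Acbd7* (-1.41) and *Mir6385* (-1.30) fell most. *Snora3* and *Mir6385* had at most 7 reads in any of these libraries.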

For the comparison between Gli2ΔC2 and WT mice, 796 DEGs from the intersection (Supplemental Table 1) were clustered in a heatmap (Figure 6B). Hh pathway and target genes (*Hus1*, *Stmn1*, *Kif7*, *Smo*) (9, 28, 34, 35) were downregulated in Gli2ΔC2 compared with WT mice, whereas genes involved in inflammation (*Tnfrsf9*, *Il1a*, *Il12rb*), migration (*Ccr9*, *Cxcl16*, *Ccl20*, *Ccl24*), and inhibition of immune regulation (*Crbn*) (36) were upregulated in Gli2ΔC2 compared with WT mice.

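*Cxcl16* was 2.44 ± 0.133 RPKM in WT and 12.7 ± 1.67 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2), a log2 fold change of 1.99 (SE 0.15, adjusted p = 0.061 from limma). *Ccl24* was 3.56 ± 1.69 RPKM in WT and 22.9 ± 7.37 RPKM in Gli2ΔC2, a log2 fold change of 2.41 (SE 0.40, adjusted p = 0.286). The log2 fold changes of the other genes given as upregulated were 1.59 for *Ccr9*, 1.42 for *Il1a*, 0.60 for *Tnfrsf9*, 0.43 for *Il12rb2* and 0.29 for *Crbn*. *Crbn* alone among these did not pass an unadjusted threshold of 0.05. *Il12rb2* no longer passed it with a replicate block. *Ccl20* rose from 0.793 ± 0.336 RPKM to 1.98 ± 0.323 RPKM but was under the mean of 1 RPKM required for testing. *Hus1* and *Stmn1* had log2 fold changes of -0.59 and -0.30, and neither passed the unadjusted threshold. *Kif7*, at 0.680 ± 0.137 RPKM in WT and 0.135 ± 0.107 RPKM in Gli2ΔC2, and *Smo*, at 0.962 ± 0.146 RPKM in WT and 0.371 ± 0.0259 RPKM in Gli2ΔC2, were also under that mean. In the same comparison the median log2 fold change was 2.06 for a list of dendritic cell marker genes and 1.46 for a list of macrophage marker genes.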

For the comparison between Gli2ΔN2 and WT mice, 1681 DEGs from the intersection genes (Supplemental Table 2) were clustered in a heatmap (Figure 6C). 

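Between Gli2ΔN2 and WT CD4+ libraries, 2754 genes had an unadjusted p under 0.05, 1599 higher (58.1%) and 1155 lower in Gli2ΔN2. The adjusted p from limma was under 0.05 for 802 genes, 598 higher (74.6%) and 204 lower. With quantile normalization, 1212 genes were higher (41.8%) and 1686 lower at the unadjusted threshold, and 439 were higher (54.1%) and 373 lower after adjustment. The libraries of both genotypes did not overlap in 56.2% of genes. The 3000 genes with the largest loading on PC1 and the 2500 with the smallest p shared 1962 genes, 1168 higher and 794 lower, where chance gives 702. Loading and p come from the same libraries, and differences between genotypes made up 99.2% of the variance along PC1. An excess over chance is therefore built in. Of the genes of Supplemental Table 2, 1637 were found in the deposited values, and 1284 of them were tested. An unadjusted p under 0.05 was found for 1085 of these (84.5%), and 1038 were among the 1962. The adjusted p was under 0.05 for 477 over all genes tested and for 1047 over the list alone, which holds the paper's own calls. *Sparc* (log2 fold change 7.22), *Dcn* (6.39) and *Plvap* (6.33) rose most, and *Dnph1* (-2.54), *Arg1* (-2.35) and *Aunip* (-2.12) fell most, among genes past the unadjusted threshold whose libraries did not overlap. Of the 342 genes past that threshold in both comparisons with WT, 281 changed in the same direction in Gli2ΔN2 and Gli2ΔC2, and 61 in opposite directions. Both comparisons share the WT libraries, which by itself favors the same direction.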

Hh pathway components, target genes (*Ptch1*, *Gli2*, *Mafb*) (9, 10, 34), and immune-regulatory genes (*Tgfb1*, *Il10*, *Il10rb*, *Klrg1*, *Cd44*) (6) were upregulated in Gli2ΔN2 compared with WT samples, whereas *Tgif1*, a negative regulator of TGF-β (37), inflammatory (*Stat4*, *Il4ra*), and migratory (*Ccr7*) genes were downregulated in the Gli2ΔN2 data sets compared with WT samples. 

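*Ptch1* was 1.48 ± 0.593 RPKM in WT and 5.46 ± 0.986 RPKM in Gli2ΔN2 libraries (mean ± SD, n = 2), a log2 fold change of 1.39 (SE 0.25, adjusted p = 0.0313 from limma). The log2 fold change of *Gli2* was 4.53 (SE 0.22, adjusted p = 0.000585). *Tgfb1* rose from 42.9 ± 0.741 RPKM to 82.1 ± 15.0 RPKM, a log2 fold change of 0.91 (SE 0.18, adjusted p = 0.0406). *Il10* rose from 232 ± 29.7 RPKM to 376 ± 30.6 RPKM, a log2 fold change of 0.70 (SE 0.17, adjusted p = 0.0652). *Il10rb*, *Cd44* and *Klrg1* had log2 fold changes of 0.72, 0.69 and 0.56, with adjusted p of 0.0503, 0.0569 and 0.0894. *Ccr7* fell by 1.43 on the log2 scale (adjusted p = 0.0246), *Il4ra* fell by 0.73 (adjusted p = 0.0365) and *Tgif1* fell by 0.36 (adjusted p = 0.158). Of these genes, *Tgif1* alone lost its unadjusted p under 0.05 in some fits, which were those with quantile normalization, with a replicate block, with WT and Gli2ΔN2 libraries only, or without either Gli2ΔC2 library. In Gli2ΔN2 against WT, the median log2 fold change was 4.46 for a list of fibroblast marker genes and 1.67 for the macrophage list.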

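*Ptgs2* was 2.36 ± 0.869 RPKM in WT, 6.76 ± 1.03 RPKM in Gli2ΔN2 and 3.34 ± 0.0435 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2). Its log2 fold change was 1.23 in Gli2ΔN2 against WT (SE 0.22, adjusted p = 0.0291 from limma) and 0.39 in Gli2ΔC2 against WT (SE 0.22, adjusted p = 0.847). With one library of either genotype left out, the change in Gli2ΔN2 ranged from 0.96 to 1.49. The summed macrophage list was at least 5.36 times its WT mean in every Gli2ΔN2 library.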

*Ptgs2*, which is both a Hh target gene and a positive regulator of Tregs (38), was upregulated in Gli2ΔN2 samples.

*Shh* and *Gli3* expression was not detected in skin CD4^+^ T cells in any data set (Supplemental Table 3), consistent with previous studies showing *Shh* and *Gli3* expression in epithelial cells but not mouse T cells (15, 20, 23, 39–41).

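*Shh* and *Gli3* were listed at 0 RPKM in all 6 CD4+ libraries. Each was above 0 in only 1 of the 12 libraries, a CD8+ library, so the RPKM of a single read could not be worked out for these genes, and their expression in CD4+ T cells was not detectable at the depth of these libraries.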

Thus, on induction of AD, elevated levels of Hh-mediated transcription in skin CD4^+^ T cells promoted expression of immune-regulatory genes and repressed inflammation genes, whereas reduction of Hh-mediated transcription in T cells to below WT levels promoted expression of inflammation genes.

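Across the 43 pairs of a gene and a comparison for which the results text gives a direction, 41 had that direction in the deposited values. For 31 of the 43 pairs the unadjusted p was also under 0.05. The adjusted p was under 0.05 over all genes tested for 9 pairs, and over the list alone, which holds the paper's own calls, for 31. In Gli2ΔC2 against WT, 17 of 18 genes had the stated direction, 7 with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05. In Gli2ΔN2 against WT, 17 of 18 genes had the stated direction, 17 with an unadjusted p under 0.05 and 7 with an adjusted p under 0.05. From the higher expression of immune-regulatory genes and lower expression of inflammation genes in Gli2ΔN2 samples, and the higher expression of inflammation genes in Gli2ΔC2 samples, the paper draws its statement on which genes Hh-mediated transcription in skin CD4+ T cells promoted or repressed.

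**Figure D1:**
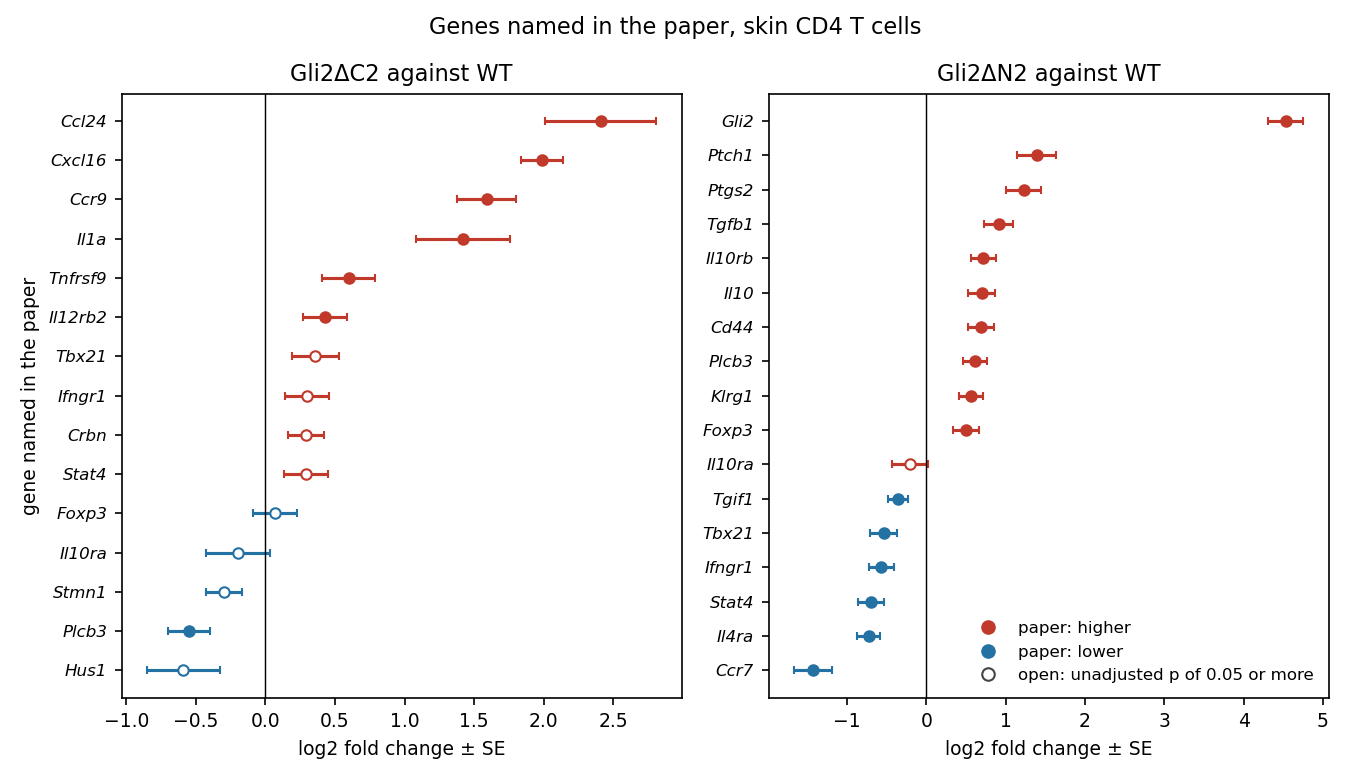
Log2 fold changes of genes named in the paper, with SE, in Gli2ΔC2 against WT (left) and Gli2ΔN2 against WT (right) CD4+ libraries, 2 libraries per genotype. Colors give the direction stated in the paper, and open points mark an unadjusted p of 0.05 or more. In Gli2ΔN2, *Gli2* lies at 4.53 and *Ccr7* at -1.43.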

### Hedgehog signaling is required for activation of skin Treg populations.

As the RNA-seq revealed involvement of immune-regulatory genes, we tested if Hh signaling influences skin and peripheral Treg populations after AD induction. After Oxa treatment, we observed a significant increase in CD4^+^CD25^+^Foxp3^+^ (Tregs) in Gli2ΔN2 and Gli3^+/–^ skin compared with WT skin, and a significant reduction in the proportion of Tregs in Gli2ΔC2 and Shh^+/–^ skin compared with WT skin (Figure 6, D and E). Likewise, Tregs in dLNs from Oxa-treated Gli2ΔC2 mice were significantly decreased compared with WT mice (Supplemental Figure 5A).

DEGs between Gli2ΔN2 and Gli2ΔC2 data sets included genes involved in Treg function (*Klrg1*, *Il10*, *Tgfb1*, and *Areg*) which were significantly upregulated in Gli2ΔN2 compared with Gli2ΔC2 samples, whereas genes that negatively regulate TGF-β signaling or Treg function (*Tgif1*, *Crem*, *Crbn*) were more highly expressed in the Gli2ΔC2 data sets (Figure 6F).

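Between Gli2ΔN2 and Gli2ΔC2 CD4+ libraries, 2695 genes had an unadjusted p under 0.05, 1612 higher (59.8%) and 1083 lower in Gli2ΔN2. After adjustment 741 remained under 0.05, 552 higher (74.5%) and 189 lower. Quantile normalization gave 1190 higher (44.0%) and 1515 lower at the unadjusted threshold, and 360 higher (52.9%) and 321 lower after adjustment. *Tgfb1* was 40.3 ± 4.70 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2), and its log2 fold change was 1.00 (SE 0.18, adjusted p = 0.0328 from limma). *Crem* was 106 ± 2.27 RPKM in Gli2ΔN2 and 191 ± 5.15 RPKM in Gli2ΔC2, a log2 fold change of -0.85 (SE 0.14, adjusted p = 0.0253). *Il10*, *Klrg1* and *Areg* had log2 fold changes of 0.65, 0.60 and 0.39, with adjusted p of 0.0775, 0.0775 and 0.155. *Crbn* fell by 0.48 on the log2 scale (adjusted p = 0.0939) and *Tgif1* fell by 0.45 (adjusted p = 0.0996). All 7 genes passed an unadjusted threshold of 0.05, which *Areg* no longer passed with a replicate block, when only Gli2ΔN2 and Gli2ΔC2 libraries were fitted, or without either WT library. In Gli2ΔC2 against WT, the log2 fold change was 0.05 for *Il10*, -0.04 for *Klrg1*, -0.09 for *Tgfb1* and 0.37 for *Areg*. In Gli2ΔN2 against Gli2ΔC2, the fibroblast marker list had a median log2 fold change of 4.55. A list of regulatory T cell genes had a median of 0.34 there, outside the central 95% of random lists. Against WT its median was 0.12 in Gli2ΔN2 and 0.02 in Gli2ΔC2, both inside. The libraries hold all sorted CD4+ T cells. They cannot tell a change within Tregs from the different proportion of Tregs that the paper reports in these genotypes.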

The Tregs in Oxa-treated Gli2ΔN2 dLNs displayed a more activated and suppressive phenotype than their WT counterparts, with increased expression of Klrg1, CTLA4, CD44, and Ki67, whereas inhibition of normal Hh-mediated transcription in Oxa-treated Gli2ΔC2 dLNs led to a significant decrease in Klrg1, CTLA4, and CD44 expression on Tregs, compared with WT dLNs (Supplemental Figure 5, B and C).

*Il10* and *Tgfb1* were differentially expressed between genotypes in CD4^+^ T cells isolated from Oxa-treated skin (Figure 6F), and as these genes are also expressed by other immune cell types, we evaluated their expression in whole skin (ear tissue). Oxa-treated Gli2ΔN2 mice showed higher *Il10* expression in ear tissue than WT mice, whereas Oxa-treated Gli2ΔC2 mice showed lower *Tgfb1* expression in ear tissue than WT mice (Figure 6G), indicating that inhibition of Hh-mediated transcription specifically in T cells is sufficient to reduce overall expression of the gene encoding this important antiinflammatory cytokine in the skin.

Given that Tregs from Gli2ΔN2 mice had a stronger immunoregulatory phenotype than Tregs from WT or Gli2ΔC2 mice (Figure 6, A–C and F, and Supplemental Figure 5, B and C) we compared their in vitro immunosuppressive activity in coculture with WT cells (Figure 6H). Tregs isolated from spleen of Oxa-treated Gli2ΔC2 mice had lower in vitro immunosuppressive activity than Tregs from Oxa-treated WT mice, so that not only was the phenotypically defined active Treg population reduced, but its function was compromised by inhibition of Gli-mediated transcription (Figure 6H). In contrast, Tregs isolated from spleen of Oxa-treated Gli2ΔN2 mice had higher immunosuppressive activity than Tregs from Oxa-treated WT mice (Figure 6H), consistent with their more activated phenotype (Figure 6, C and F, and Supplemental Figure 5, B and C).

To test in vivo the importance of Hh-driven Treg function in AD induction and progression, we depleted Tregs from Gli2ΔN2 mice by anti-CD25 mAb injection before and during the Oxa protocol (Supplemental Figure 5D) and compared the outcome to control Oxa-treated Gli2ΔN2 mice that were injected with irrelevant IgG (Figure 7, A–F). Anti-CD25 injection significantly reduced the Treg population and led to increases in ear swelling and epidermal thickness, serum IgE, *Il4* expression in ear skin, and the proportion of skin CD4^+^ T cells that expressed intracellular IFN-γ, IL-13, and IL-4 (Figure 7, A–E). The proportion of skin CD8^+^ T cells that expressed intracellular IFN-γ and IL-17 were also increased in the anti-CD25 group compared with the control group (Figure 7F). Depletion of the Treg population was therefore sufficient to increase induction of AD and inflammation on Oxa treatment in Gli2ΔN2 mice.

Next, to test the importance of Hh signaling in induction of Treg immunoregulatory function in AD in vivo, we compared the ability of CD4^+^CD25^+^ (Treg) cells purified from Oxa-treated Gli2ΔN2 or Gli2ΔC2 mice to inhibit AD induction and reduce disease severity and inflammation on adoptive transfer into Oxa-treated WT recipients (Figure 7, G–K). Purified Tregs were injected into the recipients 2 days before initiation of the Oxa protocol and again on day 7 (Supplemental Figure 5E). Adoptive transfer of Gli2ΔN2 Tregs significantly reduced ear thickness compared with Oxa-treated WT control from day 7 of the Oxa protocol onwards, whereas adoptive transfer of Gli2ΔC2 Tregs had no impact on ear thickness (Figure 7G). The number of CD4^+^ and CD8^+^ T cells in Oxa-treated recipient ears was reduced by approximately 4-fold in the Gli2ΔN2 adoptive transfer group compared with the control group, but was not significantly different between the Gli2ΔC2 adoptive transfer group and the control group (Figure 7H). The proportion of IL-17^+^ cells in the skin CD4^+^ population was significantly reduced in the Gli2ΔN2 adoptive transfer group compared with the control group (Supplemental Figure 5F), and the number of CD4^+^ cells isolated from Oxa-treated ears that expressed IFN-γ, IL-13, IL-4, and IL-17 and the number of CD8^+^ cells that expressed IFN-γ and IL-17 were also significantly reduced in the Gli2ΔN2 adoptive transfer group, but were not different between Gli2ΔC2 adoptive transfer group compared with the control group (Figure 7, I–J). Whole ear tissue showed significantly lower expression of *Il4* and higher expression of *Tgfb1* in the Gli2ΔN2 adoptive transfer group compared with the control group, but expression of these genes was not significantly different between the Gli2ΔC2 adoptive transfer group and the control group (Figure 7K). Interestingly, *Shh* expression was also significantly reduced in the Gli2ΔN2 adoptive transfer group compared with the Gli2ΔC2 adoptive transfer group (Figure 7K), indicating that the T cell autonomous immunoregulatory action of Hh signaling to induce Treg activity is sufficient to inhibit Shh upregulation in response to Oxa-induced inflammation.

### Hh pathway activation in T cells activates TGF-β signaling for immune regulation.

The adoptive transfer experiments showed both that Gli2-mediated transcription in T cells is essential for Treg immune-regulatory function and that Hh-driven immune-regulatory function is sufficient to inhibit AD induction (Figure 7, G–K). In addition, *Tgfb1* was differentially expressed in RNA-seq data sets and in whole ear between Oxa-treated Gli2ΔN2 and Gli2ΔC2 mice (Figure 6, F–G). Therefore, as TGF-β signals for induction, maintenance, and function of Tregs (42, 43), we evaluated TGF-β by staining against anti–latency associated peptide (anti-LAP) in skin populations from Oxa-treated Gli2ΔN2, Gli2ΔC2, and WT mice. LAP is derived from cleavage of the N-terminal of the TGF-β precursor protein and held on the cell surface, and its activation is crucial for the suppressive potential of Tregs and TGF-β function (44, 45). Non-Treg CD4^+^ T cells from Oxa-treated Gli2ΔN2 mice expressed significantly more LAP than WT mice, whereas the Oxa-treated Gli2ΔC2 mice showed a reduction in cell-surface LAP on CD45^+^ cells and non-Treg CD4^+^ T cells compared with WT mice (Figure 8A). Expression of LAP was increased on the Oxa-treated Gli2ΔN2 Treg population compared with WT Tregs, but significantly reduced on the Gli2ΔC2 Treg population compared with WT Tregs (Figure 8B). We then measured the concentration of active TGF-β protein in supernatants from in vitro immunosuppressive assays between WT and Gli2ΔC2 Tregs (Figure 8C). WT CD4–Gli2ΔC2 Treg cocultures contained significantly less active TGF-β compared with WT CD4–WT Treg cocultures, consistent with the anti-LAP staining, RNA-seq expression profiles, and disease severity upon Oxa treatment when Gli2-mediated transcription in T cells is inhibited.

Previous studies showed that Tregs fail to suppress T cells, which have a reduced ability to respond to TGF-β in mouse models of colitis and autoimmune encephalomyelitis (46–48). Given the reduced LAP expression, dampened TGF-β, and compromised cell-mediated suppression of Gli2ΔC2 Tregs in vitro and in vivo, we measured TGF-β signal transduction in skin Teff populations by staining against pSmad2/3. Skin CD4^+^ and CD8^+^ T cells from Oxa-treated Gli2ΔC2 mice showed decreased pSmad2/3 expression compared with WT mice, whereas skin CD4^+^ and CD8^+^ T cells from Oxa-treated Gli2ΔN2 mice had increased pSmad2/3 expression compared with WT mice (Figure 8, D and E), indicating that TGF-β production requires Hh-dependent Treg function in chronic AD and TGF-β signals directly to skin Teffs.

Taken together, our data demonstrate that Hh signaling induces and maintains functional Treg populations in the skin, leading to upregulation and activation of TGF-β, thus identifying a mechanism by which Gli2 activity in CD4^+^ T cells can control skin-specific immune responses and inflammation and reduce chronic AD.

### Shh induced human Treg differentiation in vitro.

Given the protective function of Shh and Hh signaling in our in-bred mouse model, we wanted to extrapolate our study to human AD. As Hh pathway activation induced Treg differentiation and Foxp3 expression in mice (Figure 6, A–F), we tested if this is also the case in human T cells in vitro. We purified naive human CD4^+^ T cells from 4 independent randomly selected unknown donors and cultured them for 5 days under iTreg conditions (plate-bound anti-CD3, soluble anti-CD28, IL-2, and TGF-β1) in the presence of rShh or without addition of rShh (control). Gating on CD4^+^CD25^+^, the addition of rShh increased the expression of FOXP3 in cultures from all 4 independent donors (Figure 8F), suggesting that Shh can promote Treg differentiation in human T cells.

### Expression of Hh pathway components in human skin from healthy donors and AD patients.

As Shh treatment increased human Treg differentiation in vitro, and in mice, decreasing Hh levels in Shh^+/–^ skin increased AD severity, but increasing Shh expression in Gli3^+/–^ skin decreased AD severity, we hypothesized that individuals who suffer from AD might have lower baseline levels of expression of Hh pathway components in skin than healthy individuals. To test this, we compared levels of expression of Hh pathway components in transcriptome data sets from healthy donors and from healthy (nonlesional) skin from individuals who suffer from AD (GEO GSE32924) (49). Although we found no significant differences in expression of *SHH*, *IHH*, or *DHH*, mean expression levels of key components of the pathway, including the nonredundant signal transducer *SMO* and the Hh coreceptors *CDO* and *GAS1*, were lower in nonlesional skin from AD patients than in skin from healthy controls (Figure 8G), suggesting that baseline levels of Hh signaling are indeed lower in humans who suffer from AD. Mean expression of several other genes known to interact with the pathway or are SHH target genes were also lower in nonlesional skin from AD patients than in skin from healthy controls (Figure 8G) (28, 50–53). We then compared gene expression in lesional skin from AD patients to healthy (nonlesional) skin from the same individuals. Expression of several known SHH target genes (20, 24, 34, 54, 55) was increased in lesional skin compared with nonlesional skin from the same individuals (Figure 8G), suggestive of increased activation of the pathway in inflamed skin.

## Discussion

Here we demonstrate that Shh signaling regulates the skin T cell immune response in AD. Cross-talk between epithelial cells and lymphocytes is essential for maintenance of skin homeostasis, and disruption of skin barrier function together with immune dysregulation lead to AD. Our experiments show that in the skin the morphogen Shh signals to CD4^+^ T cells to induce active regulatory T cell function and prevent inflammation, protecting against AD.

We showed that Shh was upregulated in skin on induction of AD and that this was protective against disease pathology and skin inflammation. The levels of Shh expression determined disease outcome. When Shh expression was lowered below WT levels in Shh^+/–^ mice, AD was more severe, but when Shh was increased to above WT levels in Gli3^+/–^ mice, AD was ameliorated. Thus, in humans, genetic factors that determine degree of Hh pathway activation in skin are likely to influence susceptibility to AD, and Hh-activating molecules might offer a new therapeutic approach. In support of this, analysis of human transcriptome data sets showed that baseline levels of key components of the Hh signaling pathway were expressed at lower levels in nonlesional skin of AD sufferers than in healthy control skin, indicating that Hh signaling may also be protective in human AD. In addition, genome wide association (GWAS) studies have identified the kinesin family member *KIF3A* as a susceptibility gene for AD (56, 57). KIF3A is required for translocation of SMO in the primary cilium on SHH signal transduction (10), so its identification in GWAS further supports the involvement of Hh signaling in human AD.

AD is a T cell–dependent disease and we showed that the antiinflammatory action of Shh was orchestrated by T cells, as when normal Hh pathway activation was conditionally inhibited in T cells all parameters of disease progression, severity, and pathology were increased. Hh-mediated transcription in response to Shh upregulation increased skin CD4^+^ Treg function, activated TGF-β production, and promoted TGF-β signaling to other skin T cells, thereby decreasing skin proinflammatory responses. This was supported by in vivo experiments that showed that adoptive transfer of Tregs from Oxa-treated Gli2ΔN2 animals was sufficient to prevent AD in Oxa-treated WT animals, whereas adoptive transfer of Tregs in which the Hh signaling pathway is inhibited (Oxa-treated Gli2ΔC2) was unable to reduce AD, highlighting the essential role of Hh pathway activation for immune regulation on induction of AD.

RNA-seq demonstrated that Hh-mediated transcription in skin CD4^+^ T cells on induction of AD increased expression of immunoregulatory genes (including *Ptgs2*, *Il10*, *Klrg1*, *Areg*, and *Fgl2*) and decreased expression of inflammatory and migratory genes (*Tnfrsf9*, *Il1a*, *Tgif1*, *Ccr7*, *Ccr9*, *Ccl20*, and *Ccl24*). 

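*Areg* was 164 ± 14.7 RPKM in WT and 278 ± 4.62 RPKM in Gli2ΔN2 libraries (mean ± SD, n = 2), a log2 fold change of 0.76 (SE 0.14, adjusted p = 0.033 from limma). *Fgl2* was 73.0 ± 1.25 RPKM in WT and 91.6 ± 1.06 RPKM in Gli2ΔN2, a log2 fold change of 0.32 (SE 0.14, adjusted p = 0.209). In Gli2ΔN2 against WT, *Tnfrsf9* rose by 0.72 on the log2 scale (SE 0.19, adjusted p = 0.0791), and *Il1a* rose by 0.68 (SE 0.34, adjusted p = 0.264). The change of *Ccr9* in that comparison was 0.07 (adjusted p = 0.855) and turned to -0.33 with quantile normalization. *Ccl24* had a log2 fold change of -1.66 (SE 0.40, adjusted p = 0.065). *Ccl20* was listed at 0 RPKM in both Gli2ΔN2 CD4+ libraries. The dendritic cell list, which rose in both genotypes, had a median log2 fold change of 1.46 in Gli2ΔN2 against WT.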

The observation that increased Hh pathway activation restores the immunosuppressive phenotype of skin Tregs is important for treatments for AD, because nonfunctional Tregs are strongly correlated with skin inflammation in mouse models and human patients (5–8, 58).

Notch and Wnt signaling are also involved in skin inflammation. Loss of Notch signaling results in disruption of the epidermal skin barrier and inflammatory skin disease (59, 60), whereas the Wnt pathway can drive skin inflammatory responses and is induced in psoriasis (61–63). 

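*Tcf4* was 0.527 ± 0.00672 RPKM in WT, 4.89 ± 1.79 RPKM in Gli2ΔN2 and 1.72 ± 0.297 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2). Its log2 fold change was 1.91 in Gli2ΔN2 against WT (SE 0.23, adjusted p = 0.0102 from limma). *Wnt4* rose by 1.80 on the log2 scale (SE 0.37, adjusted p = 0.0436), from 0.0389 ± 0.0549 RPKM to 2.93 ± 2.15 RPKM. With a pseudocount of 0.1 the *Wnt4* change was 4.30, so its size depends on the value added before the log transformation. *Dtx3* rose by 1.10 (SE 0.14, adjusted p = 0.0107), whereas *Dtx1* fell by 1.31 (SE 0.28, adjusted p = 0.0465) and *Lfng* fell by 0.43 (SE 0.15, adjusted p = 0.135). *Hes1* rose by 2.42 (SE 0.20, adjusted p = 0.00293) and *Hes6* by 0.51 (SE 0.25, adjusted p = 0.262). *Hes5* and *Hes7* were under the mean of 1 RPKM required for testing. In a Gli2ΔN2 CD8+ library without raised fibroblast marker genes, *Hes1* was 0.322 times its WT CD8+ mean, and *Tcf4* was 5.04 times its WT CD8+ mean. That library had the highest dendritic cell (6453 RPKM) and macrophage (1156 RPKM) sums of all libraries, which could raise *Tcf4* there. In the other Gli2ΔN2 CD8+ library, with raised fibroblast marker genes, *Hes1* was 11.3 times and *Tcf4* 4.28 times the WT CD8+ mean.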

Genes encoding components of Wnt (*Tcf4*, *Wnt4*) and Notch pathways (*Dtx1*, *Hes*, *Dtx3*, *Lfng*) were differentially expressed between genotypes in our RNA-seq data sets, suggesting crosstalk between Hh signaling and these other developmental pathways in skin T cells.

In contrast to the demonstrated protective role of Shh upregulation on induction of chronic AD, increased Shh expression and Hh pathway activation in T cells in the lung exacerbates allergic asthma by promoting Th2 differentiation (23, 25). The fact that Shh is a morphogen that signals for distinct functions dependent on strength and duration of signal might account for its different roles in AD and asthma, and our experiments highlight the context dependency of Shh’s functions and the tissue specificity of immune regulation by CD4^+^ T cells. An antiinflammatory action of Hh signaling has been described in other tissues (64–70), and here we demonstrate the beneficial consequences of Shh upregulation in AD. Additionally, we show that the antiinflammatory action of Shh in AD is orchestrated by T cells, and dissect the T cell intrinsic mechanisms of protection.

Aberrant Hh protein expression or dysregulated Hh signaling is involved in epithelial-derived tumors, including BCC (12, 13). We showed that inhibition of the Hh pathway both by pharmacological blockade and by genetic T cell–specific inhibition of endogenous Hh-mediated transcription increased IFN-γ production in skin CD4^+^ and CD8^+^ T cells. This is consistent with a recent study in which pharmacological Hh pathway inhibition resulted in BCC regression and a concomitant increase in IFN-γ^+^CD8^+^ infiltration (71). As Shh signals to induce regulatory functions in skin T cells, our study indicates that Hh secretion might be a mechanism of immune evasion by skin tumors. Inhibition of Shh-signaling in skin cancers will therefore have the additional benefit of releasing T cells to generate an immune response against the tumor.

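*Ccl8* was 2.43 ± 2.73 RPKM in WT, 45.1 ± 19.6 RPKM in Gli2ΔN2 and 12.4 ± 2.17 RPKM in Gli2ΔC2 libraries (mean ± SD, n = 2). Its log2 fold change was 3.95 in Gli2ΔN2 against WT (SE 0.61, adjusted p = 0.0209 from limma) and 2.23 in Gli2ΔC2 against WT (SE 0.61, adjusted p = 0.63). In Gli2ΔN2 against Gli2ΔC2, *Ccl24* had a log2 fold change of -4.07 (SE 0.40, adjusted p = 0.00531).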

As well as highlighting that Hh-mediated transcription in T cells promotes TGF-β signaling to dampen skin inflammation, our RNA-seq of CD4^+^ T cells from AD skin showed that Hh reduced expression of *Ccl24* and *Ccl8*, and these chemokines recruit eosinophils to the skin (72). 

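In Gli2ΔN2 against WT CD4+ libraries, *Jak1* fell by 0.26 on the log2 scale (SE 0.13, adjusted p = 0.261 from limma) and *Myd88* fell by 0.31 (SE 0.14, adjusted p = 0.227). *Irf1*, *Tnfrsf25*, *Cd48* and *Cd69* had log2 fold changes of -0.23, -0.15, -0.05 and 0.14. None of these 6 genes had an unadjusted p under 0.05 in this comparison. *Tlr4* was 0.702 ± 0.118 RPKM in WT and 2.90 ± 0.895 RPKM in Gli2ΔN2 (mean ± SD, n = 2), a log2 fold change of 1.18 (SE 0.20, adjusted p = 0.0247). In Gli2ΔN2 against Gli2ΔC2, *Irf1* fell by 0.73 (SE 0.15, adjusted p = 0.0428), *Myd88* fell by 0.45 (SE 0.14, adjusted p = 0.113) and *Jak1* fell by 0.39 (SE 0.13, adjusted p = 0.135), and all 3 had an unadjusted p under 0.05 there.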

Hh also reduced expression of other genes for inflammatory signaling pathways implicated in skin inflammation including TNFR (*Tnfrsf25*), JAK-STAT (*Jak1*), and NF-κB (*Trl4*, *Myd88*, *Cd69*, *Cd48*, *Irf1*).

Research into therapies for AD has focused on targeting Th2 cytokines (73). The observation that Shh is upregulated in skin after AD induction and that Gli-dependent Hh pathway activation in T cells suppresses proinflammatory cytokine production and restores functional Treg populations, is important for development of new strategies to treat AD.

## Methods

### Mice and atopic dermatitis model by chronic hapten application.

GBS-GFP transgenic mice (27) were provided by J. Briscoe (Francis Crick Institute, London, United Kingdom) and Shh^+/–^ mice were provided by P. Beachy (Stanford University, Stanford, California, USA) (74). C57BL/6 mice were purchased from Envigo; Gli3^+/–^ and Rag1-KO mice were from the Jackson Laboratory. Lck-Gli2ΔN2 and Lck-Gli2ΔC2 transgenic mice were as described (17, 18). Mice were fully backcrossed onto C57/BL6 and maintained in specific pathogen-free conditions at UCL.

Chronic AD was induced as described (75). Six- to 8-week-old mice were sensitized on the shaved abdomen with 3% of the hapten 4-ethoxymethylene-2-phenyloxazolin-5-one (Oxa, Sigma) and challenged topically on the ears with 5 doses of 0.6% Oxa on days 5, 7, 9, 11, and 13. Mice were sacrificed and analyzed on day 14 (Figure 1A). For controls, vehicle (ethanol) alone was applied. This protocol was used in all experiments and is referred to as Oxa treatment. All analyses were made on termination on day 14, unless otherwise stated. Ear thickness was measured with a micrometer (Mitutoyo).

In some experiments, mice were injected i.p. with 40 μg/day of Smo-inh, PF-04449913 (Pfizer), or vehicle control (DMSO) for 14 days (Figure 3A).

### Tissue processing and flow cytometry.

Spleens and skin-draining LNs were processed and stained as described (35), using antibodies listed in Supplemental Table 4. Cell counting was performed on an Accuri C6 (BD Biosciences) and/or hemocytometer. To release leukocytes from ear tissue, ears were split into dorsal and ventral halves and digested for 30 minutes at 37°C with 1 mg/mL Collagenase D (Roche) and 0.5 mg/mL DNase I (Roche) in RPMI (Life Technologies) containing 2%FCS (Life Technologies) and 2% penicillin/streptomycin (Life Technologies), filtered through a 70-μm cell strainer (VWR) and washed in RPMI containing 10% FCS and 5% penicillin/streptomycin. Intracellular cytokine staining was performed after restimulation of cells in complete RPMI (cRPMI) with cell activation cocktail (Biolegend) for 4 hours at 37°C. Cells were first surface stained, fixed/permeabilized using the eBioscience Fixation/Permeabilization kit according to the manufacturer’s instructions, and then stained for cytokines.

For pSmad2/3 staining, cells were stimulated for 45 minutes with rTGF-β (5 ng/mL) in RPMI at 37°C and 5% CO_2_, then fixed with BD PhosphoFlow PermBufferII according to the manufacturer’s instructions, washed with PBS, and permeabilized with ice-cold BD PhosphoFlow PermBufferIII for 30 minutes according to the manufacturer’s instructions. To block unspecific binding, cells were treated with 1.5% donkey serum (MilliporeSigma) in PBS for 30 minutes. After washing with PBS, cells were incubated with primary anti-Smad2/3 antibody (1:50) for 1 hour before incubation with donkey anti-rabbit–PE secondary antibody (1:200) and other antibodies of interest for 45 minutes.

Dead cells were excluded using the Zombie Aqua Fixable Viability kit (Biolegend). Cells were analyzed on LSRII (BD Biosciences). Data were analyzed using FlowJo 10.4.1 (Tree Star).

### Treg neutralization in vivo and Treg adoptive transfer.

For Treg neutralization, Tregs from Lck-Gli2ΔN2 mice were depleted in vivo using 100 μg anti-CD25 antibody (PC61, Biolegend) and control Lck-Gli2ΔN2 mice were injected with 100 μg rat IgG (Biolegend) 4 days before the Oxa treatment and on day 7 (Supplemental Figure 5D).

For adoptive transfer experiments, Gli2ΔN2 and Gli2ΔC2 Tregs from spleens of Oxa-treated mice were magnetically isolated (EasySep Mouse CD4^+^CD25^+^ Regulatory T cell isolation kit II, StemCell) and 200,000 Gli2ΔN2 Tregs or 200,000 Gli2ΔC2 Tregs were injected i.p. into WT mice 2 days before and on day 7 of Oxa treatment (Supplemental Figure 5E). WT Oxa-treated control mice were injected with PBS. Mice were analyzed on day 14.

### Histological analysis of skin.

Ear pinnae sections were fixed in Bouin’s solution (MilliporeSigma). H&E staining was as described (76). Images were taken using a Zeiss Axioplan microscope (×10 magnification). For immunofluorescence, ear sections were frozen in OCT (Thermo Fisher Scientific) and cut into 7.5-μm sections. Nonspecific binding was blocked by incubation with 0.2% fish gelatin (MilliporeSigma) and 0.1% Tween (BioRad) in PBS (Life Technologies). Cells were stained with primary unconjugated anti-Shh (1:50 dilution; 171018; Santa Cruz Biotechnology), followed by incubation with donkey anti-goat IgG Alexa Fluor 594 (1:500 dilution; Invitrogen) secondary antibody in blocking buffer. Slides were mounted with Gold antifade reagent with DAPI (Invitrogen) and visualized using a Leica upright 3-color microscope (×10 magnification). Quantification of dermal/epidermal thickness and immunofluorescence image analysis were carried out using Fiji software.

### In vitro Treg cell suppression assay.

CD4^+^CD25^–^ T cells and CD4^+^CD25^+^ Treg cells from WT and Gli2ΔC2 spleens of Oxa-treated mice were FACS-sorted. WT CD4^+^ T cells were first stained with CFSE and then cocultured with Tregs at 1:1 and 1:4 ratios as described (77) for 4 days.

### Measurement of IgE and cytokines.

Serum was obtained and IgE levels measured by ELISA (eBioscience kit) as described (78) according to the manufacturer’s instructions. Supernatants were collected after 4 days of coculture of CD4^+^ T cells and Tregs. Active TGF-β levels were measured by ELISA (Invitrogen) according to the manufacturer’s instructions.

Ear pinnae were homogenized and centrifuged at 2330 *g* for 20 minutes to collect skin supernatants. Cytokines from homogenates were measured by multiplex immunoassays using Firefly from Abcam, according to the manufacturer’s protocol.

### Human samples.

Human peripheral blood mononuclear cells (PBMCs) were freshly isolated using Ficoll-Paque (MilliporeSigma) from randomly selected unknown leukocyte-cone donors from the United Kingdom NHS Blood and Transplant Centre. After magnetic separation (EasySep Isolation Kit, StemCell), naive CD4^+^ T cells (CD3^+^CD4^+^CD45RA^+^CD45RO^–^) were differentiated under iTreg conditions at 1 × 10^6^ cells/mL. Cells were stimulated with plate-bound anti-CD3 (5 μg/mL, UCHT1; eBioscience), soluble anti-CD28 (1 μg/mL, eBioscience), IL-2 (100 IU/mL, eBioscience) and TGF-β1 (5 ng/mL, Peprotech). Recombinant Shh (0.5 μg/mL, R&D Systems) was added, cells were incubated for 5 days and analyzed for intracellular FOXP3 expression.

### RNA extraction and quantitative RT-PCR (QRT-PCR) analysis.

RNA was extracted using the Arcturus PicoPure RNA isolation kit (Applied Biosystems), following the manufacturer’s instructions. RNA conversion to cDNA and QRT-PCR were as described (78), using primers purchased from Qiagen.

### RNA-sequencing.

After induction of AD by the Oxa protocol, skin cell suspensions from 2 groups of 3 mice each from WT, Gli2ΔN2, and Gli2ΔC2 mice were obtained. Cells were stained and live cells sorted (CD45^+^CD3^+^γδTCR^–^CD4^+^CD8^–^), RNA extracted, and RNA quality determined with a Bioanalyzer 2100 (Agilent Technologies). cDNA conversion and RNA-seq, performed by UCL Genomics on a NextSeq 500 system (Illumina), were as described (28). All RNAsequencing data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE117338). The normalized estimates of transcript abundance expressed as RPKM (reads per kilobase of transcripts per million mapped reads) were generated using the Bioconductor package DESeq2. DEGs were determined using Ebayes analysis (*P* < 0.05) from the limma package in Bioconductor. CRAN package ade4 was used for PCA analysis.

### Statistics.

An unpaired 2-tailed Student’s *t* test was performed for comparison of the experimental groups, unless otherwise stated. For statistical analysis of multiple comparisons ANOVA was used where stated. For data shown in Figure 8, F and G (left), paired 2-tailed *t* test was used. *P* less than 0.05 was considered statistically significant.

### Study approval.

Mouse studies were carried out under UK Home Office regulations, following ethical review at University College London. Experiments with human cells were ethically approved by the area NHS Research Ethics Committee. Cells were obtained from leukocyte cones from anonymous donors to our national blood service, so informed consent to take part in this specific study was not required.

## Author contributions

EP and TC conceived and designed experiments and wrote the paper.EP, AS, CIL, DCY, SR, AV, IR, MMC, MO, and RFLO designed and performed experiments and analyzed data. CIL, DCY, SR, MO, and RFLO critically reviewed the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
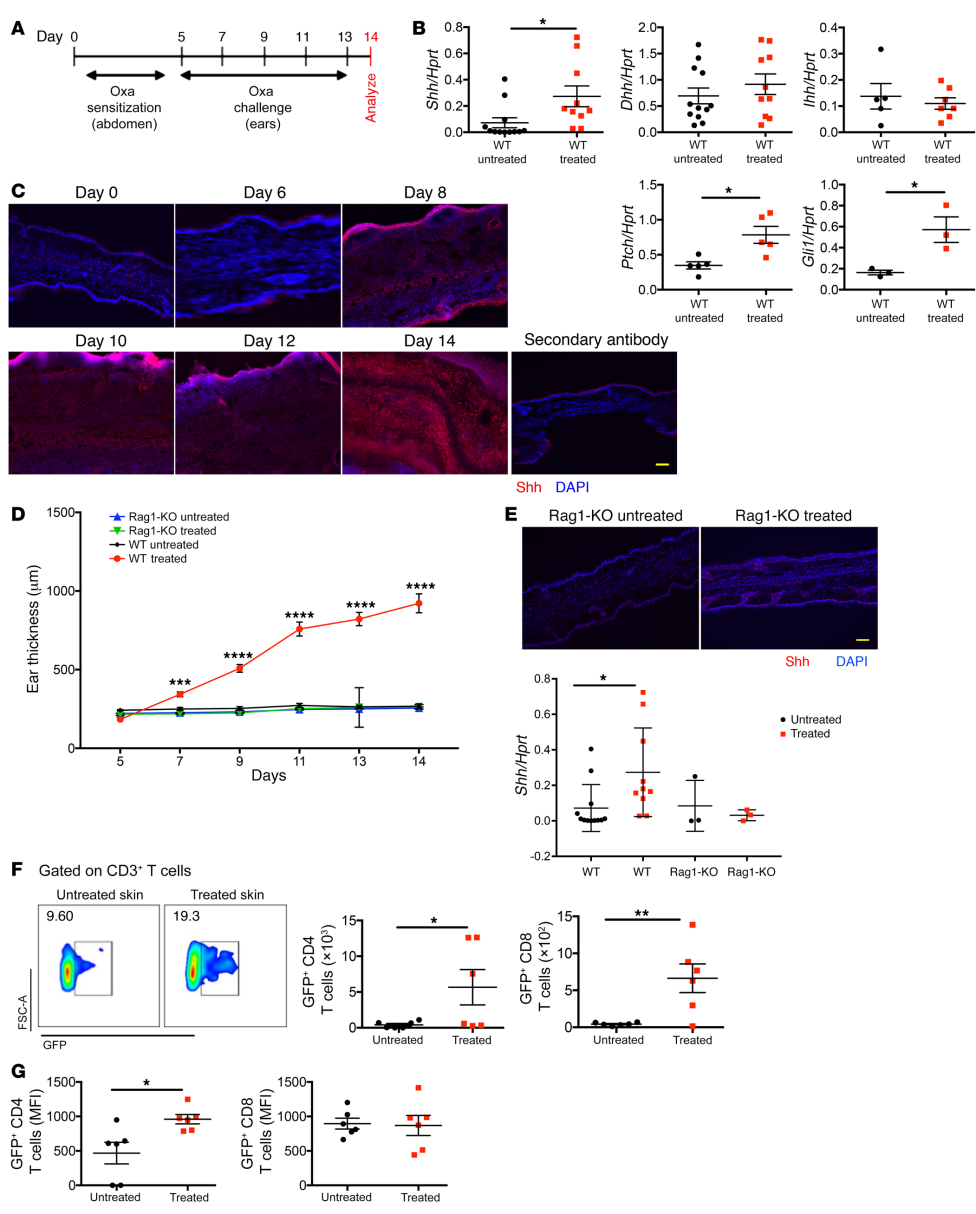
Shh upregulation and in vivo activation of the Hh signaling pathway upon induction of AD. Black circles, control mice; red squares, Oxa-treated mice. Each symbol represents an individual animal. (**A**) Sensitization and challenge scheme of Oxa treatment. (**B**) mRNA expression by QRT-PCR of Hh signaling components in whole ear skin homogenates from untreated WT and Oxa-treated WT mice. Data from 2 independent experiments. (**C**) Representative immunofluorescence staining images of Shh (red) expression in frozen skin sections from untreated WT (day 0) and Oxa-treated WT mice on days 6, 8, 10, 12, and 14 after initiation of the Oxa protocol. DAPI-stained nuclei are shown in blue. Scale bar: 100 μm (*n* = 5 mice per group). (**D**) Time course of ear thickness from Rag1-KO control (blue), Oxa-treated Rag1-KO (green), WT control (black), and Oxa-treated WT (red) mice (*n* = 6 per group). (**E**) Representative immunofluorescence staining images of Shh (red) expression in frozen skin sections from untreated Rag1-KO and Oxa-treated Rag1-KO mice on termination (day 14). DAPI-stained nuclei are in blue. Scale bar: 100 μm (*n* = 3 mice per group). Plot shows comparison of Shh mRNA expression in whole ear homogenates from control untreated Rag1-KO (*n* = 3) and Oxa-treated Rag1-KO (*n* = 3) with equivalent Shh expression data from WT from **B**. Data from 2 independent experiments. (**F**) Representative density plots of GFP expression in skin CD3^+^ T cells from untreated and Oxa-treated GBS-GFP transgenic mice, giving percentage of cells in GFP^+^ region shown. Plots show number of skin GFP^+^CD4^+^ and GFP^+^CD8^+^ T cells isolated from ears from untreated and Oxa-treated GBS-GFP transgenic mice. (**G**) MFI of GFP in skin GFP^+^CD4^+^ and GFP^+^CD8^+^ T cells from untreated and Oxa-treated GBS-GFP transgenic mice. In **B**, **E**–**G**, 2-tailed unpaired Student’s *t* test was used; in **D**, ANOVA was used. Plots show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
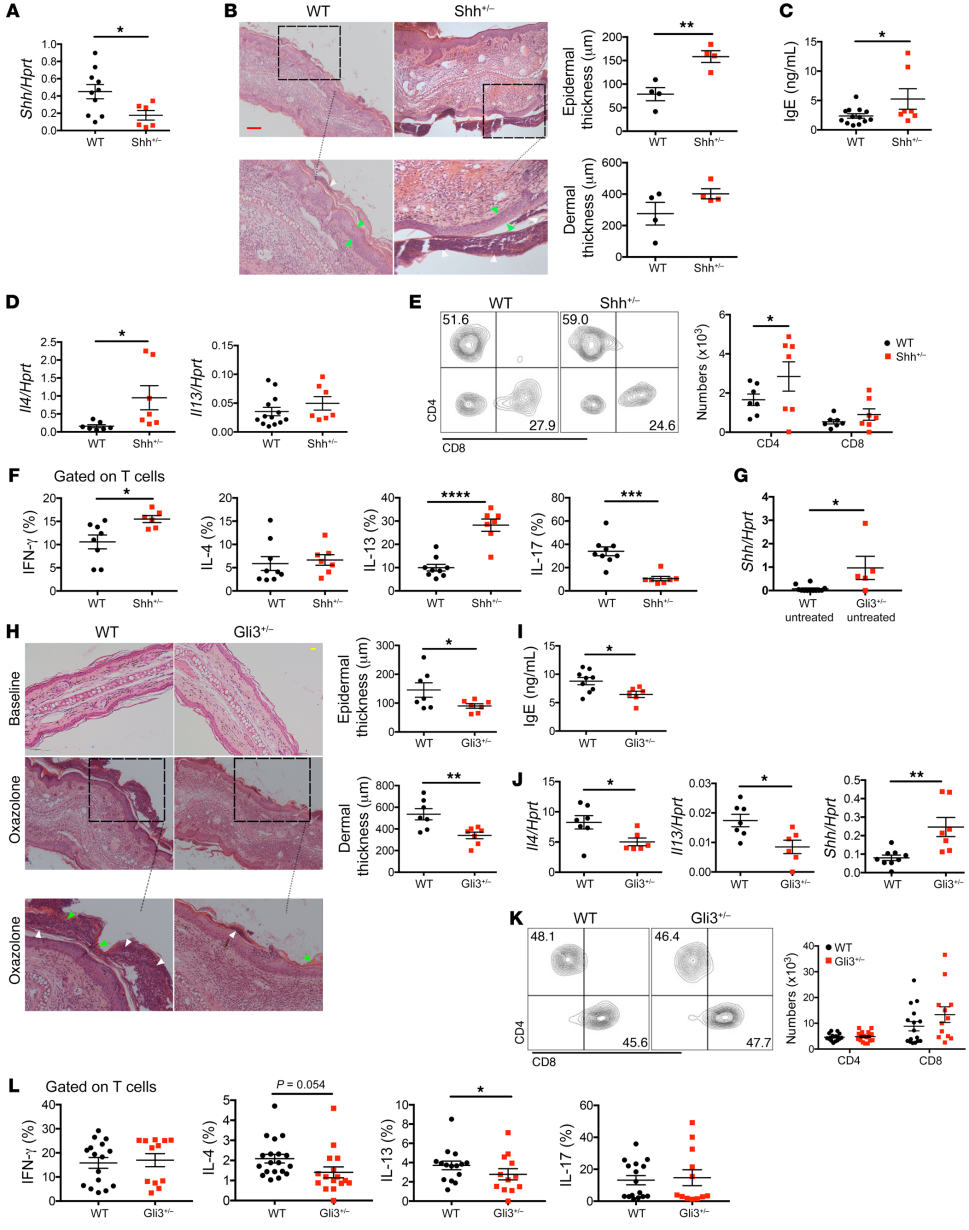
Shh mutation aggravates but Gli3 mutation ameliorates chronic AD. (**A**–**F**) Oxa-treated Shh^+/–^ mice (red) and WT littermates (black). (**A**) *Shh* expression (QRT-PCR) in ear homogenates from Oxa-treated WT and Shh^+/–^ mice. (**B**) Representative H&E images of ear sections from Oxa-treated WT (*n* = 4) and Shh^+/–^ (*n* = 4) mice (day 14), showing areas of hyperkeratosis (green arrows) and parakeratosis (white arrows). Scale bar: 100 μm. Plots show dermal and epidermal thickness. (**C**) Serum IgE concentration (ELISA) from Oxa-treated WT and Shh^+/–^ mice. (**D**) *Il4* and *Il13* expression (QRT-PCR) in whole ear homogenates from Oxa-treated WT and Shh^+/–^ mice. (**E**) Contour plot shows CD4 and CD8 expression, gated on CD45^+^CD3^+^γδTCR^–^ cells from ears of Oxa-treated WT and Shh^+/–^ mice. Plots show number of CD4^+^ and CD8^+^ T cells isolated from ears. (**F**) Percentage of skin T cells from Oxa-treated WT and Shh^+/–^ mice that express IFN-γ, IL-4, IL-13, and IL-17, measured by flow cytometry. (**G**) *Shh* expression (QRT-PCR) in whole ear homogenates from untreated WT (black) and Gli3^+/–^ (red) mice. (**H**–**L**) Data from 2 independent experiments using Oxa-treated WT (black) and Gli3^+/–^ (red) littermates. (**H**) Representative H&E images of ear sections from untreated (baseline) and Oxa-treated WT and Gli3^+/–^ mice (day 14), showing areas of hyperkeratosis (green arrows) and parakeratosis (white arrows). Scale bar: 100 μm. Plots show dermal and epidermal thickness. (**I**) Serum IgE concentration (ELISA) from Oxa-treated WT and Gli3^+/–^ mice. (**J**) *Il4*, *Il13*, and *Shh* expression (QRT-PCR) in whole ear homogenates from Oxa-treated WT and Gli3^+/–^ mice. (**K**) Contour plot shows CD4 and CD8 expression, gated on CD45^+^CD3^+^γδTCR^–^ cells isolated from Oxa-treated ears from WT and Gli3^+/–^ mice. Plots show number of CD4^+^ and CD8^+^ T cells isolated from ears. (**L**) Percentage of skin T cells from Oxa-treated WT and Gli3^+/–^ mice that express IFN-γ, IL-4, IL-13, and IL-17, measured by flow cytometry. Plots show mean ± SEM; each symbol represents an individual animal; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
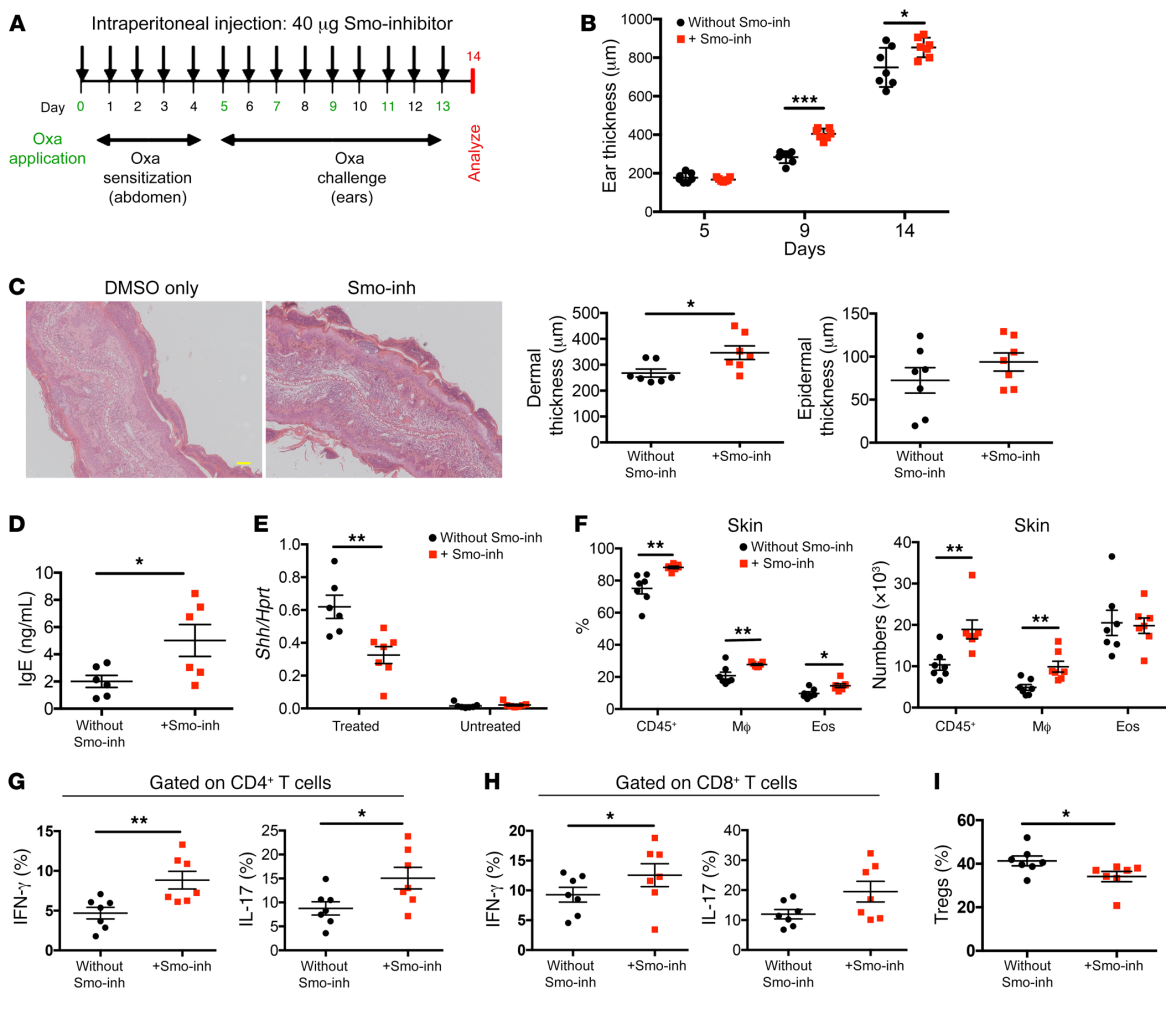
Pharmacological Smo inhibition exacerbates AD in WT mice. Data from 2 independent experiments with 7 Oxa-treated WT mice per group unless otherwise stated. Control (black, DMSO-only–injected) and Smo-inh–injected (red) mice; each symbol represents an individual animal. (**A**) Scheme of Oxa administration with i.p. Smo-inh or DMSO injection. (**B**) Plot shows ear thickness from Oxa-treated control and Smo-inh–injected groups. (**C**) Representative H&E images of ear sections from Oxa-treated WT mice injected either with DMSO only (left image) or Smo-inh (right) at termination (day 14). Scale bar: 100 μm. Plots show dermal and epidermal thickness of Oxa-treated WT without Smo-inh (DMSO-only control) and with Smo-inh on day 14. (**D**) Serum IgE concentration from Oxa-treated control and Smo-inh–injected mice measured by ELISA. (**E**) *Shh* expression (QRT-PCR) in whole ear homogenates from Oxa-treated and Oxa-untreated mice without Smo-inh injection (DMSO-only control) and with Smo-inh injection. (**F**) Percentage and number of skin leukocytes (CD45^+^), macrophages (Mϕ; CD45^+^CD11b^+^F4/80^+^) and eosinophils (Eos; CD45^+^CD11b^+^SiglecF^+^) from ear skin from Oxa-treated control (DMSO only) and Smo-inh–injected mice. (**G**) Percentage of skin CD4^+^ T cells that expressed IFN-γ and IL-17 from Oxa-treated control (DMSO only) and Smo-inh–injected mice. (**H**) Percentage of skin CD8^+^ T cells that expressed IFN-γ and IL-17 from Oxa-treated control (without Smo-inh, DMSO only) and Smo-inh–injected mice. (**I**) Percentage of skin CD4^+^ T cells that are Treg (CD3^+^CD25^+^icFoxp3^+^) from Oxa-treated control (without Smo-inh, DMSO only) and Smo-inh–injected mice. Plots are mean ± SEM; 2-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 4:**
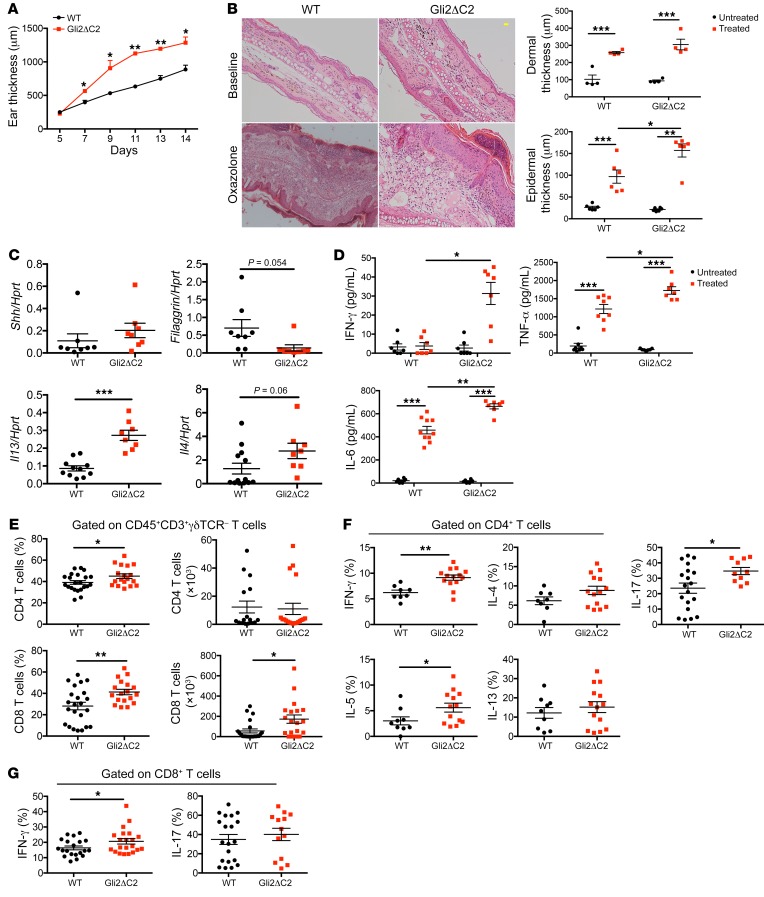
Exacerbated skin inflammation on induction of AD when Hh pathway activation in T cells is inhibited. AD was induced in WT (black) and Gli2ΔC2 (red) mice by Oxa treatment. (**A**) Mean ± SEM ear thickness from Oxa-treated WT and Gli2ΔC2 mice on days 5 to 14 after initiation of Oxa treatment. (**B**) Representative H&E images of skin sections from untreated (baseline) and Oxa-treated WT and Gli2ΔC2 (day 14) mice. Scale bar: 100 μm. Plots show dermal (upper) and epidermal (lower) thickness for control and Oxa-treated groups (day 14); 2-way ANOVA. (**C**) *Shh*, *Filaggrin*, *Il4*, and *Il13* expression (QRT-PCR) in ear homogenates from Oxa-treated WT and Gli2ΔC2 mice. Data from 2 independent experiments. (**D**) Cytokine concentration in skin supernatants from untreated and Oxa-treated WT and Gli2ΔC2 mice. Data from 2 independent experiments, analyzed by 2-way ANOVA. (**E**–**G**) Data from 2 independent experiments with at least 6 mice per group. (**E**) Percentage and number from ear of skin CD4^+^ and CD8^+^ T cells from Oxa-treated WT and Gli2ΔC2 mice. (**F**) Percentage of skin CD4^+^ T cells that express cytokines in Oxa-treated WT and Gli2ΔC2 mice. (**G**) Percentage of skin CD8^+^ T cells that express IFN-γ and IL-17. Two-tailed unpaired Student’s *t* test; 2-way ANOVA (**B**, **D**). Plots are mean ± SEM; each symbol represents an individual animal. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
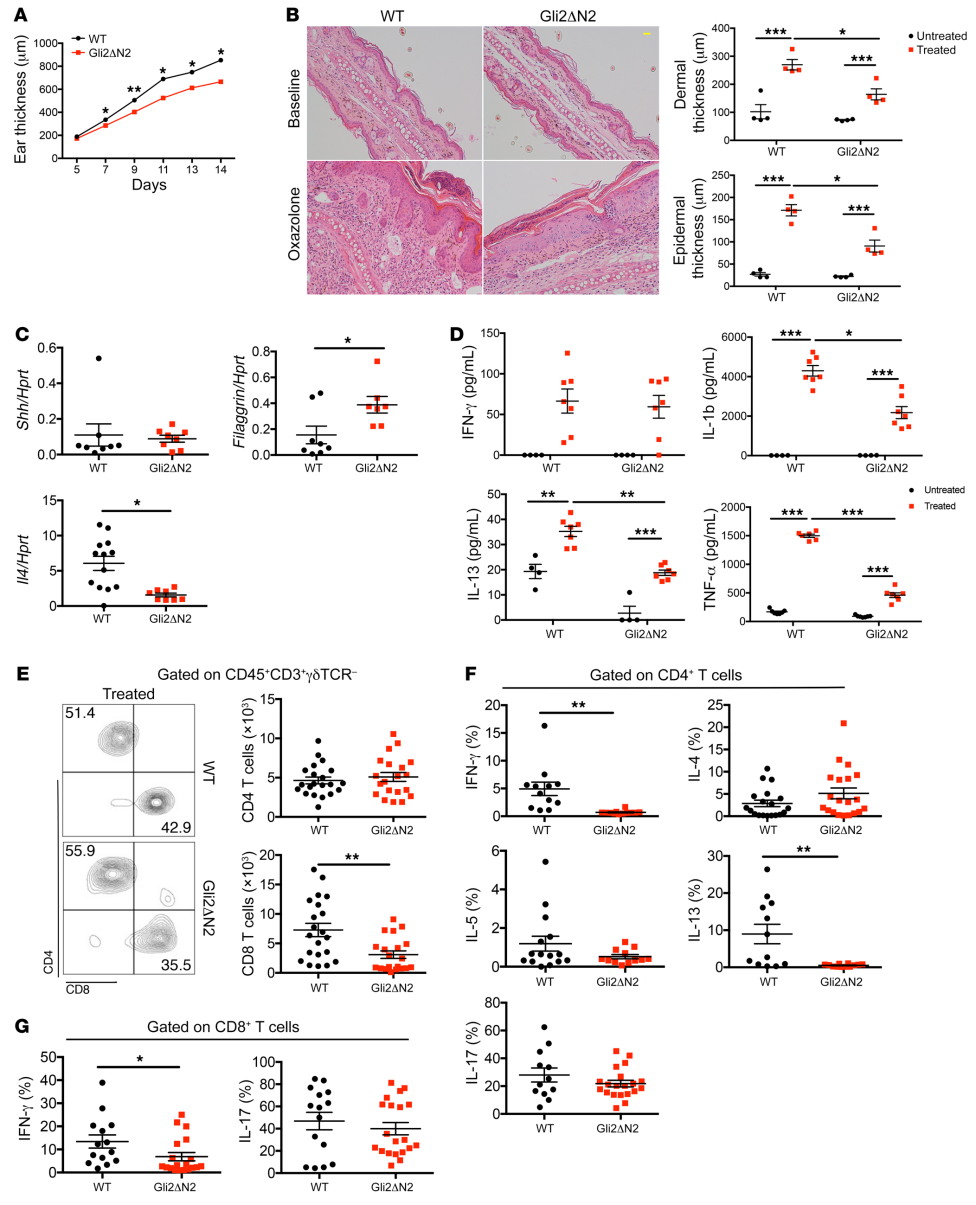
Conditional Gli2-mediated transcription in T cells reduces induction of chronic AD. AD was induced in WT (black) and Gli2ΔN2 (red) mice by Oxa treatment. (**A**) Mean ± SEM ear thickness from Oxa-treated WT (*n* = 8) and Gli2ΔN2 (*n* = 7) mice on days 5 to 14 of Oxa treatment. (**B**) Representative H&E images of skin sections from untreated (baseline) and Oxa-treated WT and Gli2ΔN2 mice on day 14. Scale bar: 100 μm. Plots show dermal and epidermal thickness of untreated and Oxa-treated WT and Gli2ΔN2 mice on day 14. Data from 2 independent experiments; 2-way ANOVA used in **B**. (**C**) *Shh*, *Filaggrin*, and *Il4* expression (QRT-PCR) in ear homogenates from WT and Gli2ΔN2 mice. Data from 2 independent experiments. (**D**) Cytokine concentrations in ear skin supernatants from untreated and Oxa-treated WT and Gli2ΔN2. Data from 2 independent experiments; analysis by 2-way ANOVA. (**E**) Contour plots show CD4 and CD8 expression on skin cells from Oxa-treated WT and Gli2ΔN2 mice. Plots show number of skin CD4^+^ and CD8^+^ T cells isolated from ears. (**F**) Percentages of skin CD4^+^ T cells that express cytokines in Oxa-treated WT and Gli2ΔN2 mice measured by flow cytometry. (**G**) Percentages of skin CD8^+^ T cells that express IFN-γ and IL-17. (**E**–**G**) Data were generated from 2 independent experiments with at least 6 mice per group. Two-tailed unpaired Student’s *t* test; 2-way ANOVA (**B**, **D**). Plots are mean ± SEM; each symbol represents an individual animal. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
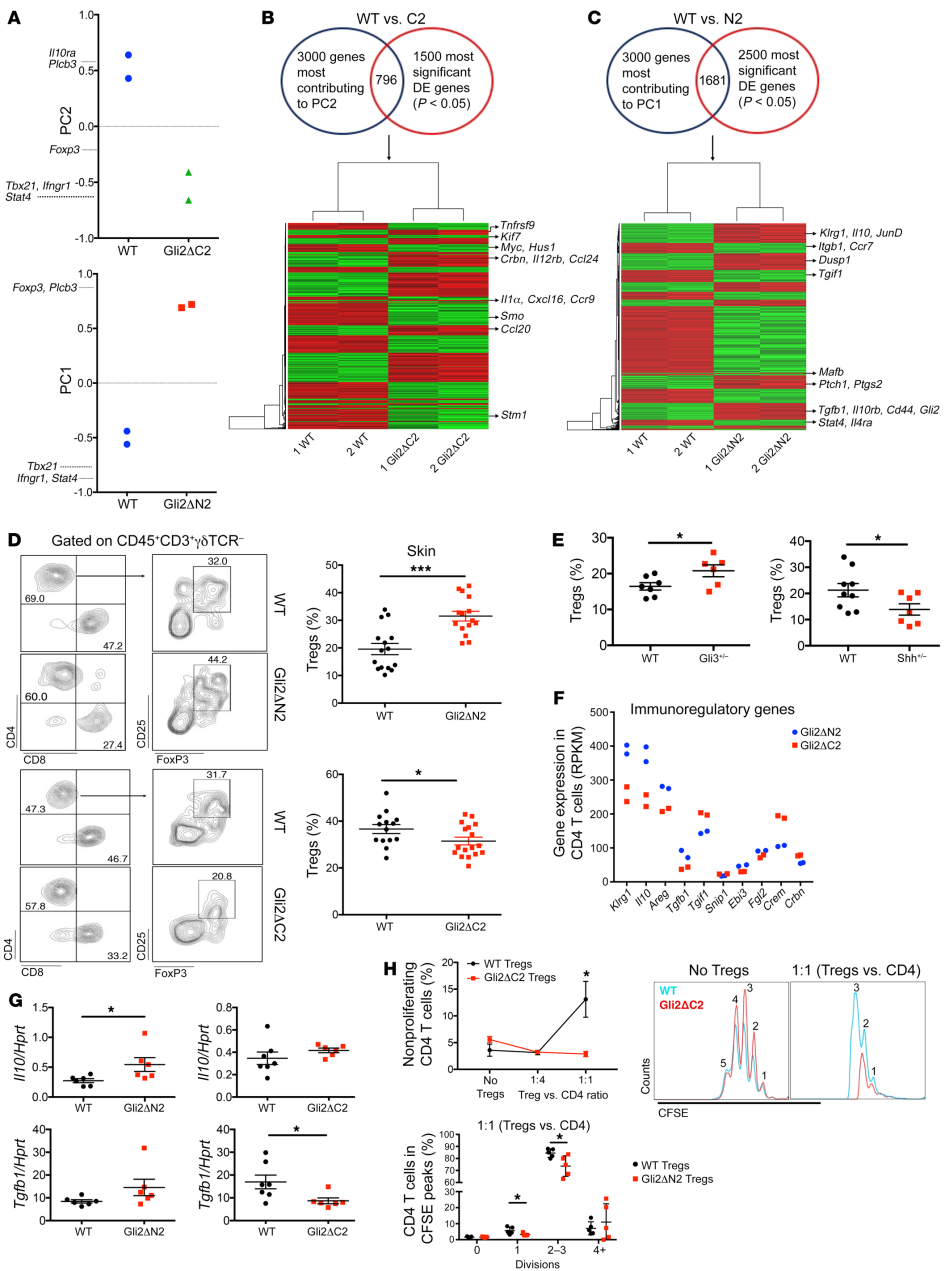
Transcriptional mechanisms of Gli2-mediated antiinflammatory action in skin CD4^+^ T cells. (**A**–**C** and **F**) RNA-seq; data sets from 2 independent experimental groups of FACS-sorted pooled skin CD4^+^ T cells from Oxa-treated WT (*n* = 3), Gli2ΔN2 (*n* = 3), and Gli2ΔC2 (*n* = 3) mice. (**A**) PCA shows PC2 for WT (blue) and Gli2ΔC2 (green) mice; PC1 for WT (blue) and Gli2ΔN2 (red) mice. (**B**) Intersection of 3000 genes that contributed most to PC2 and 1500 most significant DEGs between WT and Gli2ΔC2 mice. (**C**) Intersection of 3000 genes that contributed most to PC1 and 2500 most significant DEGs between WT and Gli2ΔN2 mice. (**B** and **C**) Heatmaps cluster intersection genes; green is lower expression; red is higher expression. (**D**) Representative contour plots show CD4 against CD8 (left); CD25 against Foxp3 (gated on CD4^+^) (right) from Oxa-treated skin from WT and Gli2ΔN2 (top) mice; and WT and Gli2ΔC2 (bottom) mice. Plots show percentage of Tregs (of skin CD4^+^ T cells) in WT (black) or Gli2ΔN2 or Gli2ΔC2 (red). (**E**) Percentage of CD25^+^Foxp3^+^, gated on skin CD4^+^ from Oxa-treated littermates. Left: WT (black), Gli3^+/–^ (red). Right: WT (black), Shh^+/–^ (red). (**F**) Expression of immune regulation genes from Gli2ΔN2 (blue) and Gli2ΔC2 (red) RNA-seq. (**G**) *Il10* and *Tgfb1* expression (QRT-PCR) in Oxa-treated ear homogenates from littermates: WT (black) and Gli2ΔN2 (red) (left); WT (black) and Gli2ΔC2 (red) (right); 2 independent experiments. (**H**) Two independent experiments. Top: WT-CD4^+^CD25^–^ T cells cocultured with CD4^+^CD25^+^ cells from Oxa-treated Gli2ΔC2 and WT spleens and WT-CD4^+^CD25^–^ proliferation (CFSE staining). Plot shows percentage of nonproliferating cells on addition of WT-Tregs (black) and Gli2ΔC2-Tregs (red). Bottom: WT-CD4^+^CD25^–^ T cells cocultured (1:1) with CD4^+^CD25^+^ cells from Oxa-treated Gli2ΔN2 and WT spleens. Plot shows percentage of cells that underwent divisions (CFSE staining) for WT-Tregs (black) and Gli2ΔN2-Tregs (red). Representative histograms show cell divisions without Tregs (left) and divisions cocultured 1:1 (right) with WT-Tregs (red) and Gli2ΔC2-Tregs (blue). Plots show mean ± SEM; for **D**–**E**, **G**, and **H** (bottom) each symbol represents an individual animal; 2-tailed unpaired Student’s *t* test. *P < 0.05, ***P < 0.001.

**Figure 7:**
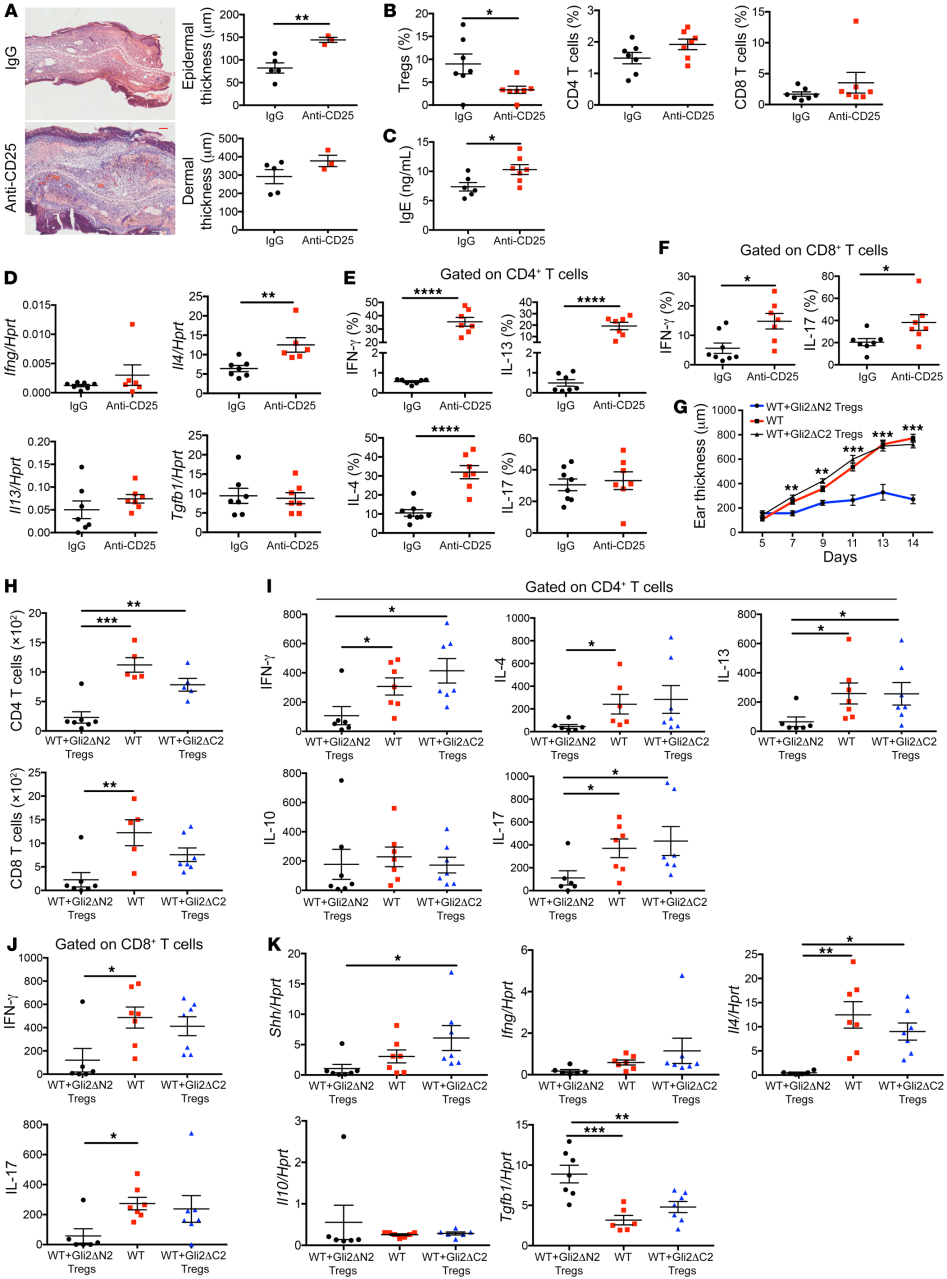
Hh signaling promotes skin Treg populations and their immune-regulatory function. (**A**–**F**) Groups of Gli2ΔN2 mice (7 per group unless stated otherwise) were injected in vivo with anti-CD25 antibody (red) or control IgG (black) 4 days before initiation of the Oxa protocol and again on day 7 (Supplemental Figure 5D). (**A**) Representative H&E images of skin sections from Oxa-treated anti-CD25–injected (*n* = 3) and control (IgG-injected, *n* = 5) Gli2ΔN2 groups on day 14. Scale bar: 100 μm. Plots show dermal and epidermal thickness. (**B**) Percentage of Tregs (CD25^+^icFoxp3^+^) (gated on CD4^+^) from ears of control and anti-CD25–treated groups (left). Percentage of CD4^+^T cells and CD8^+^T cells (gated on live cells) from ears (center and right). (**C**) Serum IgE concentration (ELISA) from control and anti-CD25–treated groups. (**D**) *Ifng*, *Il4*, *Il13*, and *Tgfb1* expression (QRT-PCR) in ear homogenates. (**E**) Percentage of skin CD4^+^ T cells that express cytokines. (**F**) Percentage of skin CD8^+^ T cells that express cytokines. (**G**–**K**) Adoptive transfer into Oxa-treated WT mice. Purified CD4^+^CD25^+^ (Tregs) from spleens of Oxa-treated Gli2ΔN2 (Gli2ΔN2 adoptive transfer group, *n* = 7, black) or Gli2ΔC2 mice (Gli2ΔC2 adoptive transfer group, *n* = 7, blue) were injected into WT mice 2 days before and on day 7 of Oxa protocol (Supplemental Figure 5E), and compared with Oxa protocol WT control mice (control group; *n* = 7, red). (**G**) Ear thickness on days 5 to 14 of the Oxa protocol of WT control, Gli2ΔN2 adoptive transfer, and Gli2ΔC2 adoptive transfer groups (**P < 0.01 and ***P < 0.001, 2-tailed *t* test between WT control and Gli2ΔN2 adoptive transfer group). (**H**) Number of CD4^+^ T cells and CD8^+^ T cells recovered from ears from the 3 experimental groups. (**I**) Number of CD4^+^ T cells that expressed cytokines. (**J**) Number of CD8^+^ T cells that expressed cytokines. (**K**) *Ifng*, *Il4*, *Il10*, *Tgfb1*, and *Shh* expression (QRT-PCR) in ear homogenates. Two-tailed unpaired Student’s *t* test. (**I**–**K**) One-way ANOVA; each symbol represents an individual animal, showing mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 8:**
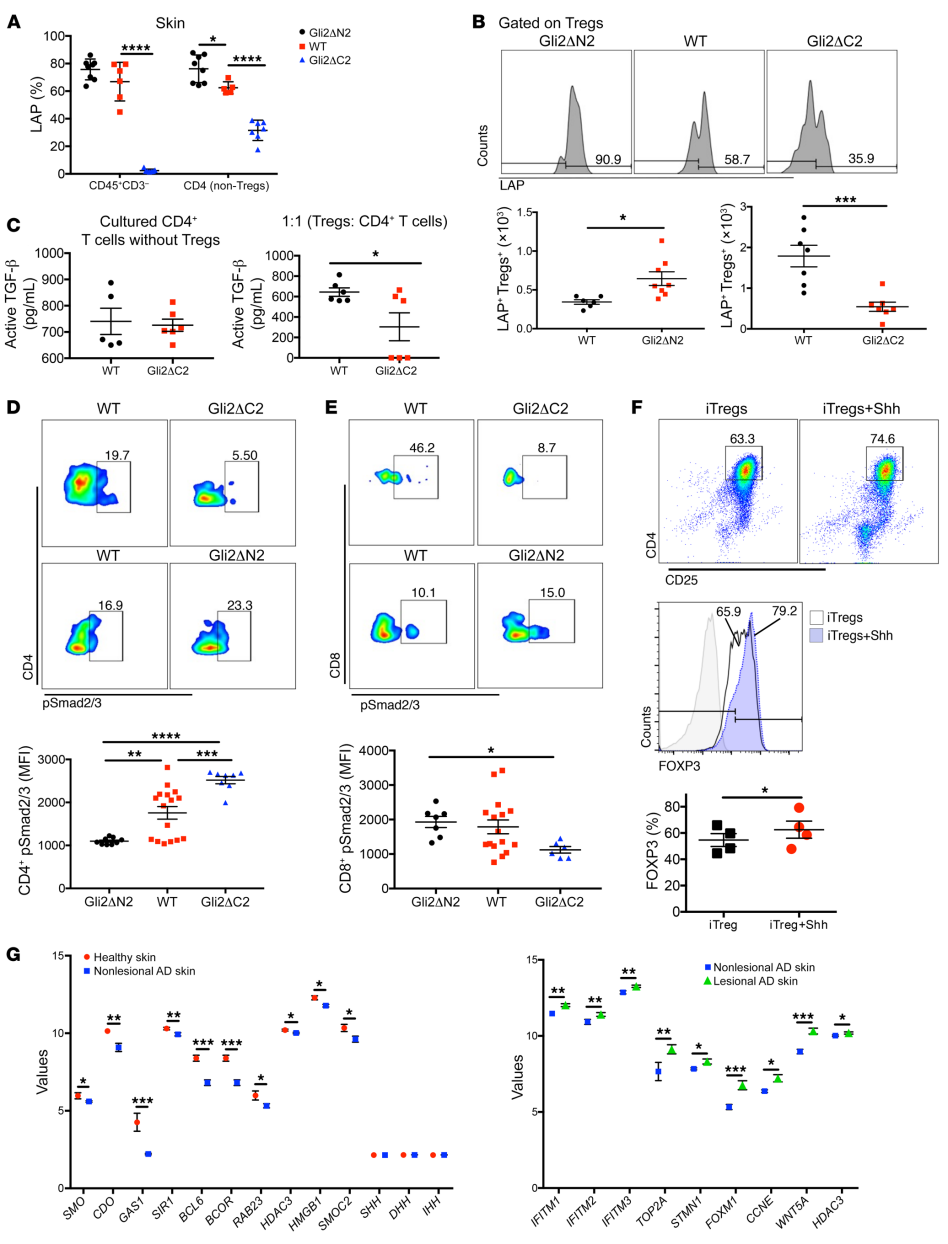
Hh signaling promotes immune-regulatory function through TGF-β. Hedgehog signaling and human AD. (**A**–**E**) Two independent experiments with at least 6 mice per group. (**A**) Percentage of LAP^+^ cells, gated on CD45^+^CD3^–^ and CD4^+^CD25^–^ (non-Treg) from skin of Oxa-treated Gli2ΔN2 (black), WT (red), and Gli2ΔC2 (blue) mice. (**B**) Representative histograms show anti-LAP staining on skin Tregs from Oxa-treated littermates. Plots show number of LAP^+^ Tregs in WT (black) littermates and Gli2ΔN2 (red) (left) or Gli2ΔC2 (red) (right). (**C**) Active TGF-β concentration (ELISA) in culture supernatants. CD4^+^CD25^–^ splenocytes from WT (black) and Gli2ΔC2 (red) mice, cultured alone (left). WT CD4^+^ T cells cultured 1:1 with FACS-sorted Tregs (CD4^+^CD25^+^) from Oxa-treated WT (black) and Gli2ΔC2 (red) mice (right). (**D** and **E**) Representative FACS plots show pSmad2/3 expression in skin (**D**) CD4^+^ and (**E**) CD8^+^ (gated on CD45^+^CD3^+^γδTCR^–^) from Oxa-treated WT and Gli2ΔC2 mice (left); and WT and Gli2ΔN2 mice (right). Plots show MFI of anti-pSmad2/3 in skin CD4^+^ (left) and CD8^+^ (right) from Gli2ΔN2 (black), WT (red), and Gli2ΔC2 (blue) Oxa-treated groups (1-way ANOVA). (**F**) Naive CD4^+^ cells from 4 randomly selected unknown leukocyte-cone donors cultured for 5 days under iTreg conditions in presence or absence of rShh (labeled iTregs). Dot-plot shows representative CD4 and CD25 expression. Histogram shows representative icFOXP3 expression, gated on CD4^+^CD25^+^ and giving percentage of cells in marker shown. Scatter plot shows percentage of FOXP3^+^ cells gated on CD4^+^CD25^+^ from cultures from 4 independent donors; 2-tailed paired *t* test. (**G**) Scatter plots show expression (RPKM) from publicly available RNA-seq data sets (GEO GSE32924) from human healthy skin (red, *n* = 8), and nonlesional (blue) and lesional (green) skin from AD patients (*n* = 12). Expression of genes encoding Hh pathway components and regulators in healthy skin and nonlesional skin from AD patients (left). Expression of Hh target genes in nonlesional and lesional skin from AD patients (2-tailed paired *t* test) (right). Two-tailed unpaired Student’s *t* test unless stated otherwise; plots are mean ± SEM, each symbol represents a different individual. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## References

[1] Bieber T (2008). Mechanisms of disease: Atopic dermatitis. New Engl J Med.

[2] Gittler JK, Krueger JG, Guttman-Yassky E (2013). Atopic dermatitis results in intrinsic barrier and immune abnormalities: implications for contact dermatitis. J Allergy Clin Immunol.

[3] Koga C, Kabashima K, Shiraishi N, Kobayashi M, Tokura Y (2008). Possible pathogenic role of Th17 cells for atopic dermatitis. J Invest Dermatol.

[4] Bieber K (2017). Regulatory T cells suppress inflammation and blistering in pemphigoid diseases. Front Immunol.

[5] Dudda JC, Perdue N, Bachtanian E, Campbell DJ (2008). Foxp3+ regulatory T cells maintain immune homeostasis in the skin. J Exp Med.

[6] Kashiwagi M (2017). Direct control of regulatory I cells by keratinocytes. Nat Immunol.

[7] Malhotra N (2018). RORalpha-expressing T regulatory cells restrain allergic skin inflammation. Sci Immunol.

[8] Sanchez Rodriguez R (2014). Memory regulatory T cells reside in human skin. J Clin Invest.

[9] Ingham PW, Nakano Y, Seger C (2011). Mechanisms and functions of Hedgehog signalling across the metazoa. Nat Rev Genet.

[10] Briscoe J, Therond PP (2013). The mechanisms of Hedgehog signalling and its roles in development and disease. Nat Rev Mol Cell Bio.

[11] Ramsbottom SA, Pownall ME (2016). Regulation of Hedgehog signalling inside and outside the cell. J Dev Biol.

[12] Teglund S, Toftgard R (2010). Hedgehog beyond medulloblastoma and basal cell carcinoma. Biochim Biophys Acta.

[13] Takebe N (2015). Targeting Notch, Hedgehog, and Wnt pathways in cancer stem cells: clinical update. Nat Rev Clin Oncol.

[14] Hager-Theodorides AL, Dessens JT, Outram SV, Crompton T (2005). The transcription factor Gli3 regulates differentiation of fetal CD4(–)CD8(–) double-negative thymocytes. Blood.

[15] Hager-Theodorides AL, Furmanski AL, Ross SE, Outram SV, Rowbotham NJ, Crompton T (2009). The Gli3 transcription factor expressed in the thymus stroma controls thymocyte negative selection via Hedgehog-dependent and -independent mechanisms. J Immunol.

[16] Outram SV, Varas A, Pepicelli CV, Crompton T (2000). Hedgehog signaling regulates differentiation from double-negative to double-positive thymocyte. Immunity.

[17] Rowbotham NJ (2007). Activation of the Hedgehog signaling pathway in T-lineage cells inhibits TCR repertoire selection in the thymus and peripheral T-cell activation. Blood.

[18] Rowbotham NJ (2008). Repression of hedgehog signal transduction in T-lineage cells increases TCR-induced activation and proliferation. Cell Cycle.

[19] Shah DK, Hager-Theodorides AL, Outram SV, Ross SE, Varas A, Crompton T (2004). Reduced thymocyte development in sonic hedgehog knockout embryos. J Immunol.

[20] Solanki A (2018). Gli3 in fetal thymic epithelial cells promotes thymocyte positive selection and differentiation by repression of Shh. Development.

[21] Outram SV (2009). Indian hedgehog (Ihh) both promotes and restricts thymocyte differentiation. Blood.

[22] de la Roche M (2013). Hedgehog signaling controls T cell killing at the immunological synapse. Science.

[23] Furmanski AL (2013). Tissue-derived hedgehog proteins modulate Th differentiation and disease. J Immunol.

[24] Furmanski AL (2015). The transcriptional activator Gli2 modulates T-cell receptor signalling through attenuation of AP-1 and NFkappaB activity. J Cell Sci.

[25] Standing ASI, Yanez DC, Ross R, Crompton T, Furmanski AL (2017). Frontline science: Shh production and Gli signaling is activated in vivo in lung, enhancing the Th2 response during a murine model of allergic asthma. J Leukoc Biol.

[26] Man MQ (2008). Characterization of a hapten-induced, murine model with multiple features of atopic dermatitis: structural, immunologic, and biochemical changes following single versus multiple oxazolone challenges. J Invest Dermatol.

[27] Balaskas N (2012). Gene regulatory logic for reading the Sonic Hedgehog signaling gradient in the vertebrate neural tube. Cell.

[28] Solanki A, Lau CI, Saldana JI, Ross S, Crompton T (2017). The transcription factor Gli3 promotes B cell development in fetal liver through repression of Shh. J Exp Med.

[29] Munchhof MJ (2012). Discovery of PF-04449913, a potent and orally bioavailable inhibitor of smoothened. ACS Med Chem Lett.

[30] Wagner AJ (2015). A phase I study of PF-04449913, an oral hedgehog inhibitor, in patients with advanced solid tumors. Clin Cancer Res.

[31] Son ED (2014). Staphylococcus aureus inhibits terminal differentiation of normal human keratinocytes by stimulating interleukin-6 secretion. J Dermatol Sci.

[32] Nakamura Y, Franchi L, Kambe N, Meng G, Strober W, Nunez G (2012). Critical role for mast cells in interleukin-1beta-driven skin inflammation associated with an activating mutation in the nlrp3 protein. Immunity.

[33] Czarnowicki T, Santamaria-Babi LF, Guttman-Yassky E (2017). Circulating CLA(+) T cells in atopic dermatitis and their possible role as peripheral biomarkers. Allergy.

[34] Lu Y, Li J, Cheng J, Lubahn DB (2015). Genes targeted by the Hedgehog-signaling pathway can be regulated by estrogen related receptor beta. BMC Mol Biol.

[35] Lau CI, Barbarulo A, Solanki A, Saldana JI, Crompton T (2017). The kinesin motor protein Kif7 is required for T-cell development and normal MHC expression on thymic epithelial cells (TEC) in the thymus. Oncotarget.

[36] Min Y (2016). Cereblon negatively regulates TLR4 signaling through the attenuation of ubiquitination of TRAF6. Cell Death Dis.

[37] Wang JL, Qi Z, Li YH, Zhao HM, Chen YG, Fu W (2017). TGFbeta induced factor homeobox 1 promotes colorectal cancer development through activating Wnt/beta-catenin signaling. Oncotarget.

[38] Holla S (2016). Mycobacteria-responsive sonic hedgehog signaling mediates programmed death-ligand 1- and prostaglandin E2-induced regulatory T cell expansion. Sci Rep.

[39] El Andaloussi A, Graves S, Meng F, Mandal M, Mashayekhi M, Aifantis I (2006). Hedgehog signaling controls thymocyte progenitor homeostasis and differentiation in the thymus. Nat Immunol.

[40] Saldana JI (2016). Sonic Hedgehog regulates thymic epithelial cell differentiation. J Autoimmun.

[41] Woo WM, Zhen HH, Oro AE (2012). Shh maintains dermal papilla identity and hair morphogenesis via a Noggin-Shh regulatory loop. Genes Dev.

[42] Konkel JE (2017). Transforming growth factor-beta signaling in regulatory T cells controls T helper-17 cells and tissue-specific immune responses. Immunity.

[43] Tran DQ (2012). TGF-beta: the sword, the wand, and the shield of FOXP3(+) regulatory T cells. J Mol Cell Biol.

[44] Chen ML, Yan BS, Bando Y, Kuchroo VK, Weiner HL (2008). Latency-associated peptide identifies a novel CD4+CD25+ regulatory T cell subset with TGFbeta-mediated function and enhanced suppression of experimental autoimmune encephalomyelitis. J Immunol.

[45] Worthington JJ, Klementowicz JE, Travis MA (2011). TGFbeta: a sleeping giant awoken by integrins. Trends Biochem Sci.

[46] Fahlen L (2005). T cells that cannot respond to TGF-beta escape control by CD4(+)CD25(+) regulatory T cells. J Exp Med.

[47] Liu H, Hu B, Xu D, Liew FY (2003). CD4+CD25+ regulatory T cells cure murine colitis: the role of IL-10, TGF-beta, and CTLA4. J Immunol.

[48] Zhang X, Reddy J, Ochi H, Frenkel D, Kuchroo VK, Weiner HL (2006). Recovery from experimental allergic encephalomyelitis is TGF-beta dependent and associated with increases in CD4+LAP+ and CD4+CD25+ T cells. Int Immunol.

[49] Suarez-Farinas M (2011). Nonlesional atopic dermatitis skin is characterized by broad terminal differentiation defects and variable immune abnormalities. J Allergy Clin Immunol.

[50] Eggenschwiler JT, Espinoza E, Anderson KV (2001). Rab23 is an essential negative regulator of the mouse Sonic hedgehog signalling pathway. Nature.

[51] Itou J, Taniguchi N, Oishi I, Kawakami H, Lotz M, Kawakami Y (2011). HMGB factors are required for posterior digit development through integrating signaling pathway activities. Dev Dyn.

[52] Pazin DE, Albrecht KH (2009). Developmental expression of Smoc1 and Smoc2 suggests potential roles in fetal gonad and reproductive tract differentiation. Dev Dyn.

[53] Tiberi L (2014). A BCL6/BCOR/SIRT1 complex triggers neurogenesis and suppresses medulloblastoma by repressing Sonic Hedgehog signaling. Cancer Cell.

[54] Chen H, Wang J, Yang H, Chen D, Li P (2016). Association between FOXM1 and hedgehog signaling pathway in human cervical carcinoma by tissue microarray analysis. Oncol Lett.

[55] Zheng X (2013). Role of the Hedgehog pathway in hepatocellular carcinoma (review). Oncol Rep.

[56] Paternoster L (2011). Meta-analysis of genome-wide association studies identifies three new risk loci for atopic dermatitis. Nat Genet.

[57] Hirota T (2012). Genome-wide association study identifies eight new susceptibility loci for atopic dermatitis in the Japanese population. Nat Genet.

[58] Verhagen J (2006). Absence of T-regulatory cell expression and function in atopic dermatitis skin. J Allergy Clin Immunol.

[59] Blaydon DC (2011). Inflammatory skin and bowel disease linked to ADAM17 deletion. N Engl J Med.

[60] Murthy A, Shao YW, Narala SR, Molyneux SD, Zuniga-Pflucker JC, Khokha R (2012). Notch activation by the metalloproteinase ADAM17 regulates myeloproliferation and atopic barrier immunity by suppressing epithelial cytokine synthesis. Immunity.

[61] Gudjonsson JE (2010). Evidence for altered Wnt signaling in psoriatic skin. J Invest Dermatol.

[62] Perez-Moreno M, Davis MA, Wong E, Pasolli HA, Reynolds AB, Fuchs E (2006). p120-catenin mediates inflammatory responses in the skin. Cell.

[63] Wang W, Yu X, Wu C, Jin H (2017). IL-36gamma inhibits differentiation and induces inflammation of keratinocyte via Wnt signaling pathway in psoriasis. Int J Med Sci.

[64] Alvarez JI (2011). The Hedgehog pathway promotes blood-brain barrier integrity and CNS immune quiescence. Science.

[65] Caradu C, Guy A, James C, Reynaud A, Gadeau AP, Renault MA (2018). Endogenous Sonic Hedgehog limits inflammation and angiogenesis in the ischaemic skeletal muscle of mice. Cardiovasc Res.

[66] Singh VB, Singh MV, Gorantla S, Poluektova LY, Maggirwar SB (2016). Smoothened agonist reduces human immunodeficiency virus type-1-induced blood-brain barrier breakdown in humanized mice. Sci Rep.

[67] Singh VB, Singh MV, Piekna-Przybylska D, Gorantla S, Poluektova LY, Maggirwar SB (2017). Sonic Hedgehog mimetic prevents leukocyte infiltration into the CNS during acute HIV infection. Sci Rep.

[68] van Dop WA (2010). Loss of Indian Hedgehog activates multiple aspects of a wound healing response in the mouse intestine. Gastroenterology.

[69] Zacharias WJ (2010). Hedgehog is an anti-inflammatory epithelial signal for the intestinal lamina propria. Gastroenterology.

[70] Zhou XY, Liu ZQ, Jang F, Xiang CN, Li Y, He YZ (2012). Autocrine Sonic Hedgehog attenuates inflammation in cerulein-induced acute pancreatitis in mice via upregulation of IL-10. PLoS One.

[71] Otsuka A (2015). Hedgehog pathway inhibitors promote adaptive immune responses in basal cell carcinoma. Clin Cancer Res.

[72] Islam SA (2011). Mouse CCL8, a CCR8 agonist, promotes atopic dermatitis by recruiting IL-5(+) T(H)2 cells. Nat Immunol.

[73] Gandhi NA, Bennett BL, Graham NM, Pirozzi G, Stahl N, Yancopoulos GD (2016). Targeting key proximal drivers of type 2 inflammation in disease. Nat Rev Drug Discov.

[74] Chiang C (1996). Cyclopia and defective axial patterning in mice lacking Sonic hedgehog gene function. Nature.

[75] Jin H, He R, Oyoshi M, Geha RS (2009). Animal models of atopic dermatitis. J Invest Dermatol.

[76] Lau CI, Outram SV, Saldana JI, Furmanski AL, Dessens JT, Crompton T (2012). Regulation of murine normal and stress-induced erythropoiesis by Desert Hedgehog. Blood.

[77] Lau CI, Yanez DC, Solanki A, Papaioannou E, Saldana JI, Crompton T (2018). Foxa1 and Foxa2 in thymic epithelial cells (TEC) regulate medullary TEC and regulatory T-cell maturation. J Autoimmun.

[78] Yanez DC (2019). IFITM proteins drive type 2 T helper cell differentiation and exacerbate allergic airway inflammation. Eur J Immunol.

# Supplementary material for: Sonic Hedgehog signaling limits atopic dermatitis via Gli2-driven immune regulation
**Source:** J Clin Invest. 2019 Jul 2;129(8):3153–70. doi: 10.1172/JCI125170
**Supplement:** Supplemental data

## Legends for Supplementary Figures and Tables

### Figure S1: Oxa-induced model of chronic atopic dermatitis.

Data from two independent experiments with 3 mice per group unless otherwise stated for untreated (black) and Oxa-treated (red); each symbol represents an individual animal; measurements taken at termination of the experimental protocol shown in Figure 1A (day 14).

- A. Representative images of ear pinnae from WT Oxa-treated (left) and WT control (right).
- B. Representative H&E images of ear sections from untreated and Oxa-treated WT mice on termination of the experimental protocol shown in Figure 1A (day 14). Scale bar: 100µm. Plots: dermal and epidermal thickness of control and Oxa-treated WT.
- C. Percentage of skin T-cells that express IFN- $\gamma$ , IL-13 and IL-17 in control and Oxa-treated WT mice measured by intracellular cytokine staining and flow cytometry.
- D. Serum IgE concentration from WT control and Oxa-treated WT mice, measured by ELISA.
- E. Numbers per ear of skin CD4<sup>+</sup> and CD8<sup>+</sup> T-cells and T<sub>regs</sub> (CD4<sup>+</sup>CD25<sup>+</sup>icFoxp3<sup>+</sup>) isolated from control and Oxa-treated mice measured by flow cytometry.
- F. *Filaggrin*, *Ifng*, and *Il4* expression (QRT-PCR) in ear homogenates from control untreated WT and Rag1-KO; and Oxa-treated WT and Rag1-KO. Data were generated from two independent experiments with 3-6 mice per group and a 2-way ANOVA statistical analysis was performed.

Statistics: 2-tailed unpaired student's t-test unless otherwise stated. Plots: mean $\pm$ SEM. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 and \*\*\*\*p<0.0001.

**Figure S2: Smo inhibition exacerbates skin inflammation upon induction of atopic dermatitis.**

Data from 7 mice per group (unless otherwise stated) for WT control (without Smo-inh, DMSO only, black) and Smo-inh-injected (red) mice; each symbol represents an individual animal.

- A. Representative H&E images in absence of Oxa-treatment for skin from control (DMSO-only injected) and Smo-inh injected WT mice. Mice were injected with Smo-inhibitor daily for 14 days. Plots: percentage and number of skin leukocytes (CD45<sup>+</sup>) and CD4<sup>+</sup> and CD8<sup>+</sup> T-cells from mice in the absence of Oxa-treatment from control and Smo-inh injected WT mice, measured by flow cytometry.
- B. Percentage and number in Oxa-treated mice of skin CD4<sup>+</sup> and CD8<sup>+</sup>T-cells from control or Smo-inh injected groups.
- C. Percentage of skin CD4<sup>+</sup> and CD8<sup>+</sup> T-cells (gated on CD45<sup>+</sup>CD3<sup>+</sup> $\gamma$  $\delta$ TCR) (upper plots) and number of CD4<sup>+</sup> and CD8<sup>+</sup> T-cells isolated from ears (lower plots), from Oxa-treated WT mice from control (without Smo-inh,) and Smo-inh injected groups.
- D. Percentage of skin CD4<sup>+</sup> T-cells that express IL4 and IL13 from Oxa-treated WT mice from control and Smo-inh injected groups, measured by intracellular cytokine staining.

Statistics: 2-tailed unpaired student's t-test. Plots:mean $\pm$ SEM.

**Figure S3: T cell populations in Gli2 $\Delta$ C2 and WT mice on induction of atopic dermatitis.**

Data from two independent experiments with at least 6 Oxa-treated mice per group. Black circles represent WT mice while red squares represent Gli2 $\Delta$ C2 mice. Representative FACS plots of CD4 and CD8 staining of dLNs from Oxa-treated WT (left) and Gli2 $\Delta$ C2 (right) mice. Plots: percentage of CD4<sup>+</sup> and CD8<sup>+</sup> T-cells in dLNs.

A. Percentage of CD69<sup>+</sup> cells gated on CD4<sup>+</sup> (left) or CD8<sup>+</sup> (right) from dLNs of Oxa-treated WT and Gli2 $\Delta$ C2 mice.

Statistics: 2-tailed unpaired student's t-test. Plots: each symbol represents an individual mouse and plots show mean $\pm$ SEM \*p<0.05, \*\*p<0.01 and \*\*\*p<0.001.

**Figure S4: T-cell populations in Gli2 $\Delta$ N2 and WT mice on induction of atopic dermatitis.**

Data were generated from two independent experiments with at least 6 Oxa-treated mice per group. Black circles: WT; red squares: Gli2 $\Delta$ N2; each symbol represents an individual mouse and plots show mean $\pm$ SEM.

A. Representative FACS plots of dLNs from WT (left) and Gli2 $\Delta$ N2 (right) Oxa-treated mice. Plots: percentage of CD4<sup>+</sup> and CD8<sup>+</sup> T-cells in dLNs of WT and Gli2 $\Delta$ N2 mice.

B. Representative FACS plots showing CD62L and CD44 staining from dLN from WT (left) and Gli2 $\Delta$ N2 (right) Oxa-treated mice, giving the percentage of cells in the regions shown. Plots: percentages of naïve (CD62L<sup>+</sup>CD44<sup>-</sup>), T<sub>cm</sub> (CD62L<sup>-</sup>CD44<sup>+</sup>) and T<sub>effm</sub> (CD62L<sup>+</sup>CD44<sup>+</sup>) CD4<sup>+</sup> and CD8<sup>+</sup> T-cells from dLNs of WT and Gli2 $\Delta$ N2 treated mice.

Statistics: 2-tailed unpaired student's t-test. \*\*p<0.01 and \*\*\*\*p<0.0001.

## Figure S5: Inhibition of Gli2-mediated transcription compromises immune regulation

A-B, F: Plots: each symbol represents an individual animal for Gli2 $\Delta$ N2 (black), WT (red) and Gli2 $\Delta$ C2 (blue), showing mean $\pm$ SEM.

- A. Percentage of T<sub>reg</sub> (CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup>) in dLNs from Oxa-treated Gli2 $\Delta$ N2 WT and Gli2 $\Delta$ C2.
- B. Percentage of Klrp1<sup>+</sup> cells in the CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup> T<sub>reg</sub> population from dLNs of Oxa-treated Gli2 $\Delta$ N2, WT and Gli2 $\Delta$ C2 groups. Histograms: representative anti-Klrp staining from dLNs for the three experimental groups gated on CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup> T<sub>reg</sub> population.
- C. Dot plots: gating strategy and percentage of cells in regions shown, for analysis of T<sub>reg</sub> populations (CD4<sup>+</sup>CD25<sup>+</sup>icFoxp3<sup>+</sup>) from Oxa-treated WT, Gli2 $\Delta$ N2 and Gli2 $\Delta$ C2 dLNs. Histograms: icCTLA-4, cell surface CD44 and icKi67 staining gated on CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup> T<sub>reg</sub> cells. Percentage of cells in marker or region is given.
- D. Time-line of antibody injections (anti-CD25 or control igG) and Oxa-treatment for experiment shown in Figure 7A-F.
- E. Time-line of adoptive transfer of T<sub>regs</sub> and Oxa-application for experiment shown in Figure 7G-L.
- F. Adoptive transfer experiments into Oxa-treated WT mice: purified CD4<sup>+</sup>CD25<sup>+</sup> (T<sub>reg</sub>) from spleens of Oxa-treated Gli2 $\Delta$ N2 (Gli2 $\Delta$ N2-adoptive-transfer group, black) or Gli2 $\Delta$ C2 mice (Gli2 $\Delta$ C2-adoptive-transfer group, blue) were injected into WT mice as shown in Figure S5E, and compared to Oxa-treated WT control mice (control group; labelled WT, red). Plots:

percentage of cells positive with ic cytokine staining, gating on CD4<sup>+</sup> T-cells,  
from skin from the three groups of mice at the end of Oxa-treatment (day 14).

Statistics: A, B, F: one-way ANOVA; \*p<0.05 and \*\*p<0.01.

## Supplementary Tables

**Table S1:** Gene list of intersection between 3000 genes that contributed most to PC2 and 1500 most DEG between RNA-seq datasets from Oxa-treated WT and Gli2 $\Delta$ C2 skin CD4 T-cells.

**Table S2:** Gene list of intersection between 3000 genes that contributed most to PC2 and 2500 most DEG between RNA-seq datasets from Oxa-treated WT and Gli2 $\Delta$ N2 skin CD4 T-cells.

**Table S3:** Expression values of *Shh* and *Gli3* in RNA-seq datasets from Oxa-treated WT, Gli2 $\Delta$ C2 and Gli2 $\Delta$ N2 skin CD4 T-cells.

**Table S4:** List of antibodies used in flow cytometry experiments.

Figure S1

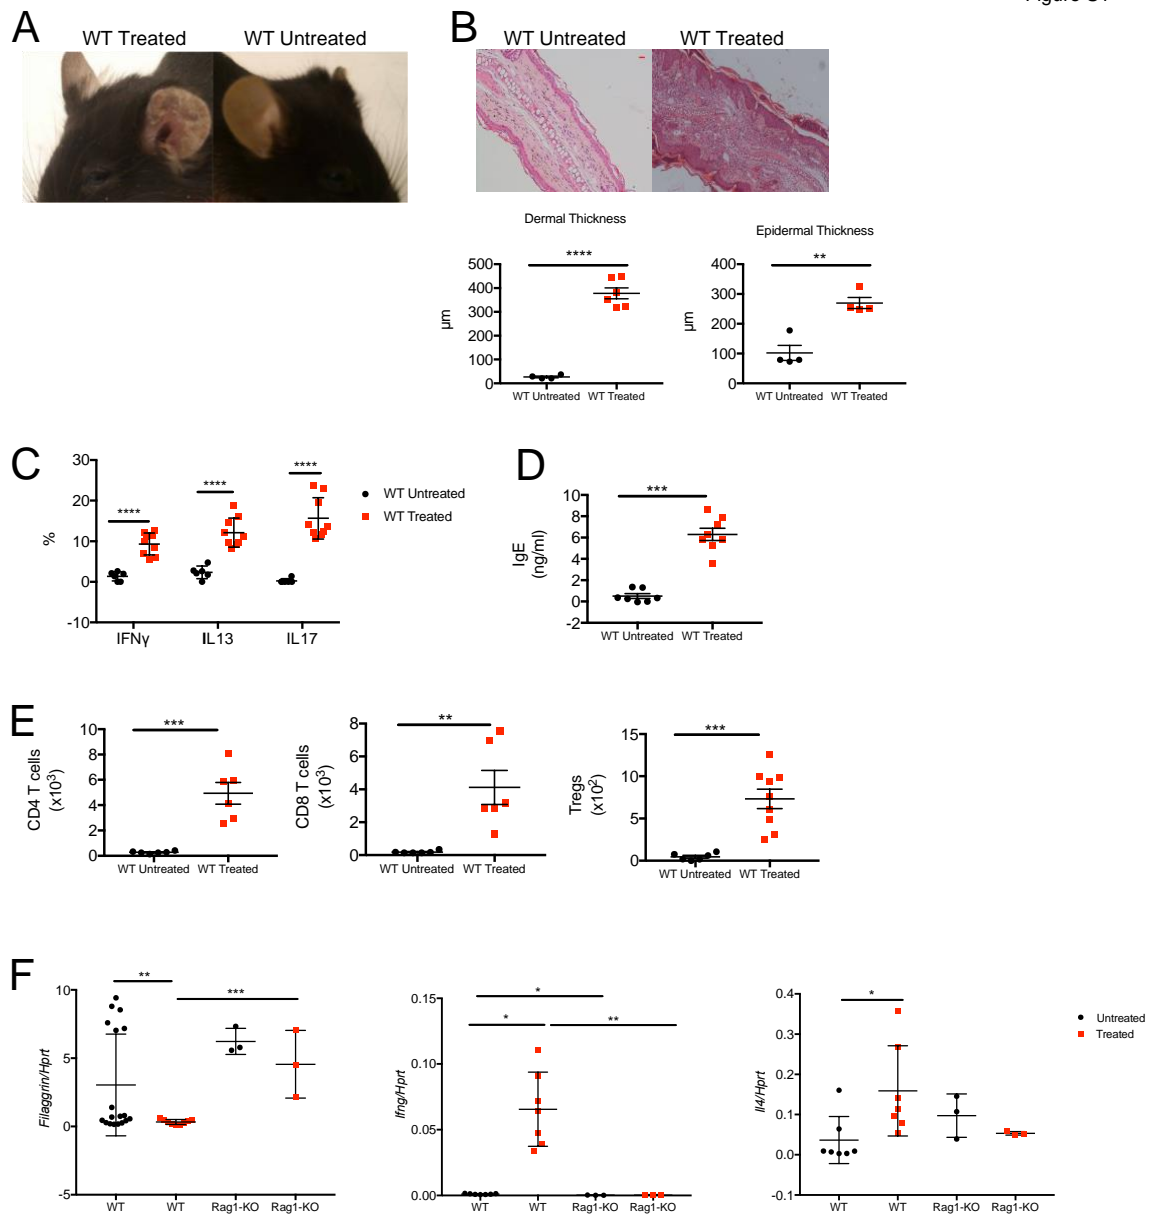

Figure S2

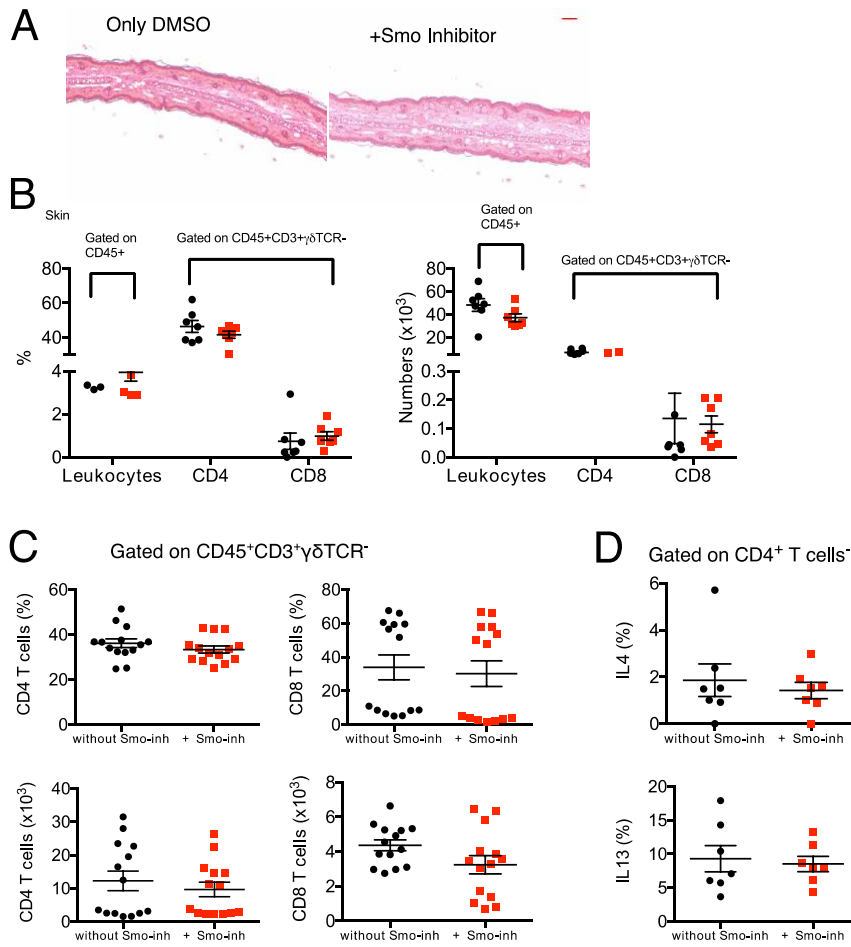

Figure S3

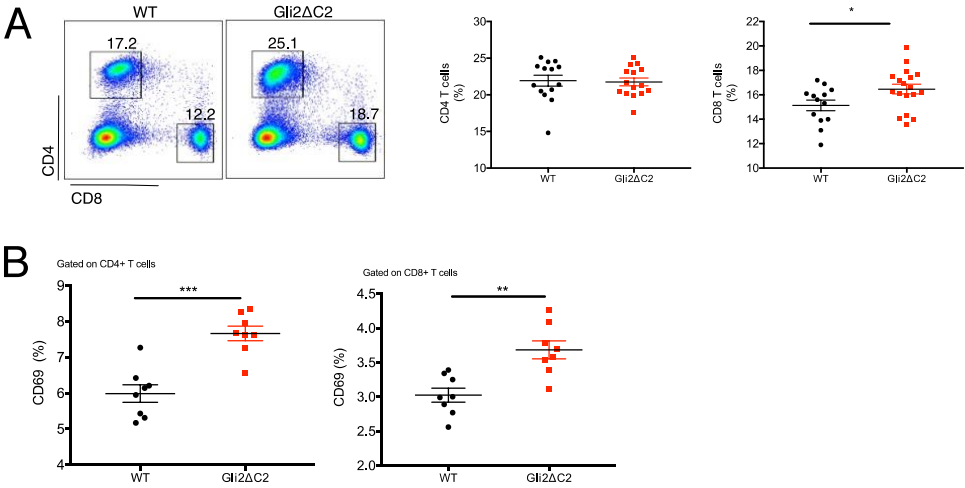

Figure S4

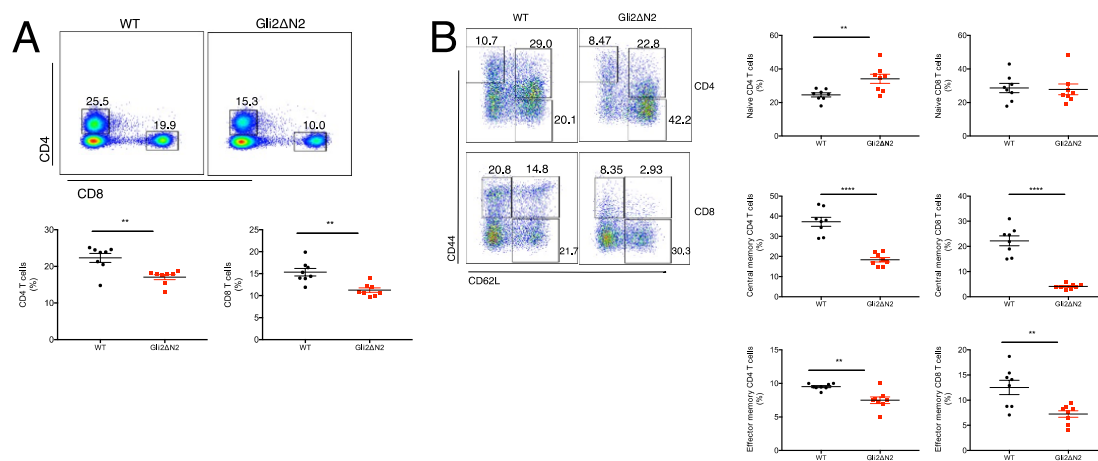

Figure S5

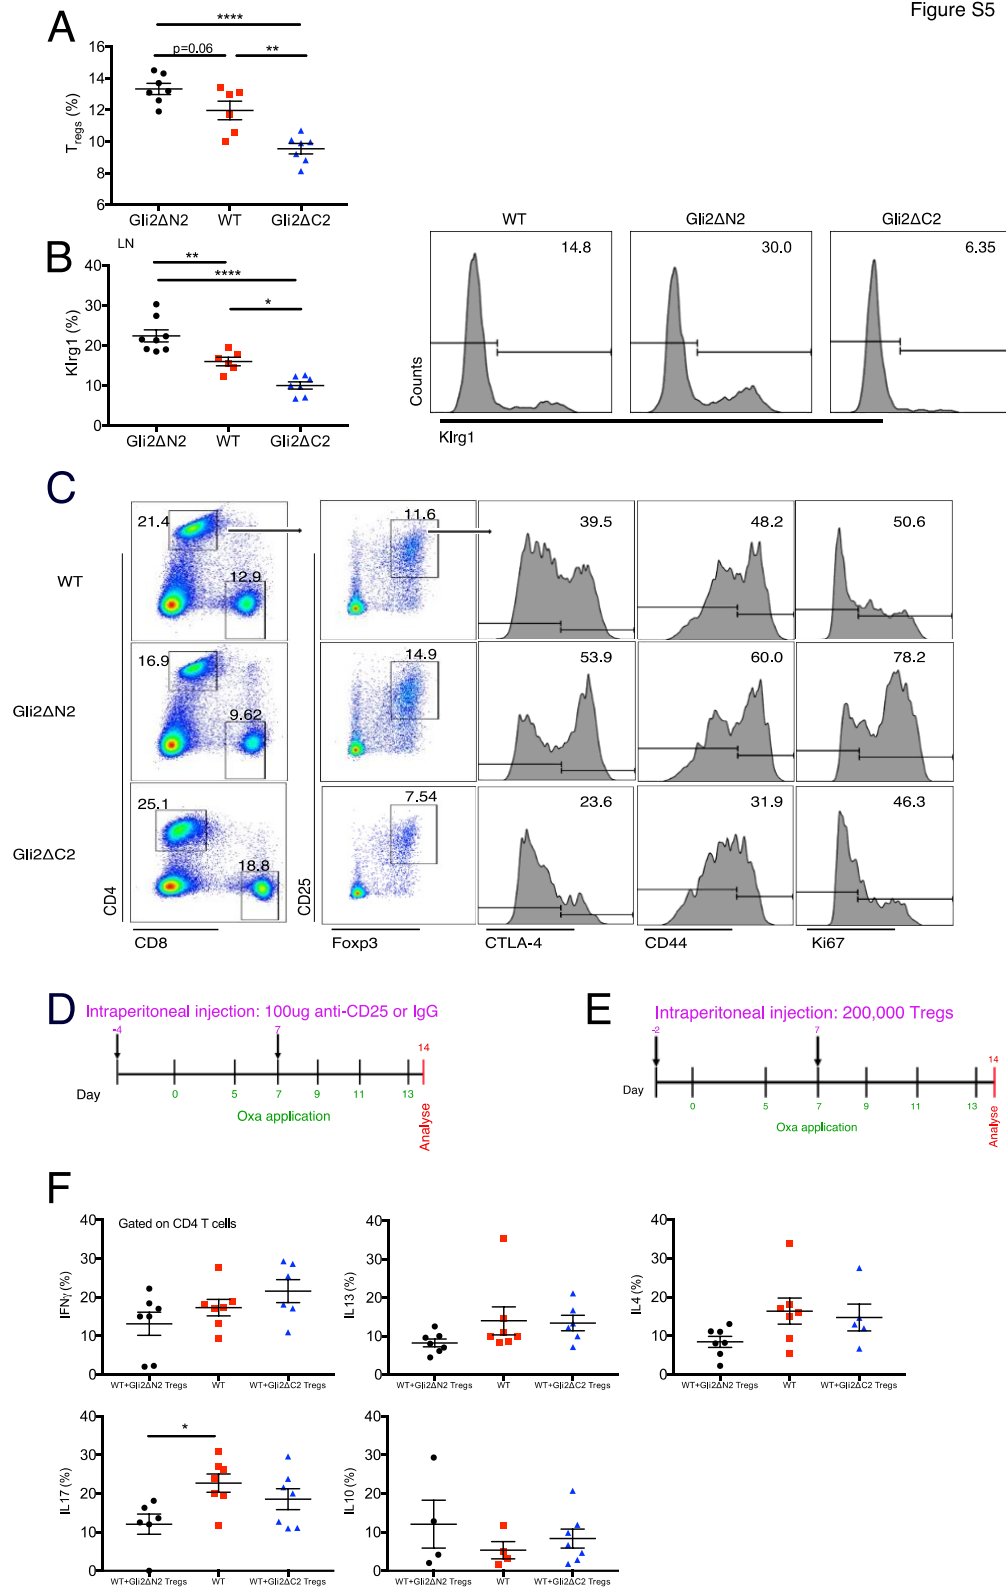

**Table S1 (Relating to Figure 6):** Gene list of intersection between 3000 genes that contributed most to PC2 and 1500 most DEG between RNAseq datasets from Oxa-treated WT and Gli2CΔ2 skin CD4 T cells

|                   |         |              |                   |          |                   |
|-------------------|---------|--------------|-------------------|----------|-------------------|
| A930007119R<br>ik | Midn    | Gbf1         | Evpl              | Ncapg    | Dclk2             |
| Traip             | Firre   | Ttyh3        | Tab1              | Memo1    | Pip4k2c           |
| Tfpi              | Gabrr1  | Gm15800      | E130307A14R<br>ik | Zbtb42   | Amn1              |
| Arhgef17          | Ankdd1b | Phf7         | Nbeal2            | Gar1     | Gsta3             |
| Ndc1              | Ska1    | Tcf20        | Arhgef7           | Stk10    | A630089N07R<br>ik |
| Cenpe             | Rdh1    | Cryz         | Alkbh4            | Cox7a1   | Lmtk2             |
| Stmn1             | Eomes   | Nos1         | Syt12             | Dus2     | Inf2              |
| Myo6              | Sntg2   | Cntrob       | Eif3a             | Nin      | Larp1             |
| Arfgef2           | Vrk1    | Mpi          | Ckap2             | E2f1     | Hmga2             |
| Slc7a4            | Gm6277  | Mapk1ip1l    | Wdr24             | Tmem39b  | Zc3h4             |
| Snora3            | Kif7    | Ccdc34       | Dnah11            | Muc4     | Sass6             |
| Recql             | Pom121  | Wbp1l        | Gpatch8           | Gcnt4    | Plekhs1           |
| Cldn7             | Elmo3   | Pfdn2        | Plk4              | Gse1     | Scrn3             |
| Chd1              | Ppm1f   | Tagln3       | Myb               | Ubr2     | Nudc              |
| Rab3a             | Zfp91   | Kif18b       | Dgkh              | Plekhg3  | Tbc1d32           |
| Srsf10            | Olfr530 | Fadd         | Gcfc2             | Ylpm1    | Mir6385           |
| Abhd1             | Syvn1   | Mrpl21       | Spire1            | Fam133b  | L3hypdh           |
| Gm10012           | Lrrc40  | BC00396<br>5 | Chek1             | Ehmt1    | Dnase1l1          |
| Espl1             | Tug1    | Ppfia1       | Polr2a            | Rtel1    | Pum1              |
| Sfswap            | Hk2     | Rock2        | Ulk1              | Zfp628   | Casc5             |
| Cdc25c            | Vangl1  | Akap13       | Maml1             | Cdc20    | Pigo              |
| Chchd6            | Gid4    | Cit          | Ccbl2             | Csnk1d   | Hbs1l             |
| Taf15             | Ccdc173 | Trp53cor1    | Kpnb1             | Phf2     | Upf1              |
| Arhgap11a         | Lrfr4   | Gpsm2        | Tbc1d2b           | Gtf2ird2 | Dus1l             |
| Rnf169            | Mki67   | Thrap3       | Macf1             |          |                   |

**Table S2 (Relating to Figure 6):** Gene list of intersection between 3000 genes that contributed most to PC2 and 2500 most DEG between RNAseq datasets from Oxa-treated WT and Gli2 $\Delta$ N2 skin CD4 T cells.

|          |           |          |          |          |          |          |               |               |          |          |
|----------|-----------|----------|----------|----------|----------|----------|---------------|---------------|----------|----------|
| S1pr1    | Etf1      | Pycard   | Rbm6     | Ercc6l   | Sell     | Dusp10   | Trim25        | Ccm2          | Pik3c3   | Stk38    |
| Ptcd3    | Vps37b    | Bysl     | Rbbp4    | Itgb1    | Nfkbie   | Dffb     | Ncaph2        | Pik3cd        | Gramd3   | Traf5    |
| Slamf6   | Ccr7      | Zbtb6    | Atp1b3   | Mgst2    | Tmem71   | Btg2     | Slfn9         | Canx          | Nsg2     | Smc3     |
| Trib2    | Vps36     | Nfkbiz   | Chek2    | Add3     | Fam65b   | Fam134b  | Sap30l        | Chordc1       | Bcl10    | F2r1l    |
| Stt3b    | Itga4     | Mta2     | Alyref   | Cdk7     | Nrp1     | Map4k4   | Trmt10a       | Susd6         | Utp18    | Abce1    |
| Klhl6    | Gm17296   | Rexo4    | Rnf19a   | Crlf3    | Anp32a   | Cggbp1   | Rpf2          | Myo1f         | Nhp2l1   | Cse1l    |
| Vcp      | Parvg     | Xrn2     | Ptpa     | Eif3m    | Fam49a   | Zfp605   | Sf3b3         | Mfsd6         | Slc25a33 | Clint1   |
| Ldlra p1 | Ubr7      | Zfp874a  | Sidt1    | Ccdc25   | Ppa1     | Frmd4b   | Xrcc5         | Snrpg         | Epb4.1   | Asap1    |
| Gphn     | Hnrnpa2b1 | Rasgrp2  | Tcf7     | Ttc13    | Uba1     | Pde2a    | Nomo1         | Tgif1         | Tfe3     | Keap1    |
| Prkcq    | Eif2b3    | Rbm44    | Tuba4a   | Eif4a1   | Stip1    | Elf1     | Tox4          | Slain2        | Zc3hav1  | Pwp2     |
| Gpd1l    | Tcp1      | Cdc42se1 | Ndufb2   | Carhsp1  | Aldh18a1 | Cradd    | Trp53         | Hsph1         | Kdm5b    | Bcl2a1b  |
| Adss     | Zfp748    | Noc2l    | Isca1    | Galnt12  | AB124611 | Dtx3l    | D930028M14Rik | Catsperd      | Rras2    | Tktl1    |
| Mrps5    | Ncoa4     | Tnks2    | Gltp     | Cenpo    | Hmgb2    | Sp110    | Phf5a         | Ddx31         | Me2      | Plrg1    |
| Usp38    | Gtpbp4    | Uso1     | Mgat2    | Idh3a    | Stat5b   | Aggf1    | Ss18          | Sipa1         | Api5     | Lrrn4    |
| Psmc2    | Gtf2i     | Kcnab2   | Mto1     | Dis3     | Spidr    | Atp5b    | Csde1         | St6galnac1    | Cstf3    | Hspa9    |
| Zfr2     | Zfp12     | Gnpat    | Il4ra    | Nup37    | Sh3bgrl  | Rnf4     | Ehhadh        | Pik3r5        | Rnmt     | Fbxo17   |
| Rcbtb1   | Dusp5     | Dpy19l1  | Ticrr    | Lcp1     | Rrp9     | Serpinc1 | Cpt1a         | Psma6         | Arl6ip1  | Gramd1b  |
| Lipa     | Med18     | Tesk1    | S1pr4    | Rangap1  | Slc4a7   | Wsb1     | Tnfaip3       | Rnf187        | Dennd2d  | Tnfsf14  |
| Pxylp1   | Hspa4     | Prdm16   | Rassf2   | Ndufaf1  | Frg1     | Ubf1d    | Entpd5        | Polr2b        | Eif4h    | Cytip    |
| Nr4a2    | Cmah      | Suco     | Mcm6     | Mrpl12   | Madd     | Fam175b  | Plscr1        | Fasn          | Lrrc41   | Ppa2     |
| Nasp     | Stk4      | Akt2     | Smarca5  | lfnar1   | Zc3h12a  | Jak1     | Inafm2        | Atad2b        | Gm10336  | Uqcrc2   |
| Lfng     | Gpr132    | Hprt     | Ripk2    | Mthfd1l  | Nefh     | Ccng1    | Eif3l         | Acsl5         | Marveld2 | Blmh     |
| Chdh     | Kars      | Nadk2    | Gramd1c  | Gimap3   | Papolg   | Trpc4ap  | Cct2          | Msn           | Galnt10  | Cenpa    |
| Slfn2    | Cnot1     | Phrf1    | Tnfrsf26 | Sla      | Crebrf   | Tomm70a  | Llph          | Fen1          | Arhgap1  | Nap1l4   |
| Fbl      | Ets1      | Ap1b1    | Srfbp1   | Cd226    | Rbmxl1   | Evi2a    | Rab3gap1      | Rasa3         | Nol12    | Eif2s1   |
| Fcf1     | Ndufa4    | Wdr3     | Zbtb11   | Il2      | Xpnpep1  | Tubgcp4  | Rpl21         | Satb1         | Top2b    | Atp11b   |
| Exoc6    | Hspa14    | Rnpep    | Zfp472   | Slc44a2  | Cdc5l    | Snx1     | Slc9a9        | Rbm10         | Nars2    | U2af1    |
| Orai1    | Twistnb   | Gm1966   | Lrrc32   | Aqr      | Xcr1     | Nup107   | Actr3         | Msh6          | Rpa1     | Rom1     |
| Nop2     | Lsm6      | Supv3l1  | Dnmt1    | Pole     | Cdc25b   | Atp2a2   | Gars          | Atg4d         | Arl5c    | Ndufb5   |
| Tapt1    | Agfg1     | Cenpm    | Arhgap15 | Stat4    | Wdr12    | Pus7l    | Fbxo22        | Ppp1cc        | Zfp101   | Psat1    |
| Polg2    | Skiv2l2   | Cyfp2    | Tdrp     | Mri1     | Unc79    | Polr2j   | Sar1a         | Rpp40         | Zfp119a  | Gimapa4  |
| Fh1      | Fhit      | Galnt7   | Siglec   | Spryd4   | Ppp2r5c  | Slc19a1  | Rnf125        | Msl3          | Psmd14   | Cep78    |
| Pygb     | Ppif      | Mocs3    | Lpar3    | Bcl2a1d  | Smap2    | Zkscan14 | Crem          | Agap3         | Traf4    | Tpm4     |
| Nnt      | Tfip11    | Zbtb24   | Cryl1    | Spn      | G3bp1    | Mis12    | Ldha          | Rps15a        | Gbp1     | Secisbp2 |
| Gtf3c1   | Prkra     | Vipr1    | Acpp     | Rars     | Ndufs4   | Sh3kbp1  | Chchd1        | A930005H10Rik | lft80    | Ramp3    |
| Usp1     | Cmas      | Slc12a7  | Rtn1     | Lpin2    | Gabpb1   | Nup210   | Casc1         | Tbc1d1        | Dhfr     | Dpp4     |
| Stk17b   | Ppp2ca    | Iba57    | Herc4    | Ankrd13a | Pcid2    | Mettl4   | Ece2          | Npas1         | Myd88    | Ndc80    |

|               |                |                   |                   |              |             |             |                       |              |              |                |
|---------------|----------------|-------------------|-------------------|--------------|-------------|-------------|-----------------------|--------------|--------------|----------------|
| Trp53<br>inp1 | Spata2l        | Smg8              | Sema3e            | Nxn1         | Rsl24d<br>1 | Tpp2        | Sub1                  | Rab8a        | Acss1        | Dsc1           |
| Lbr           | Cog6           | Zap70             | Ier5              | Zscan2<br>9  | Prmt5       | Txnrd1      | Mpz13                 | Ccdc53       | Mfsd2a       | B3gat<br>3     |
| Wdr7<br>5     | Thg1l          | Ermn              | lfng1             | Simc1        | Nolc1       | Nab2        | Fgd6                  | Rbm19        | Pbdc1        | Gcat           |
| Snhg<br>6     | Il2ra          | B3galt4           | Dpp8              | Zfp456       | Cabin1      | Tbrg4       | Sart1                 | Tmem6<br>4   | Capn11       | Prkac<br>b     |
| Ppat          | Fam129<br>a    | Snip1             | Actg2             | Pnpla2       | Gtf2b       | Mrpl1       | Eif3d                 | Farsb        | Glpr2        | Nup1<br>53     |
| Maff          | Helz           | Mboat7            | Pramef8           | Eif3g        | Dus4l       | Tmem1<br>86 | Lrrc20                | Fam78a       | Samhd1       | Agpat<br>1     |
| Cd1d<br>1     | Fastkd1        | Grb7              | Arl5b             | Tbc1d9<br>b  | Gpr18       | Zswim3      | Nbn                   | Rpl71l       | Stag1        | Pycr2          |
| BC03<br>0867  | Gadd45<br>gip1 | Rpf1              | Ruvbl2            | Srprb        | Mov10       | Slc16a3     | Psmb10                | Hspd1        | Top2a        | St6ga<br>lnac4 |
| Prep          | Nfatc1         | Colq              | Hmgn2             | Hsp90b<br>1  | Ppan        | Galk2       | Srsf7                 | Chtop        | Atg4b        | Snor<br>d33    |
| Cep7<br>2     | Nsl1           | Acss2             | Rsl1              | Dennd4<br>c  | Sp140       | Lpxn        | Zrsr1                 | Hnrnpc       | Capza1       | Brix1          |
| E2f2          | Cndp2          | Gm1463<br>4       | Ssrp1             | Gemin5       | Cnbp        | Kpna3       | A63007<br>2M18Ri<br>k | Serpinb<br>9 | Ghitm        | Carf           |
| St8si<br>a6   | Lrrc66         | Gen1              | Rnf225            | Bub1         | Ppp2r1<br>b | Vta1        | Coq10b                | Zmat1        | Rpl37a       | Pes1           |
| Seh1l         | Slc35e1        | Zswim4            | Zbtb45            | Dtx1         | Usp14       | Lsm11       | Cox17                 | Gabrr2       | Rragd        | Sestd<br>1     |
| Flna          | Dnph1          | Ndrp1             | Kif11             | Prmt3        | Smarcd<br>2 | Rbbp8       | Ccnb1                 | Mlec         | Rpp14        | Armc<br>3      |
| Smtn          | Spdl1          | Pja1              | Slbp              | Ndufc1       | N6amt1      | Tm2d3       | Asb5                  | Ccne2        | Rassf3       | Snor<br>d35b   |
| Ccnf          | Mogs           | Stt3a             | Wdr43             | Slfn1        | Chaf1b      | Il17ra      | Orc1                  | Hmces        | Saysd1       | Dcaf7          |
| Tbc1<br>d14   | Larp7          | Mir425            | Prr5l             | Cd7          | Ubqln1      | Ing5        | Heatr5a               | Fiz1         | Zfp62        | Mrpl1<br>8     |
| Ppil1         | Mesdc1         | Pgk1              | Gatad2b           | Fam101<br>b  | Mrpl24      | Map3k1<br>1 | Sema4d                | Arcp5        | Mmachc       | Rnf3<br>2      |
| Abr           | Ints7          | Dkc1              | Lysmd3            | Ripk3        | Arap1       | Noa1        | Prdm15                | Tmem1<br>73  | Syncrip      | Rsl1d<br>1     |
| Iqgap<br>2    | Pgpep1l        | Psmd13            | Sfxn1             | Ppargc1<br>b | Actl6a      | Ncl         | Gch1                  | Med16        | Slc37a1      | Ankrd<br>13b   |
| Rnf10<br>3    | Map3k5         | F83001<br>6B08Rik | Xpot              | Zfp574       | Aunip       | Rrm2        | Ash2l                 | Atg16l2      | Cactin       | Igtp           |
| Pepd          | Mcm7           | Noxa1             | Psmb8             | Lnx2         | Tmem1<br>71 | Abcf1       | Dennd6<br>a           | Cdc42        | Lyar         | Myg1           |
| Spata<br>7    | Golm1          | Pcbp1             | Avl9              | Ern1         | Hccs        | Atp1a1      | Rad54l                | Polr1b       | Gpr25        | Spef1          |
| Suv3<br>9h2   | Gbp2           | Ssr2              | Txndc9            | Ms4a6b       | Fkbp15      | Dnajc28     | Gemin4                | Hnrnp2       | Il5          | Tars           |
| Terc          | Cpsf3          | Gtpbp1            | Tnfrsf13<br>b     | Eif2s3x      | Ddx46       | Zfp939      | Sec24d                | Ms4a4b       | Fbxo28       | P2ry1<br>2     |
| F8a           | Champ1         | U2af2             | Apobec<br>2       | Mon1b        | Gpr34       | Acacb       | Upf2                  | Kdm5c        | Cited2       | Cab3<br>9l     |
| Jagn<br>1     | Hadhb          | Lmnbl             | Dusp12            | Shq1         | Bub1b       | Aco1        | Elf2                  | Ccdc11<br>7  | Lgals3b<br>p | Cryb<br>a4     |
| Usf2          | Fgd3           | Rasd2             | F63002<br>8O10Rik | Stk25        | Gpx1        | Apln        | Il17a                 | Sat1         | Mafb         | Anxa<br>11     |
| Fnbp<br>4     | Lgals1         | Zfp287            | Ilkap             | Spg7         | Klhl28      | Fer         | AW5498<br>77          | Slc4a2       | Rfx2         | Slc35<br>d2    |
| Zfp57<br>9    | Srrm2          | Dip2b             | Scoc              | Spon1        | Dhx58       | Rab12       | Tpgs2                 | Lrrfip1      | Alox5ap      | Col5a<br>3     |
| Atp2b<br>4    | Hexdc          | Wwc1              | Smpd1             | Fam102<br>b  | Tef         | Fam193<br>a | Setd6                 | Zfp948       | Ldb1         | Maf            |
| Itm2c         | Slc22a5        | Csf2rb            | Coq4              | Atg3         | Snx30       | Grk4        | Zfp189                | Dnajc4       | Sik1         | Fam1<br>99x    |
| Dbp           | Kctd12         | Zfp414            | Cdc42e<br>p3      | Nthl1        | Acadm       | Scai        | Tbce                  | Kdm4d        | Rbak         | Eaf2           |
| Arl14<br>ep   | Vps13d         | Araf              | Areg              | Syt11        | Mllt6       | Jund        | Gtpbp2                | Themis2      | Per1         | Slc25<br>a51   |
| Isca2         | Ubxn8          | Brd4              | Fam213<br>b       | Rnu11        | Mboat4      | Gnai2       | Atp9b                 | Igflr1       | Tmem1<br>09  | Plcb3          |
| Rhoc          | Dmrta1         | Myo1c             | Guk1              | Dctn2        | Kmt2d       | Dctn5       | Klf5                  | Rnf130       | Aamdc        | Ctsf           |

|           |          |               |               |          |         |               |          |           |               |          |
|-----------|----------|---------------|---------------|----------|---------|---------------|----------|-----------|---------------|----------|
| Zfp362    | Rtn4ip1  | Wbp5          | Ppp1r12c      | Aktip    | Mbnl2   | Atp6v0b       | Efna3    | Gpr62     | Cd44          | Exoc1    |
| Hist1h3a  | Usp11    | Mapk8         | Gpr160        | Rasl11b  | Rhbdd3  | Crtc2         | Ndr2     | Use1      | Alg5          | Snord15b |
| Mapkapk5  | Stk19    | Dnmbp         | Habp4         | Pqlc1    | Fam117a | Itih5         | Oxr1     | Gm5796    | Fanc1         | Tbc1d23  |
| Gnb4      | R3hdm2   | Plcg2         | Zfp511        | Sh3r1    | Arhgap5 | Klhl5         | Peg13    | Fth1      | Ctla2a        | Fez1     |
| Hist1h2bp | Aldh6a1  | Neb           | Calca         | Ctnnbip1 | Amigo1  | Clec9a        | Rybp     | Arcp5l    | Fhod1         | Zdhhc23  |
| Il1r2     | Ptms     | Pnrc2         | Gm16894       | Gigyf1   | Synpo   | Ddx26b        | Lima1    | Ech1      | Ryr1          | Cish     |
| Dcaf15    | Rab9     | Irak3         | Xkr8          | Ing4     | Camta1  | Aldh2         | Ppcdc    | Dennd1c   | Tmem222       | Cpne2    |
| Tle6      | Rab11a   | Son           | Atxn2l        | Tmem203  | Tcf7l1  | Ptges3l       | Tmem231  | Dnajc25   | Ptbp2         | Gna11    |
| Cetn4     | Tpsab1   | Bptf          | Enpp4         | Mafg     | Rasgrf2 | Rabac1        | Ttc14    | Gm20257   | Rnf149        | Spin1    |
| C1rl      | Gfra4    | Particl       | Jade1         | Actr1b   | Phc1    | Pgrmc1        | Impact   | Kif3a     | B930018H19Rik | Sgcb     |
| Vps16     | Rpp21    | Klf7          | Med15         | Lat2     | Nucb2   | Oxld1         | Cobll1   | Nus1      | Txndc17       | Ubas3b   |
| Hnrnpdl   | Arnt2    | Fabp12        | Vat1          | Edarad   | Slc2a1  | Itga3         | Ripk4    | Mettl20   | Zfp273        | Tgfb1    |
| Dusp6     | Izumo4   | Lpcat2        | Fam71e1       | Cdkn1b   | Ccdc142 | Adra2a        | Egfr     | Dnal4     | Gemin2        | Olfr56   |
| Laptm4b   | Snora41  | Gad1          | Chchd3        | Lekr1    | Kdf1    | Birc2         | Klf4     | Lmntd2    | Sult5a1       | Tmbim1   |
| Ddx3y     | Ppp3ca   | Mdm4          | Nav2          | Tmx1     | Gm166   | Dennd6b       | Stxbp1   | Fcho2     | Bmyc          | Tmod4    |
| Gpx4      | Tada2b   | Zfp607        | Zglp1         | Mmp8     | Tnip2   | Trp53i11      | Rev1     | Pla2g12a  | Picalm        | Pip5k1c  |
| Ppp1r1b   | Slc16a4  | Cldnd2        | Tmem256       | Dfna5    | Unkl    | B230219D22Rik | Snord42a | Pcdhgb6   | LOC106740     | Tmem216  |
| Snora81   | Chadl    | Eri3          | Dcbl1         | Qser1    | Anxa1   | Fam124a       | Uba5     | Fst       | B3gat2        | Gramd1a  |
| Ikbip     | Gm15787  | Mrip1         | Tmc3          | Axl      | Cbx7    | Loh12cr1      | Ccr8     | Tnfrsf1a  | Ano1          | Snapi1   |
| Ptgs2     | Efemp2   | C330013E15Rik | Kcnk7         | Cd200r1  | Aqp5    | Acadslb       | Kif1b    | Wfcd21    | Tia1          | Styx     |
| Gdf5      | Frzb     | Ogg1          | Tmed4         | Il17d    | Rtn4    | Reg3g         | Slc8a1   | Tnk2      | Fundc2        | Snord73a |
| Cnot10    | Hist1h1d | Ikzf2         | Pid1          | Cacna1g  | Dclre1a | Dpep1         | Phf20    | Ptch1     | Cd14          | Meis1    |
| Adgrl1    | Al429214 | Cracr2b       | Tmem138       | Ccnl1    | Hacd1   | Kifc5b        | Gpc6     | Duoxa1    | Malat1        | Shng5    |
| Eif4e3    | Ssbp4    | Eif2s3y       | Zfp219        | Zfp354c  | Tspan11 | Tmem9         | Pik3r1   | Ddit3     | Arl4c         | Chst4    |
| Cd160     | Apoe     | Scamp3        | Emilin2       | Adarb1   | Ppil6   | Arrdc1        | Snx7     | Hist2h2ac | Nfic          | Chst7    |
| Efnb1     | Slc50a1  | Dusp3         | Pdgfa         | Igfbp4   | Gm5547  | Pcyox1        | Pcyt1a   | Vasn      | Itgb8         | Rasip1   |
| Tep1      | Pbx4     | Ppp1r9b       | Fam13c        | lft74    | Rhbdf1  | Pde1b         | Anxa4    | P3h1      | Fam46c        | Tmcc3    |
| Cpsf7     | Slc30a4  | Ccdc157       | B4galt4       | Fxyd3    | Cdh24   | Trim29        | Klrg2    | Il10rb    | Klrg1         | Gab1     |
| Olfr1     | Tmeff2   | Tceal8        | Ubxn11        | Fabp7    | Ccl6    | Scube1        | Hyl      | Get4      | Irs2          | Emp3     |
| Nqo1      | Pim1     | Bcr           | Atraid        | Kifap3   | Zfp120  | Susd2         | Ankrd13d | Mgst1     | Smoc2         | Ppp1r3c  |
| Ankrd37   | Cfap36   | Gm5088        | Cadm1         | Plcl1    | Rnf217  | Tspan2        | Gfpt2    | Tubg2     | Pts           | Ace      |
| Maob      | Rai14    | Tcf15         | D830031N03Rik | Rab37    | Col1a2  | Klhl4         | Prss35   | Wls       | Irx2          | Mir5107  |
| Sncg      | Zkscan3  | Diap1         | Erdr1         | Fkbp3    | Fgd5    | Bnc2          | Vegfb    | Ecm1      | Apobec3       | Tox      |
| Lgals6    | Whamm    | Pik3r3        | Kcne4         | Acot12   | Plekhm2 | Arg2          | Galc     | Fam180a   | Hecw2         | Plcd1    |
| Zfp382    | Rc3h1    | Fermt1        | Ppp2r5b       | Robo4    | Nisch   | Fkbp1b        | Evi5     | Pttg1ip   | Slc5a3        | Irx5     |
| Man2c1os  | Dstn     | Btbd19        | Tubb6         | Rasal2   | Glis2   | Smim20        | Chmp6    | Slc6a4    | Gm16712       | Sox6     |
| Timp2     | Thbs1    | Gm10416       | Egr1          | Tmem54   | Kcna3   | Rhob          | Cnn3     | Arhgef15  | Sash1         | Adh7     |

|          |               |               |               |               |               |          |          |          |           |         |
|----------|---------------|---------------|---------------|---------------|---------------|----------|----------|----------|-----------|---------|
| Fgfr1    | Itfg3         | Col1a1        | Olfr12b       | Trip10        | Lgr4          | Pdzk1    | Ube2g1   | Gadd45g  | Ttc16     | Id2     |
| Dock9    | Itf81         | Cebpzs        | Fgl2          | Sgce          | Hdc           | Sectm1a  | Rnf11    | Lincpint | Ttc30b    | Mxra8   |
| Mpped2   | Zak           | Spag17        | Atrx          | Gjb4          | Dynlt1b       | Ptprb    | Ptpn23   | Sparcl1  | Xlr4c     | Dynlt3  |
| Tmem60   | Cd109         | Ddit4         | Rasgrp3       | Cd8a          | Rcan1         | Zc3h7a   | Fut7     | Ankrd16  | Scn11a    | Egln3   |
| Scamp1   | Rgcc          | Siah2         | Ntrk2         | Sdr16c6       | Eid1          | Rnf170   | Kmt2c    | Nts      | Sgms1     | Ptpn5   |
| Slc35e4  | Tspan15       | Fxyd7         | Zfhx4         | Mfsd9         | Azin2         | Adgrg1   | Rab6a    | Sphk1    | Fut8      | Inha    |
| Sepn1    | R3hdm1        | E230029C05Rik | Gsn           | Cmtm7         | P3h3          | Edn3     | Gap43    | Ltbp3    | Fbxl12    | Atp1a2  |
| Mapre3   | Phlda1        | Pgs1          | Cep164        | Slc25a38      | Baiap3        | Adamts4  | Stx4a    | Adgra2   | Adam15    | Cd200r4 |
| Lrrn2    | Nicn1         | Efnb2         | Clip2         | Fgf7          | Mdk           | Sox5     | Mir7079  | Trmt13   | Timp4     | Cxcl5   |
| Rac3     | Magi1         | Htra4         | Kif27         | Fam132a       | Palld         | Sod2     | Creb3l4  | S100a6   | Galt      | Id4     |
| Zdhhc1   | Pdzd2         | Bcar1         | Fam213a       | E230013L22Rik | Pcp4l1        | Eif4a2   | Mia      | Arhgef28 | Col4a1    | Gem     |
| Arhgap21 | Gm2a          | Tacstd2       | Atpif1        | Tspan18       | Il10          | Acaca    | Rgs5     | Gja4     | Arl5a     | Gstm7   |
| Plagl1   | Arl4a         | Pdp1          | Ptov1         | Gm9776        | Dcakd         | Ndfip2   | Zc2hc1a  | Ciart    | Trove2    | Adam8   |
| Gstt1    | Col16a1       | Apc           | Phactr2       | Klf9          | Il9r          | Prickle3 | C1ra     | Praf2    | Megf6     | Slc35f5 |
| Lpar1    | Clec2d        | Fbln2         | Ldlrad3       | Gm20605       | Gpihbp1       | Rell1    | Pi16     | Dusp22   | Lhfp      | Igf1    |
| Cald1    | Islr          | Msx1          | Gli2          | Pcolce        | Pcbp4         | Adgrg3   | Scd1     | Ulk2     | Mmp23     | Me1     |
| Clk2     | Ltbp2         | Fkbp7         | F5            | Ccdc102a      | Adamts2       | Thbs2    | Gstm4    | Ebf1     | Entpd2    | Jun     |
| Tmed10   | Fgfr1         | Btg1          | Loxl3         | Pdgfrb        | Cyb5r3        | Foxe1    | Hoxaas2  | Dlx5     | Klhl29    | Ly6g6c  |
| Dusp1    | Ptgis         | Lims2         | Slc27a3       | Csf1          | Leprot        | Mast4    | Ebi3     | Fzd9     | Lmo1      | Gpr4    |
| Ccdc3    | Peg12         | Acap1         | Dgat2         | Trim16        | Tnnt1         | Ap3m2    | Cyp27a1  | Ddr2     | Mrc2      | Ccnl2   |
| Ncmap    | Lpin3         | Ormdl3        | Mmrn2         | Clec11a       | Epc1          | Polm     | Tagln    | Ghr      | Fam19a5   | Gm14005 |
| Msrb3    | Parp4         | Gstm1         | A430105I19Rik | Tex9          | Lman2l        | E4f1     | Sorbs3   | Eva1b    | Dact3     | Etl4    |
| Crip2    | Dtx3          | Itf43         | Col3a1        | Zmym6         | Col2a1        | Pou3f1   | Pxdc1    | Phf21a   | Fbxo25    | Spats2  |
| Hes1     | E230016M11Rik | Zfp36         | Kdr           | Ptn           | Gm17745       | Jkamp    | Capns2   | Ucma     | Tmem134   | Pvrl3   |
| Pcgf2    | Trf           | Syt15         | Crmp1         | Hrh1          | Ralgapa1      | Npr1     | Siah1a   | Pcdhb9   | Unc119    | Pdlim7  |
| Krt5     | Uggt2         | Ehd2          | Lox           | Scara5        | Dlgap4        | Cxcl2    | Ptprv    | Cd302    | Pmp22     | Bmp6    |
| Rab24    | Ophn1         | Dpysl3        | Lyz1          | Chad          | I730030J21Rik | Itgb5    | St3gal2  | Apold1   | Ndn       | Sgms2   |
| Krt28    | Sdc4          | Hist1h2ac     | Dennd5b       | Caskin2       | Cx3cl1        | Emp2     | Rhbdl2   | S100b    | Camk1     | Gcnt2   |
| Sult1a1  | Spr2a3        | Il13ra1       | Fos           | Slc39a13      | Klf6          | Stap2    | Naprt    | Slc16a9  | Ceacam1   | Sectm1b |
| Afap1l1  | Uty           | Srsf5         | Vstm4         | Msantd3       | Des           | Fcgrt    | Snx9     | Mylk     | Hist1h2bg | Myoc    |
| Dmd      | G0s2          | Pde4c         | Gata2         | Grb10         | Sox17         | Bmpr1a   | Comp     | Cyp1b1   | Cemip     | Pkig    |
| Zfp28    | Ecm2          | Sfrp2         | Slf8          | Vim           | Car7          | Hist1h1c | Prkar1b  | Tbcb     | Slc26a8   | Slc20a2 |
| Nfia     | Mall          | Trp63         | Fmo1          | Twist2        | Rgs14         | Col20a1  | Arhgap29 | Ogn      | Gfap      | Pag1    |
| Tmem255b | Tjp1          | Cd81          | Cdh13         | H1f0          | Fmod          | Osr2     | Armcx1   | Wdr34    | Bmi1      | Ppap2b  |
| Dpysl2   | Mecom         | Pcsk1         | Crispld2      | Mtss1l        | Prr29         | Epn3     | Acot1    | Ido1     | Car8      | Egfl7   |
| Lzts2    | Cox4i2        | Stx2          | Bmp5          | Aldoat1       | Lyz2          | Ushbp1   | Col6a3   | Apod     | Sox9      | Aldh3a1 |
| Notch3   | Olfr558       | Tmtc3         | Fam171a1      | Ypel3         | Zbtb10        | Cfh      | Fam217b  | Cdo1     | Pcdh12    | Fkbp14  |

|       |          |           |          |          |          |       |        |        |         |        |
|-------|----------|-----------|----------|----------|----------|-------|--------|--------|---------|--------|
| Pth1r | Ptk7     | Lrrc17    | Npr2     | Ccdc85b  | Tmem44   | Cgnl1 | Nfib   | Dsc3   | Ago1    | Ccnd1  |
| Thbs4 | Cda      | Rgma      | BC031361 | Rian     | Sap25    | Kank3 | Gp1bb  | Pvrl2  | Gm19466 | Wif1   |
| Chil1 | Serpinf1 | D6Ert527e | Tle2     | Spns2    | Sh3bgrl2 | Adcy9 | Gpha2  | Fzd1   | Paqr6   | Twist1 |
| Lamc3 | Col12a1  | Pdgfrrl   | Rab40b   | Arhgef19 | Dkk3     | Peg3  | Pla2g5 | Antxr1 | Mmp16   | Wtip   |
| Meis2 | Nexn     | Mfap3l    | Klra2    | Eln      | Hpgd     | Corin | Col6a2 | Luc7l2 | Hilpda  | Plp1   |
| Mpz   | Nrn1     | Gm10406   | Tpm2     | Lmna     | Rgs11    | Prrt2 | F11r   |        |         |        |

**Table S3 (Relating to Figure 6):** Expression values of Shh and Gli3 in RNAseq datasets from Oxa-treated WT, Gli2 $\Delta$ C2 and Gli2 $\Delta$ N2 skin CD4 T cells.

|      | 1 WT-CD4 | 2 WT-CD4 | 1 Gli2 $\Delta$ C2-CD4 | 2 Gli2 $\Delta$ C2-CD4 | 1 Gli2 $\Delta$ N2-CD4 | 2 Gli2 $\Delta$ N2-CD4 |
|------|----------|----------|------------------------|------------------------|------------------------|------------------------|
| Shh  | 0        | 0        | 0                      | 0                      | 0                      | 0                      |
| Gli3 | 0        | 0        | 0                      | 0                      | 0                      | 0                      |

**Table S4: (Relating to Materials and Methods):** Table shows mouse and human antibodies, their clones and the company where they were purchased from.

|       | Antibody                                 | Clone        | Company      |
|-------|------------------------------------------|--------------|--------------|
| Mouse | antiSmad2+Smad3 (Phospho T8)             | Ab63399      | Abcam        |
|       | CD3                                      | 17A2         | Biolegend    |
|       | CD4                                      | RM4-5        | Biolegend    |
|       | CD8                                      | 53-6.7       | Biolegend    |
|       | CD11b                                    | M1/70        | Biolegend    |
|       | CD11c                                    | N418         | Biolegend    |
|       | CD44                                     | IM7          | eBioscience  |
|       | CD45                                     | 30-F11       | Biolegend    |
|       | CD62L                                    | MEL-14       | eBioscience  |
|       | CD69                                     | H1-2F3       | Biolegend    |
|       | CTLA-4                                   | UC10-4B9     | Biolegend    |
|       | donkey anti-rabbit PE secondary antibody | Poly4064     | Biolegend    |
|       | F4/80                                    | BM8          | Biolegend    |
|       | Foxp3                                    | MF-14        | Biolegend    |
|       | IFN- $\gamma$                            | XMG1.2       | Biolegend    |
|       | IL4                                      | 11B11        | Biolegend    |
|       | IL5                                      | TRFK5        | Biolegend    |
|       | IL10                                     | JES5-16E3    | Biolegend    |
|       | IL13                                     | eBio13A      | eBioscience  |
|       | IL17                                     | TC11-18H10.1 | Biolegend    |
|       | Ki67                                     | 16A8         | Biolegend    |
|       | Klrg1                                    | 2F1/KLRG1    | Biolegend    |
|       | LAP                                      | BC96         | Biolegend    |
|       | MHCII                                    | M5/114.15.2  | Biolegend    |
|       | SiglecF                                  | E50-2440     | BD Pharmigen |
|       | $\gamma\delta$ TCR                       | GL3          | Biolegend    |
| Human | CD4                                      | RPA-T4       | Biolegend    |
|       | CD25                                     | BC96         | Biolegend    |
|       | FOXP3                                    | 236A/E7      | Biolegend    |

How the deposited data were processed for this re-analysis (not part of the article)

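RNA was sequenced from T cells sorted from the skin of Oxa-treated WT, Gli2ΔN2 and Gli2ΔC2 mice. The deposited values cover 12 libraries, 6 of CD4+ and 6 of CD8+ T cells, with 2 libraries per genotype and cell type, each from a pool of 3 mice. The paper's results describe the CD4+ libraries. The authors deposited RPKM, which the methods state were generated with DESeq2. The paper's text does not name the aligner, the genome build or the annotation. The values are not log-transformed, and 27 gene symbols had been changed to dates, 2 of which are listed more than once.

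The deposited RPKM were found to be whole numbers of reads times a factor for the gene and a factor for the library. This held for all 16894 genes above 0, but is no test for the 2132 of them above 0 in only 1 or 2 libraries. For genes above 0 in few libraries it is a weak test, since many multiples were tried. In a check, whole numbers were found for 200 of 200 genes, and for 0 of 200 after noise was added. The check used a shorter search and genes of low mean above 0 in every library. It did not test whether the numbers found were the true reads. The libraries held between 14.78e6 and 22.67e6 reads. These reads were used for depth, for thinning and for one alternative fit, and the gene factors gave relative gene lengths. No reads are given for genes above 0 in fewer than 3 libraries. With 2 libraries per group, the number of libraries limits the precision more than the counts do.

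RPKM were transformed to log2 after adding 1. Genes with a mean of at least 1 RPKM over the libraries in a fit were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend), with all 3 genotypes of a cell type in one fit. Genes are counted at an unadjusted p under 0.05, the paper's threshold, and at a Benjamini-Hochberg adjusted p under 0.05. A fit of all 12 libraries tested whether the change from WT differed between CD4+ and CD8+ T cells. PCA used the same values with each gene centered and scaled, the default of the package named in the paper. Intersections joined the 3000 genes with the largest loading on PC2 or PC1 with the 1500 or 2500 genes with the smallest p, as in Figure 6. Lists of marker genes of other skin cells were written before the values were seen. The gene names in Supplemental Tables 1 and 2, the paper's own calls on these libraries, had been read by then. The lists are therefore not independent of these data. The median log2 fold change of each list was set against 10000 random lists of the same size matched on mean expression in 20 bins, and is described as outside when beyond their central 95%. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

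The genes named are those the paper names for these data, the genes that check the labels, the Y-linked genes and *Xist*, and the genes with the largest changes in each direction among those past the unadjusted threshold whose libraries did not overlap, 3 for each CD4+ comparison and 2 for each CD8+ comparison. Predicted genes were left out. *Il12rb* was read as *Il12rb2*, *Trl4* as *Tlr4*, and *Hes* as each numbered *Hes* gene.

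The procedure was tested on simulated reads with 200 genes changed by 4 times in one genotype, and a dispersion of 0.02 in every genotype. All 200 were called at an adjusted p under 0.05 with the correct direction, along with 8 of 10462 unchanged genes. In the comparison without a change, 536 of 10662 genes had an unadjusted p under 0.05 and 2 an adjusted p under 0.05. In the data the spread differed between genotypes. Replicates of CD4+ libraries had a correlation of 0.9584 in Gli2ΔN2, against 0.988 in WT and 0.9881 in Gli2ΔC2. Most genes the paper names also changed by less than 4 times, so these simulated rates need not hold for the data. The alternatives were another pseudocount, other filters, median-of-ratios scaling, quantile normalization, eBayes with trend, a replicate block, fits of only the genotypes compared, and leaving out each library. The pairing for the block comes only from the replicate numbers in the sample labels, which the paper does not describe as pairs. The labels of 1 Gli2ΔN2 CD4+ library disagree on its replicate number, and the number in its title, 2, was used. A library of a compared genotype could not be left out of a fit, since it would leave 1, so only libraries of the other genotype were left out of the tests.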

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

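The tests on *Ptch1*, *Ptgs2*, *Tcf4*, *Hes1*, *Gli2*, *Itgb1* and *Xist*, on the Y-linked genes in CD8+ libraries, and on the difference between both Gli2ΔN2 CD8+ libraries were chosen after the results were seen. The limits for these tests were set with the values known. The other tests were set before the data were examined.

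The paper does not report on the CD8+ libraries. *Gli2* was listed at 0 in both WT CD8+ libraries and was 72.0 and 8.935 RPKM in the Gli2ΔN2 CD8+ libraries. Between Gli2ΔN2 and WT CD8+ libraries, 1279 of 10643 genes had an unadjusted p under 0.05, 755 higher (59.0%) and 524 lower, against 532 expected by chance. No gene had an adjusted p under 0.05. Quantile normalization gave 586 higher (42.8%) and 783 lower, so the share of higher genes depends on the normalization. It was 58.1% with median-of-ratios scaling, whose factors (1.009 to 1.017 in CD8+ libraries) scarcely changed the values and so tell little about scaling. Thinning the reads of each library to the smallest gave 1272 genes. The log2 fold changes had a correlation of -0.10 with gene length across genes, which are not independent replicates. The 10 highest genes held at most 5.34% of the reads of a CD8+ library. The mean of the summed Y-linked genes differed by 1.8 times between genotypes. Of 9 marker lists of other skin cells, 7 had enough genes and 6 were raised outside the central 95% of random lists. RNA from other skin cells therefore remains a candidate explanation beside the genotype.

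Both Gli2ΔN2 CD8+ libraries had their highest correlation with a library of another genotype, which counts as 2 libraries in a test for mislabelled samples. Their correlation with each other across genes was 0.8537. *Gli2* was 8.935 RPKM in the lower of them, above every library of another genotype, which would not be so for a mislabelled sample without another source of *Gli2*. The fibroblast list summed to 1052 RPKM in that library, so fibroblast RNA is not excluded as such a source. *Itgb1* was 231.2 and 192.1 RPKM in these 2 libraries and at least 398.5 RPKM in the other CD8+ libraries, which goes against a mislabelled WT or Gli2ΔC2 sample. The summed dendritic cell list differed by 10.9 times between them, and by 1.17 times between the WT and 1.29 times between the Gli2ΔC2 CD8+ libraries. Different amounts of RNA from other skin cells are a candidate explanation for the low correlation.

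The neutrophil list had a median log2 fold change of 2.37 between Gli2ΔN2 and WT CD8+ libraries, a signal in genes the paper does not discuss. Its summed RPKM was 2036 and 2021 in the Gli2ΔN2 libraries, against 407.8 and 326.8 in WT. It was among the 6 raised lists named above, and no biological explanation was tested.

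In CD4+ T cells, the fibroblast list had a median log2 fold change of 4.46 between Gli2ΔN2 and WT. Its summed RPKM was 783 and 401 in the Gli2ΔN2 libraries and at most 3.19 in the other CD4+ libraries. All 8 lists of other skin cells with enough genes were raised outside the central 95% of random lists in Gli2ΔN2 against WT. RNA from other skin cells may therefore contribute to the 2754 genes that differed. A list of immediate early and dissociation genes was also raised outside the central 95%, with a median log2 fold change of 0.75. In Gli2ΔC2 against WT CD4+ libraries its median was 0.02, inside the central 95%. Whether the handling of the cells contributed was not tested. Thinning to equal depth gave 2722 genes, 54.6% of calls were higher with median-of-ratios scaling, whose factors were only 1.002 to 1.022 in CD4+ libraries, and the correlation with gene length was -0.10. Quantile normalization lowered the share of higher calls to 41.8%. The 10 highest genes held at most 4.55% of the reads, and 0 CD4+ libraries were nearer to another genotype.

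Whether such RNA accounts for single genes was tested in Gli2ΔN2 CD8+ replicate 1, where the fibroblast list summed to 1.54 RPKM, under both WT CD8+ libraries. There *Ptch1* was 3.03 times, *Ptgs2* 5.71 times and *Tcf4* 5.04 times the WT CD8+ mean, so these 3 were raised without fibroblast RNA. That library also had the highest dendritic cell and macrophage sums of all 12, which could raise them there, so fibroblasts are not excluded as their source in the CD4+ libraries. *Hes1* was 0.322 times the WT mean, as it would be if fibroblast RNA raised it in the CD4+ libraries. The summed macrophage list was at least 5.36 times the WT mean in all 4 Gli2ΔN2 libraries, so no Gli2ΔN2 library without raised macrophage genes was there to test macrophage RNA as their source. Between Gli2ΔC2 and WT CD4+ libraries, where the macrophage list had a median log2 fold change of 1.46, *Ptch1* was -0.23, *Ptgs2* 0.39 and *Tcf4* 0.83. Between Gli2ΔN2 and Gli2ΔC2, where the list was 0.12, they were 1.63, 0.83 and 1.08. The dendritic cell list was 2.06 in the first of these comparisons and -0.59 in the second, where all 3 genes rose, which goes against dendritic cell RNA as the source of that rise. These values, compared after they were seen, also go against macrophage RNA as the source for *Ptch1*. It is not excluded for *Ptgs2* and *Tcf4*, which were higher in Gli2ΔC2 than in WT and higher still in Gli2ΔN2, as was the summed macrophage list (342.4 and 372.8 RPKM in Gli2ΔN2, 176.1 and 172.2 RPKM in Gli2ΔC2). A single library of another cell type carries the tests for fibroblasts.

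The dendritic cell list had a median log2 fold change of 2.06 between Gli2ΔC2 and WT CD4+ libraries. Its summed RPKM was 1198 and 1068 in Gli2ΔC2, against 314.3 and 264.4 in WT. With the macrophage list (1.46) and the mast cell and basophil list (1.41), 3 of 8 lists with enough genes were outside the central 95%, so RNA from other skin cells may contribute to the 676 genes that differed. The fibroblast list did not change (median 0.00). Thinning gave 684 genes, median-of-ratios scaling left 47.9% of calls higher, and the correlation with gene length was -0.22.

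The Y-linked list had a median log2 fold change of 1.61 between Gli2ΔN2 and WT CD4+ libraries. The highest genotype mean of its summed RPKM was 3.78 times the lowest, without overlap, as different sexes in the pools could give. If female mice had lowered it in the other pools, *Xist* would be higher there in every library. The mean *Xist* of the WT and Gli2ΔC2 libraries was 1.85 times that of Gli2ΔN2, but the libraries overlapped. *Xist* was 0 and 1.594 RPKM in the Gli2ΔN2 libraries and between 1.261 and 1.849 RPKM in the others. A single library at 0 thus carries the ratio, and at such low values *Xist* cannot decide on a sex difference. In the CD8+ libraries, the summed Y-linked genes were 0.501 times the WT mean in Gli2ΔN2 replicate 1, without fibroblast marker genes, and 133.5 RPKM in replicate 2, which had them. Fibroblast RNA is therefore a candidate source of the Y-linked signal, but whether its amount could suffice was not tested. The sex of the pooled mice is not stated in the paper's text.

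The change from WT differed between CD4+ and CD8+ T cells for 3 genes in Gli2ΔN2 at an adjusted p under 0.05 from limma, and for 1011 of 10764 genes at an unadjusted p under 0.05. These genes, named after their values were seen, were *Sirpb1b* (difference in log2 fold change -2.72), *Sectm1a* (3.04) and *Cdh13* (2.50), each with an adjusted p of 0.0183. With a replicate block the count was 4. The correlation of same-numbered deviations between WT and Gli2ΔN2 CD8+ libraries was -0.102, and a crossed pairing, chosen after seeing the data, gave 1. *Cd4* or *Cd8a* in the Gli2ΔN2 and WT libraries was at most 0.98% of its mean in the other cell type, so cells of the other type are unlikely to explain the 3 genes. RNA from other skin cells in unequal amounts is not excluded.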

How the results depend on the processing

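All alternatives were set before the data were examined, except limma-voom on the reads behind the values, a crossed pairing, PC3 in place of PC2, and PCA of WT and Gli2ΔN2 libraries only, which were chosen after seeing the data. A DESeq2 fit had been planned for counts or recoverable counts. Reads were recovered, but the fit was not run because the deposited values are RPKM, which departs from that plan. In place of DESeq2, limma-voom was used on the recovered reads. The cause was not tested for any change below.

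In CD4+ T cells, the count of genes at an unadjusted p under 0.05 kept within 1.5 times of the count given, except as follows. For Gli2ΔC2 against WT (676 genes), a mean of at least 10 RPKM gave 417, the WT and Gli2ΔC2 libraries alone gave 1096, and leaving out a Gli2ΔN2 library gave from 1084 to 1103. For Gli2ΔN2 against WT (2754) a mean of at least 10 gave 1777, and for Gli2ΔN2 against Gli2ΔC2 (2695) it gave 1708. This filter also lowered the share of higher genes, from 58.1% to 41.9% for Gli2ΔN2 against WT and from 59.8% to 40.6% for Gli2ΔN2 against Gli2ΔC2. With trend, the share in Gli2ΔC2 against WT went from 48.7% to 62.5%. At an adjusted p under 0.05, the 0 genes of Gli2ΔC2 against WT became 9 with a mean of at least 10, 25 with eBayes with trend, 4 with limma-voom and 16 with the WT and Gli2ΔC2 libraries alone, and were from 0 to 0 when a Gli2ΔN2 library was left out. The 802 genes of Gli2ΔN2 against WT became 1421 with trend, 1274 with limma-voom, 351 with those genotypes alone and from 327 to 329 when a Gli2ΔC2 library was left out. The 741 genes of Gli2ΔN2 against Gli2ΔC2 became 1321, 1219, 295 and from 277 to 279 when a WT library was left out.

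In CD8+ T cells, Gli2ΔC2 against WT (216) gave 183 higher and 252 lower genes (4.4e+02 in all) without a filter, 111 with a mean of at least 10, 900 with those genotypes alone and from 908 to 939 when a Gli2ΔN2 library was left out. Its 0 genes at an adjusted p under 0.05 became 7 with those genotypes alone and from 0 to 6 when a Gli2ΔN2 library was left out. Gli2ΔN2 against WT (1279) gave 658 with a mean of at least 10, and its 0 adjusted genes became 6 with a pseudocount of 0.1, 40 with a mean of at least 10, 39 with trend and 4 with limma-voom. Gli2ΔN2 against Gli2ΔC2 (1264, with 743 higher, 58.8%, and 521 lower) gave 699 with a mean of at least 10, and 533 higher (41.9%) and 740 lower with quantile normalization. Its 43 adjusted genes became 23 with a pseudocount of 0.1, 19 with limma-voom, 0 without a filter, 0 with those genotypes alone, 0 with a replicate block and from 0 to 0 when a WT library was left out.

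The interaction of Gli2ΔC2 with cell type (185 genes at an unadjusted p under 0.05, 0 adjusted) gave 377 without a filter, 94 with a mean of at least 10 and from 214 to 481 when a Gli2ΔN2 library was left out. For Gli2ΔN2 (1011, and 3 adjusted) no filter gave 1688 and 24, a mean of at least 10 gave 547 and 0, trend and limma-voom gave 0 adjusted, the crossed replicate block gave 1 adjusted, and leaving out a Gli2ΔC2 library gave from 0 to 0 adjusted.

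The share of PC1 (40.8%) was 64.9% when genes were centered without scaling, 38.6% without a filter, 42.1% with a mean of at least 10, 41.9% with quantile normalization, 24.4% with all 12 libraries, 50.9% with WT and Gli2ΔN2 libraries only, and from 43.7% to 46.2% when a library was left out. The share of PC2 (21.7%) was 14.7% without scaling, 23.9% without a filter, 23.2% with quantile normalization, 19.2% with all 12 libraries and from 23.7% to 25.8% when a library was left out. The intersection of Gli2ΔC2 against WT (128) was 305 without scaling of genes, 1 without a filter, 653 with a mean of at least 10, 66 with quantile normalization, 300 with those genotypes alone and 1154 with PC3. The intersection of Gli2ΔN2 against WT and the counts of Supplemental Tables 1 and 2 stayed within 1.5 times under every alternative run.

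The replicate numbers did not pair the libraries: the correlation of same-numbered deviations lay between -0.072 and 0.071 in 14 of 15 pairs of groups, and was -0.102 between WT and Gli2ΔN2 CD8+ libraries. With the replicate block, the CD4+ comparisons gave 617 (Gli2ΔC2 against WT), 2550 (Gli2ΔN2 against WT) and 2533 (Gli2ΔN2 against Gli2ΔC2) genes, with 0, 599 and 516 adjusted. The CD8+ comparisons gave 174, 1139 and 1118, with 0 adjusted in each. For Gli2ΔN2 against WT in CD8+ T cells, with 1279 genes without a block, the crossed pairing gave 1137, with 0 adjusted. The interactions gave 196 (Gli2ΔC2, 0 adjusted) and 958 (Gli2ΔN2, 4 adjusted), the intersections 144 and 1851, and the counts of Supplemental Tables 1 and 2 232 and 988.

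The log2 fold changes of 98 gene comparisons were followed over 7 alternatives, which do not include the other filters or leaving out a library. Among these fits, 31 newly passed the unadjusted threshold, 24 no longer passed it and 625 were unchanged, and 28 of the 98 comparisons changed in at least 1 fit. Quantile normalization reversed *Foxp3* in Gli2ΔC2 against WT (-0.02) and *Ccr9* in Gli2ΔN2 against WT (-0.33), and the T cell marker list in Gli2ΔC2 against WT CD8+ libraries (-0.01). Leaving out a library changed the sign of 4 of the comparisons, *Ccr9*, *Cd48*, *Il10ra* and *Tnfrsf25* in Gli2ΔN2 against WT. Changes of genes near 0 RPKM in a genotype depended in size on the pseudocount. In Gli2ΔN2 against WT, a pseudocount of 0.1 moved *Gli2* from 4.53 to 7.40, *Wnt4* from 1.80 to 4.30 and *Ccl24* from -1.66 to -3.22. Of the refitted medians of 75 marker list comparisons, 33 moved by more than the spread between replicates under an alternative, and 81 when a library was left out. With 2 libraries per group, a fit that leaves out a library of a compared genotype could not be tested.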

Differences from the paper's values

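The paper gives 796 genes in the intersection for Gli2ΔC2 against WT, where 128 were found. Of the alternatives set before the data were examined, a mean of at least 10 RPKM came within 1.5 times (653 genes). The others did not: 128 with the more separated of PC1 and PC2, 305 without scaling of genes, 118 without a log transformation, 114 with a pseudocount of 0.1, 1 without a filter, 129 with median-of-ratios scaling, 66 with quantile normalization, 300 with those genotypes alone and 144 with a replicate block. PC3 in place of PC2, chosen after seeing the values, gave 1154, within 1.5 times of the paper's value.

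The paper separates WT from Gli2ΔC2 on PC2. In PCA of the 6 CD4+ libraries PC2 mainly separated the Gli2ΔN2 libraries from each other, and PC3 separated WT from Gli2ΔC2. The WT and Gli2ΔC2 libraries did not overlap on PC2, but their means lay 18.6 apart there and 87.6 apart on PC3. With a Gli2ΔN2 library left out, PC2 separated WT from Gli2ΔC2. The paper gives *Stat4*, *Tbx21*, *Ifngr1*, *Foxp3*, *Il10ra* and *Plcb3* as strong contributors to the axes. On PC2, *Il10ra* ranked 211, and the other 5 ranked between 5378 and 10528 of 10682 genes. On PC1, *Il10ra* ranked 8465, and the other 5, between 877 and 2225, were within the paper's 3000 genes.

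The paper gives *Il10ra* as higher in Gli2ΔN2 than in WT, and its log2 fold change was -0.21. It gives *Foxp3* as lower in Gli2ΔC2, where the change was 0.07, or -0.02 with quantile normalization. No setting gave either an unadjusted p under 0.05, and none did so for *Il10ra* in Gli2ΔC2.

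Other genes the paper gives as changed in Gli2ΔC2 had its direction but no unadjusted p under 0.05. *Stat4* passed with limma-voom, chosen after seeing the values, and without Gli2ΔN2 replicate 2. *Tbx21* passed with a mean of at least 10 RPKM, with eBayes with trend and with limma-voom. *Ifngr1* passed with trend, with limma-voom and without either Gli2ΔN2 library. *Hus1* passed with WT and Gli2ΔC2 libraries alone, with limma-voom and without either Gli2ΔN2 library. *Stmn1* passed without a filter, with a mean of at least 10, with quantile normalization, with trend, with limma-voom and without Gli2ΔN2 replicate 2. *Crbn* passed without a filter, with a mean of at least 10, with trend and with limma-voom. *Kif7* and *Smo*, under the filter, passed without it. *Ccl20*, also under it, passed without a filter, with quantile normalization, with WT and Gli2ΔC2 libraries alone and without either Gli2ΔN2 library.

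The paper's discussion does not name the comparison for genes it gives as raised or reduced by Hh signaling. It gives *Tnfrsf9*, *Il1a*, *Ccl8* and *Tlr4* as reduced, and in Gli2ΔN2 against WT their log2 fold changes were 0.72, 0.68, 3.95 and 1.18. In Gli2ΔC2 against WT they were 0.60, 1.42, 2.23 and 0.41, and in Gli2ΔN2 against Gli2ΔC2 0.12, -0.74, 1.73 and 0.77. It gives *Ccr9*, *Tnfrsf25*, *Cd69* and *Cd48* as reduced, and in Gli2ΔN2 against WT they were 0.07, -0.15, 0.14 and -0.05, without an unadjusted p under 0.05 under any setting. In Gli2ΔN2 against Gli2ΔC2 these 4 genes were -1.52, -0.40, -0.02 and -0.35, in the paper's direction, and *Ccr9* had an unadjusted p under 0.05. In Gli2ΔN2 against WT, *Jak1*, *Myd88* and *Irf1* fell and passed that threshold with eBayes with trend and with limma-voom, *Jak1* and *Myd88* also without a filter, and *Myd88* also with a mean of at least 10. *Fgl2*, given as raised, had a log2 fold change of 0.32 and passed without a filter, with a mean of at least 10, with quantile normalization, with trend and with limma-voom.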

Other observations

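The tests in this part on genes the paper names were chosen after the results were seen. For the test on 8 genes, the values of 4 had been seen beforehand.

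Of the 10170 genes tested in both cell types, 511 had an unadjusted p under 0.05 for Gli2ΔN2 against WT in both CD4+ and CD8+ libraries, where 286 are expected by chance, and 477 of them changed in the same direction. For Gli2ΔC2 against WT, 39 did, where 12 are expected, and 36 changed in the same direction.

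Between Gli2ΔC2 and WT CD8+ libraries, 216 genes had an unadjusted p under 0.05, fewer than the 532 expected by chance, and 0 had an adjusted p under 0.05. Without the Gli2ΔN2 libraries the count was 900, with 7 adjusted, and without one of them 908 to 939, so whether it exceeds chance depends on the libraries in the fit. Of 7 marker lists of other skin cells with enough genes, 4 were outside the central 95% of random lists, 2 raised and 2 lowered, so RNA from other cells may contribute. Thinning gave 212 genes, 33.5% of calls were higher with median-of-ratios scaling, and the correlation with gene length was -0.17. For the interaction of Gli2ΔC2 with cell type, *Cd4* or *Cd8a* was at most 0.56% of its mean in the other cell type.

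Genes the paper gives as lower in Gli2ΔN2, *Stat4*, *Tbx21*, *Ifngr1*, *Il4ra*, *Ccr7* and *Tgif1*, would fall if T cell RNA were diluted by RNA of other cells. The T cell list had a median log2 fold change of -0.03 in Gli2ΔN2 against WT, at percentile 56.1 of random lists, which goes against dilution as the source.

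The 8 genes the paper gives as higher in Gli2ΔC2 were examined in Gli2ΔN2 CD8+ replicate 1, where the dendritic cell list summed to 6453 RPKM. There 6 of the 8 (*Il1a*, *Ccr9*, *Cxcl16*, *Ccl20*, *Ccl24* and *Crbn*) were above both WT CD8+ libraries, as were 42.0% of all genes tested. In replicate 2, of the same genotype but with that list at 593.6 RPKM, *Il1a* and *Cxcl16* were above both WT libraries and the other 4 of the 6 were not, so the genotype alone does not account for those 4 in replicate 1. *Tnfrsf9* went the other way, above both WT libraries in replicate 2 only, and *Il12rb2* was above both in neither replicate. The macrophage list was raised in both replicates (1156 and 658.9 RPKM, against 102.8 and 125.4 RPKM in WT). In Gli2ΔN2 against WT CD4+ libraries, the dendritic cell (1.46) and macrophage (1.67) lists were also raised. There *Cxcl16* (log2 fold change 1.27), *Tnfrsf9* (0.72), *Il1a* (0.68) and *Il12rb2* (0.41) rose. *Ccr9* (0.07), *Crbn* (-0.19) and *Ccl24* (-1.66) did not rise with the lists, and *Ccl20* was listed at 0 RPKM. The 8 genes thus point both ways. For them as a set in Gli2ΔC2 CD4+ libraries, RNA from dendritic cells and macrophages cannot be told apart from a change within T cells.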
